# Iron Deprivation in *Synechocystis*: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling

**DOI:** 10.1534/g3.112.003863

**Published:** 2012-12-01

**Authors:** Miguel A. Hernández-Prieto, Verena Schön, Jens Georg, Luísa Barreira, João Varela, Wolfgang R. Hess, Matthias E. Futschik

**Keywords:** iron homeostasis, expression profiling, regulation, non-coding RNA, cyanobacteria

## Abstract

Iron is an essential cofactor in many metabolic reactions. Mechanisms controlling iron homeostasis need to respond rapidly to changes in extracellular conditions, but they must also keep the concentration of intracellular iron under strict control to avoid the generation of damaging reactive oxygen species. Due to its role as a redox carrier in photosynthesis, the iron quota in cyanobacteria is about 10 times higher than in model enterobacteria. The molecular details of how such a high quota is regulated are obscure. Here we present experiments that shed light on the iron regulatory system in cyanobacteria. We measured time-resolved changes in gene expression after iron depletion in the cyanobacterium *Synechocystis* sp. PCC 6803 using a comprehensive microarray platform, monitoring both protein-coding and non-coding transcripts. In total, less than a fifth of all protein-coding genes were differentially expressed during the first 72 hr. Many of these proteins are associated with iron transport, photosynthesis, or ATP synthesis. Comparing our data with three previous studies, we identified a core set of 28 genes involved in iron stress response. Among them were genes important for assimilation of inorganic carbon, suggesting a link between the carbon and iron regulatory networks. Nine of the 28 genes have unknown functions and constitute key targets for further functional analysis. Statistical and clustering analyses identified 10 small RNAs, 62 antisense RNAs, four 5′UTRs, and seven intragenic elements as potential novel components of the iron regulatory network in *Synechocystis*. Hence, our genome-wide expression profiling indicates an unprecedented complexity in the iron regulatory network of cyanobacteria.

Iron is a prosthetic component of many enzymes, acting as biocatalyst or electron carrier, and is essential for almost all life forms. Proteins containing iron participate in a wide range of biological processes, including the tricarboxylic acid cycle, photosynthesis, respiration, H_2_ production, N_2_ fixation, gene regulation, and oxygen transport. Although iron is one of the most abundant metals on earth, it is difficult for microbial organisms to acquire due to its poor solubility under aerobic conditions at neutral pH. Thus, microbes have evolved a battery of mechanisms for iron uptake. At the same time, however, free intracellular iron needs to be kept at permissive levels, as it becomes toxic under aerobic conditions by producing reactive oxygen species. For these reasons, complex regulatory networks have evolved to tightly control intracellular iron concentrations, ensuring its essential function yet avoiding cellular damage (Cornelis *et al.* 2011).

In bacteria, iron homeostasis is best understood for *E. coli*. The key regulator sensing intracellular iron levels is the ferric uptake regulator (Fur). Fur contains two metal binding sites: a structural zinc binding site and a regulatory ferrous iron (Fe^2+^) binding site. At elevated iron concentration, Fe^2+^ binds to the regulatory site of the Fur monomer and triggers conformational changes, leading to dimerization and activation of Fur (Pecqueur *et al.* 2006). Activated Fur attaches to specific DNA sequences (termed Fur boxes) in the promoter regions of iron-acquisition genes and represses their transcription (Hantke 2001; McHugh *et al.* 2003). Thus, activation of Fur leads to a reduction in the influx of iron. Conversely, when the intracellular iron concentration decreases, Fur loses its bound Fe^2+^, becomes inactive, and detaches from the promoter regions. The repression of iron-acquisition genes is relieved, and the iron influx increases again. In brief, Fur acts as a negative feedback regulator for iron influx to keep the intracellular iron concentration at a constant level.

For some genes, expression was observed to be upregulated upon Fur activation (Dubrac and Touati 2000). This finding led to the discovery of a *trans*-acting small RNA (sRNA) termed RyhB, which turned out to be an important posttranscriptional regulator of iron homeostasis in *E. coli* (Masse and Gottesman 2002). RyhB binds to regions of partial complementarity in specific mRNAs (such as iron-containing superoxide dismutase) and promotes either their degradation or influences their rates of translation. As RyhB is itself a target for repression by Fur, there is an apparent positive regulation of these genes by Fur. Since its discovery in *E. coli*, functional homologs of RyhB have been found in many heterotrophic bacteria, such as Prrf1 and Prrf2 sRNAs in *Pseudomonas aeruginosa* (Wilderman *et al.* 2004). Although the details of this regulatory layer are not fully revealed, it is apparent that regulatory sRNAs provide specific advantages, which may not be possible to achieve through regulatory proteins (Hao *et al.* 2011; Salvail and Masse 2012).

In cyanobacteria, the regulation of iron homeostasis is expected to be more complex than in nonphotosynthetic bacteria (Shcolnick *et al.* 2009), due to the importance of iron in the photosynthetic electron transport chain. Indeed, the iron quota (atoms per cell) in *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis*), is one order of magnitude higher than in *E. coli* (Finney and O’Halloran 2003; Shcolnick *et al.* 2009). A high regulatory complexity is also indicated by the existence of multiple transcription factors in cyanobacteria belonging to the Fur family of metalloregulators. *Synechocystis* and *Anabaena* PCC 7120 each possess 3 homologs, whereas at least 13 exist in the unicellular marine cyanobacterium *Acaryochloris marina* MBIC1107. Notably, these Fur-like homologs might not all necessarily be involved in the regulation of iron metabolism. One of the three Fur-like proteins of *Synechocystis*, Slr1738, seems to be a functional homolog of the peroxide-sensing PerR (Garcin *et al.* 2012; Li *et al.* 2004). Another, Sll1937, regulates the metabolism of Zn^2+^ and acts as a zinc uptake regulator, Zur (Tottey *et al.* 2012), whereas the third Fur-like protein, Sll0567, is a likely true functional homolog (FurA). Another layer of regulation exists in *Anabaena* PCC 7120, where one of the three Fur homologs is controlled by a *cis*-acting antisense RNA (asRNA) (Hernandez *et al.* 2006). Similar asRNAs complementary to *furA* were also reported for *Microcystis* and *Synechocystis* (Martin-Luna *et al.* 2011; Mitschke *et al.* 2011a; Sevilla *et al.* 2011). Finally, microarray-based RNA profiling indicated complex regulatory responses to changes of iron availability in both the marine cyanobacteria *Synechococcus* sp. WH7803 (Gierga *et al.* 2012) and *Prochlorococcus* (Thompson *et al.* 2011). These findings suggest substantial differences in the architecture of the iron regulatory networks of cyanobacteria compared with *E. coli*.

Iron homeostasis in cyanobacteria has been most intensively studied for *Synechocystis*, in which a complex transcriptional response, impacting several different metabolic pathways and cellular processes, has been reported (Shcolnick *et al.* 2009; Singh *et al.* 2003). One hallmark of the transcriptional response is the expression of the iron stress-induced *isiA* gene (*sll0247)*. Under severe iron starvation, both synthesis and the number of photosystem I complexes decreases, soluble light-harvesting complexes (phycobilisomes) are degraded, and *isiA* becomes highly transcribed (Guikema and Sherman 1983, 1984; Singh *et al.* 2003). The IsiA protein accumulates in the thylakoid membrane, binds chlorophyll, and can form multimeric rings around photosystem I. It is thought that these IsiA rings serve a dual purpose: initially the rings function as an extra light-harvesting complex, compensating for the reduced number of photosystem I complexes, and later they rather play a protective role (Havaux *et al.* 2003). The gene *isiA* appears to be under the control of Fur, although it was shown not to be the main mechanism controlling the iron stress inducibility of the *isiAB* operon (Kunert *et al.* 2003). Notably, an asRNA complementary to the *isiA* mRNA, iron stress-repressed RNA (IsrR), contributes to regulation of *isiA* expression (Dühring *et al.* 2006). Under iron-replete conditions, IsrR accumulates and becomes co-degraded with the *isiA* mRNA upon binding, preventing the synthesis of the IsiA protein (Dühring *et al.* 2006).

Although important insights have been gained in recent years about the molecular players involved in iron homeostasis, the detailed structure of the underlying regulatory network is unknown. For instance, no potential equivalents of the sRNA RyhB have been discovered in cyanobacteria yet. This is remarkable, as a large number of potentially *trans*-acting sRNAs and asRNAs have already been detected (Csiszar *et al.* 1987; Dühring *et al.* 2006; Gierga *et al.* 2009; Mitschke *et al.* 2011a,b; Nakamura *et al.* 2007; Sevilla *et al.* 2011). Their role in regulation, however, has remained largely uncharacterized and demands further study. Their characterization seems particularly important considering that more than 300 putative sRNAs and even more asRNAs have been reported for *Synechocystis* alone (Mitschke *et al.* 2011a).

To gain a more complete picture of iron homeostasis in cyanobacteria, we performed time-resolved genome-wide expression analysis of *Synechocystis* grown under iron-limiting conditions. We used customized oligonucleotide microarrays that detect both protein-coding and non-coding transcripts (ncRNA). The employed platform comprises over 42 000 probes, including the majority of previously detected ncRNA sequences (Georg *et al.* 2009; Mitschke *et al.* 2011a). The use of such a comprehensive platform helps to pinpoint ncRNAs involved in iron homeostasis, as well as identify their dynamic transcriptional response.

## Materials and Methods

### Growth conditions

*Synechocystis* wild type strain was grown at 30° in YBG-11, a modified version of BG-11 medium (Shcolnick *et al.* 2007). Light intensity was adjusted to 50 μmol photons m^−2^·s^−1^ of white light. Growth was monitored by the increase in optical density at 730 nm. Whole-cell spectra were recorded to track the shift in the chlorophyll *a* absorbance peak at 685 nm due to the accumulation of IsiA in the thylakoid membrane. The chelator desferrioxamine B (DFB, Sigma-Aldrich) was added at a final concentration of 100 µM to bubbled liquid cultures to induce iron starvation. The choice of DFB was motivated by a previous study showing its superior effectiveness compared with other chelating agents and with the alternative media exchange method (Shcolnick *et al.* 2009). Samples were taken before induction of iron depletion, as well as at 3, 12, 24, 48, and 72 hr after induction of iron depletion.

### RNA extraction and hybridization to microarray

*Synechocystis* cells (40–50 ml) were collected at different time points by rapid filtration (Pall Supor 800 Filter, 0.8 mm). The filters with the collected cells were transferred to a tube containing 2 ml of PGTX (Pinto *et al.* 2009), immediately frozen in liquid nitrogen, and stored at −80° until extraction. RNA was extracted following the protocol by Pinto and co-workers (Pinto *et al.* 2009). The purity and quality of the extracted RNA was assessed using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies) and gel electrophoresis. A sample of 10 µg of RNA was treated with Turbo-DNase (Ambion) following the manufacturer's instructions, and then measured again with the NanoDrop ND-1000 spectrophotometer. Aliquots of the treated RNA (3 µg) were labeled directly with the Kreatech’s ULS labeling kit for Agilent gene expression arrays with Cy3, according to the manufacturer’s protocol. Hybridization was carried out with 1.65 µg RNA per array, according to the Agilent instructions for 4 × 44 k single-color microarrays. For each time point, two replicate hybridizations were carried out.

Customized single-color oligonucleotide microarrays (Agilent) were used for expression profiling. Their general design has been previously described (Georg *et al.* 2009). For our experiment, the set of probes included on the microarray was enlarged to cover newly detected ncRNAs. In total, our oligonucleotide microarray contained 42,303 probes (15,951 duplicates, 321 triplicates; and the rest, with a greater number of replicates), of which 21,022 probes were directed against all 3317 chromosome-located *Synechocystis* genes, as well as 82 of the 408 plasmid-located genes annotated in Cyanobase (http://genome.kazusa.or.jp/cyanobase). The microarray platform also comprised 5028 probes for 1875 intragenic elements referred to as “gene-int” (*e.g.* slr0898-int1), probes for 1939 asRNAs transcribed from the complementary strand of protein-coding genes and referred to as “gene-as” (*e.g.* sll0247-as), as well as probes for 608 sRNAs originating from intergenic regions, referred to as “NC-X” (*e.g.* NC-1). Microarray data were deposited at GEO database (GSE39804) and can be interactively accessed via the CyanoEXpress database at http://cyanoexpress.sysbiolab.eu (Hernandez-Prieto and Futschik 2012).

### Microarray data analysis

Signal intensities for probes were obtained from the scanned microarray image using Agilent Technologies’ Feature Extraction software version 10.5.1.1 (protocol GE1_105_Dec08). The R/Bioconductor platform was used for all preprocessing and statistical analysis. Background correction was carried out using the Limma package (Smyth 2005). To exclude genes that might not be reliably detected, a threshold for signal intensity was defined with reference to a set of 1403 control spots. The controls included empty spots, as well as spots for foreign spike-in RNA (which were not used in our experiment). Since signals from these spots only arise due to nonspecific hybridization, we defined genes as expressed only if their probe signals were higher than the maximal control spot signal in both arrays for at least one time point. Applying this procedure, 16,844 low-intensity probes, including probes for 614 protein-coding and 1286 non-coding transcripts, were excluded. After quantile normalization was performed, normalized values for replicated probes on the arrays were averaged. Differential expression was statistically evaluated by means of the Limma package based on a linear model with the signal intensities at time point 0 hr (before addition of DFB) as reference. *P*-values were converted to false discovery rates (FDR) by the Benjamini-Hochberg approach. Probes with an FDR (*q*-value) < 0.05 and absolute fold change (FC) ≥ 2 were listed as differentially expressed.

For functional enrichment analysis, we used the gene annotation provided by Cyanobase (http://genome.kazusa.or.jp/cyanobase/Synechocystis), where *Synechocystis* genes are associated with 18 main functions and 75 subfunctions. We included asRNA and sRNA genes as two additional classes to both main functions and subfunctions to assess potential overrepresentation of these genes in expression clusters or in the set of differentially expressed genes. Additionally, information from the KEGG pathway database was utilized. Here, we compiled lists of genes associated with 73 pathways with a minimum of five genes annotated for *Synechocystis*. As reference, we used the set of genes that were captured in the microarray platform and defined as expressed. The significance of whether differently expressed genes were enriched in genes associated with a functional category or pathway was calculated using the hypergeometric test (which is equivalent to Fisher's exact test). Derived *p*-values were adjusted for multiple testing, and FDRs were calculated using the Benjamini-Hochberg method. To obtain the functional composition of differentially expressed genes, the significance of enrichment was assessed separately for upregulated and downregulated genes.

Complementary to the standard enrichment analysis for differentially expressed genes, we conducted a gene set enrichment analysis (GSEA). Here, accumulated expression changes in predefined gene sets (as given by the functional categories in Cyanobase or KEGG pathways) were assessed for upregulation or downregulation at a given time point. To this end, the Bioconductor PGSEA package, which is a parametric variant of conventional GSEA, was used. Instead of deriving an enrichment score as performed by GSEA, the PGSEA method calculates a *z*-score for the mean fold change in a gene set. The *z*-score states the magnitude of difference (in units of standard deviations) of the observed mean fold change from the expected mean fold change for a random gene set of equal size. Corresponding *p*-values are then inferred by comparing the *z*-score against the normal distribution. As PGSEA is based on the central limit theorem, only gene sets with a minimum number of 10 genes were included. FDRs were derived from *p*-values using the Benjamini-Hochberg method.

### Clustering of expression data

To hierarchically cluster samples and genes based on differential expression, the software program Cluster was applied. After standardization of the expression values from the different time points, clustering by complete linkage based on centered correlation was carried out. The resulting files were visualized using Java TreeView software (Saldanha 2004).

For soft clustering, the Bioconductor package Mfuzz was utilized (Futschik and Carlisle 2005; Kumar and Futschik 2007). As reference, gene expression at time point 0 hr was taken. To exclude genes that did not show expression changes, a minimum standard deviation of 0.25 for logged fold changes was set. After filtering, the expression changes of 3139 genes were standardized to have a mean value equal to 0 and a standard deviation equal to 1. Genes were clustered based on their log_2_ FC over time using the fuzzy c-means algorithm (FCM). Parameters for the FCM (*i.e.* number of clusters *c* and fuzzifier *m*) were selected using a previously published approach described in the supporting information, *Extended Methods* and Figure S1.

### Northern blots

Northern hybridizations were performed from the separation of 3–6 µg of total RNA by denaturing gel electrophoresis as described by Georg *et al.* (2009). Single-stranded RNA probes were generated by *in vitro* transcription from amplicons containing the T7 promoter as previously described (Georg *et al.* 2009). All oligonucleotide primers used are listed in Table S1.

### Meta-analysis of microarray studies

Data on gene expression from previous *Synechocystis* microarray studies on iron homeostasis were collected from the supplemental material provided by the authors (Shcolnick *et al.* 2009; Singh *et al.* 2003) or from the public repository Gene Expression Omnibus (GEO) (Houot *et al.* 2007). The GEO datasets using two-color microarrays with dye swap were imported into R by the Bioconductor package GEOquery (Davis and Meltzer 2007), adjusted using optimized intensity-dependent normalization (Futschik and Crompton 2005), and statistically evaluated using the Limma package. For comparison between experiments, an absolute log_2_ FC ≥ 0.5 and *p*-value < 0.01 were set as common criteria for differential expression. These criteria were chosen to maximize the number of genes compared between the different studies, since for two studies (Shcolnick *et al.* 2009; Singh *et al.* 2003), only genes differentially expressed with respect to this cut-off were reported. It is important to note that the experimental approaches in the compared studies differed in several aspects, which are outlined in the supporting information.

## Results

### Microarray-based RNA profiling of *Synechocystis* gene expression

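The cyanobacterium Synechocystis was grown with iron and then given desferrioxamine B (DFB), a chelator that binds ferric iron, at 100 µM. RNA was taken before the addition (0 hr) and 3, 12, 24, 48 and 72 hr after it, and each of the 6 time points was measured on 2 arrays. The sample labels present the arrays of a time point as separate biological samples, whereas the methods speak of replicate hybridizations. They were treated as 2 replicates, and if both came from 1 culture, their spread leaves out the difference between cultures. The methods give aliquots of 3 µg of RNA for labelling and the sample labels give 2 µg. Each array held 40886 spots of 20363 probes for 8830 transcripts, namely 3364 mRNAs, 1941 asRNAs, 614 sRNAs, 1875 intragenic elements, 710 UTRs, 126 CRISPR spacers, 43 rRNAs or tRNAs and 157 others, besides 1403 control spots. The scans were read with the Feature Extraction software, and the authors deposited the mean intensity and the median local background of every spot, together with a table of normalized log2 values. From the spot intensities, the background was corrected with the normexp method and an offset of 50, and the arrays were brought to 1 distribution by quantile normalization. Spots of a probe and then probes of a transcript were averaged on the log2 scale. A probe counted as expressed when it lay above the highest control spot on both arrays of at least 1 time point, and a transcript was kept when at least 1 of its probes was expressed. Linear models were fitted over all 12 arrays with limma, each later time point was compared with 0 hr, and the q-values are Benjamini-Hochberg adjusted over the 5773 expressed transcripts. Each time point against 0 hr is also a comparison between slides, because both 0 hr arrays lay on a slide that held no other array used here. The 3 hr and 12 hr arrays shared a slide, the 24 hr arrays lay on 2 slides, and the 48 hr and 72 hr arrays had a slide each, so slide and time point cannot be told apart in any comparison with 0 hr.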

Gene expression was measured at different time points over a period of three days. First culture aliquots were already collected shortly after induction (*i.e.* 3 hr) to detect early transcriptional responses. Further measurements were taken at 12, 24, 48, and 72 hr. 

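The share of probe spots that the scanner software marked as well above background ranged from 44.9% (0 hr, replicate 2) to 96.3% (24 hr, replicate 2). This last array was read with a protocol in which the limit for that mark was 2.6 times the noise, whereas it was 13 times on the other 11 arrays, so its share is not comparable with the rest. Median local background lay between 20.5 and 29 intensity units. No spot was marked as saturated, although between 0 and 92 spots per array contained saturated pixels. The filter on control spots left 22038 of the 40886 probe spots, and 18848 were excluded. The 2 arrays of a time point correlated across transcripts with r = 0.984 at 0 hr and 0.988 at 24 hr, and with r of at least 0.998 at the other time points. Transcripts are not independent replicates, so these coefficients describe the arrays only. The median absolute difference between replicates was 0.15 (log2) at 0 hr, 0.10 at 24 hr, 0.06 at 48 hr, 0.03 at 3 hr and 0.02 at both 12 hr and 72 hr. At least 2-fold differences between the replicates were found for 62 transcripts at 0 hr and 51 at 24 hr, and for 0 at the other time points. Measured at the same spot, the arrays of every pair differed by less than duplicate spots of 1 array did, with ratios from 0.172 at 72 hr to 0.793 at 24 hr. Duplicate spots lie at different places on the array, so this does not show that a pair is 1 sample measured again.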

RNA was extracted, labeled, and directly hybridized onto the microarray without reverse transcription into cDNA. 

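The 0 hr arrays carry every fold change, and they were the most variable pair. Because the models pool the spread over all time points, standard errors and q-values against 0 hr may be too small. The iron stress marker isiA (sll0247) read 13.13 and 12.14 (log2) on the 2 arrays at 0 hr, a larger difference than at any later time point. The next largest was at 24 hr, with 18.10 and 18.21. With 0 hr replicate 1 left out, 777 mRNAs were differentially expressed, and with 0 hr replicate 2 left out, 624.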

As a reference, gene expression at time point 0 hr (before iron depletion) was taken. In the reference sample (iron replete conditions), the most abundant transcripts were rRNAs and tRNAs (with over 44 times higher signal intensity than the average for all genes). 

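Divided by the mean signal of the expressed transcripts on the same array, the 43 rRNAs and tRNAs read a median of 29.1 at 0 hr (range 21.9 to 30.6, mean of 2 arrays). The divisor decides the scale. Divided by the mean of all transcripts on the array, expressed or not, a choice made after the values were seen, the median was 44.7 and the range 33.7 to 47.0.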

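On the scale of the expressed transcripts, the signal recognition particle RNA read 29.1 ± 2.56 (SD, n = 2 arrays) at 0 hr and SyR5 read 28.4 ± 0.142. Ordered by this signal and leaving out rRNAs and tRNAs, the 40 brightest transcripts comprised 20 sRNAs, 3 asRNAs, 2 mRNAs, 3 CRISPR spacers, 5 intragenic elements, 4 UTRs and 3 others. Signals of different probes depend on how well each probe binds, so this order is one of signal and not of abundance. Over both arrays, 3 of the 4 spots of the signal recognition particle RNA and 2 of the 4 of SyR5 held saturated pixels, so their signals may be underestimates.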

Excluding tRNAs and rRNAs, the 40 most abundant transcriptional units (Table 1) included only six mRNAs and two asRNAs, but 24 sRNAs, *e.g.* SyR5 and the signal recognition particle RNA (SRP). Also, seven clustered regularly interspaced short palindromic repeats (CRISPR)-derived spacer RNAs transcribed from the pSYSA plasmid were abundant. 

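Of the 126 CRISPR spacers on the array, 81 were expressed, each measured by 1 probe. The spacers of Table 1 read between 14.0 ± 2.26 (Spacer14-2, SD, n = 2 arrays) and 23.8 ± 0.284 (Spacer9-2) times the mean of the expressed transcripts.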

The most strongly expressed protein-coding genes were those encoding the photosystem II core subunit D1 (*psbA3* and *psbA2*), the P700 apoprotein of photosystem I (*psaA*), the phycocyanin alpha subunit (*cpcA*), a homing endonuclease within the tRNAfMet group I intron (*slr0915*), and two proteins of unknown function (*slr1634* and *slr0376*) (Table 1).

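At 0 hr, psbA3 (sll1867) read 20.6 ± 0.0756 times the mean of the expressed transcripts (SD, n = 2 arrays), psbA2 (slr1311) 20.3 ± 0.124, slr0915 14.4 ± 0.291, slr1634 13.7 ± 0.416, cpcA (sll1578) 13.6 ± 0.351 and psaA (slr1834) 11.8 ± 0.34. None of these 6 mRNAs was differentially expressed later. The largest change among them was that of slr1634 at 72 hr, which fell by 0.99 (log2FC, limma q = 1.7e-06).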

**Table 1:** The 40 most abundant transcriptional units (besides rRNAs and tRNAs) at standard conditions judged by microarray probe intensity

Gene ID	Description	Location	Gene/Mean Intensity
SyR5	Small RNA	Chromosome	42.67
SRP	4.5S RNA component of the signal recognition particle	Chromosome	42.67
NC-396	Small RNA	Chromosome	41.98
slr1474-5′UTR	5′ UTR or part of SRP	Chromosome	41.91
NC-268	Small RNA	Chromosome	41.72
Yfr1	Small RNA	Chromosome	41.48
NC-945	Small RNA	Chromosome	41.16
NC-162	Small RNA	Chromosome	40.91
NC-398	Small RNA	Chromosome	40.34
NC-947	Small RNA	Chromosome	39.49
sll7075-as1	Antisense RNA	pSYSA	38.11
NC-946	Small RNA	Chromosome	38.09
NC-666	Small RNA	Chromosome	37.13
Leader-2	CRISPR2 leader	pSYSA	36.37
NC-144	Small RNA	Chromosome	35.95
Spacer9-2	CRISPR2 crRNA	pSYSA	34.90
NC-1783	Small RNA	Chromosome	33.32
NC-182	Small RNA	Chromosome	33.00
NC-247	Small RNA	Chromosome	31.32
sll1867	psbA3 (photosystem II D1 protein)	Chromosome	30.49
slr1311	psbA2 (photosystem II D1 protein)	Chromosome	29.99
Spacer1-2	CRISPR2 crRNA	pSYSA	29.67
Spacer2-2	CRISPR2 crRNA	pSYSA	29.60
slr1353-0-x	Antisense RNA	Chromosome	29.10
NC-289	Small RNA	Chromosome	29.01
NC-423	Small RNA	Chromosome	28.72
us29	Small RNA or 5′UTR of cmpA	Chromosome	26.24
NC-1545	Small RNA	Chromosome	26.08
NC-14	Small RNA	Chromosome	25.62
NC-105	Small RNA	Chromosome	25.07
NC-232	Small RNA	Chromosome	24.98
NC-128	Small RNA	Chromosome	22.98
NC-313	Small RNA	Chromosome	22.08
Spacer5-2	CRISPR2 crRNA	pSYSA	21.95
NC-690	Small RNA	Chromosome	21.83
slr0915	Putative endonuclease	Chromosome	21.69
Spacer1-0	CRISPR2 crRNA	pSYSA	21.47
Spacer14-2	CRISPR2 crRNA	pSYSA	21.07
slr1634	Hypothetical protein	Chromosome	20.60
sll1578	cpcA (phycocyanin alpha subunit)	Chromosome	20.57
slr1834	psaA (P700 apoprotein subunit Ia)	Chromosome	17.93

To obtain a measure for relative abundance of genes, the average probe intensity was divided by the mean intensity of all probes.

Addition of desferrioxamine B (DFB) did not affect the growth rate of *Synechocystis* during the time span of the experiment (Figure 1A), but it triggered the iron stress response. As a marker for iron stress response, the characteristic blue shift of the whole-cell absorption spectra due to accumulation of IsiA in the thylakoid membrane became evident 34 hr after the addition of DFB (Figure 1B). A strong induction of *isiA* expression was confirmed by Northern blot analysis (Figure 1C).

**Figure 1:**
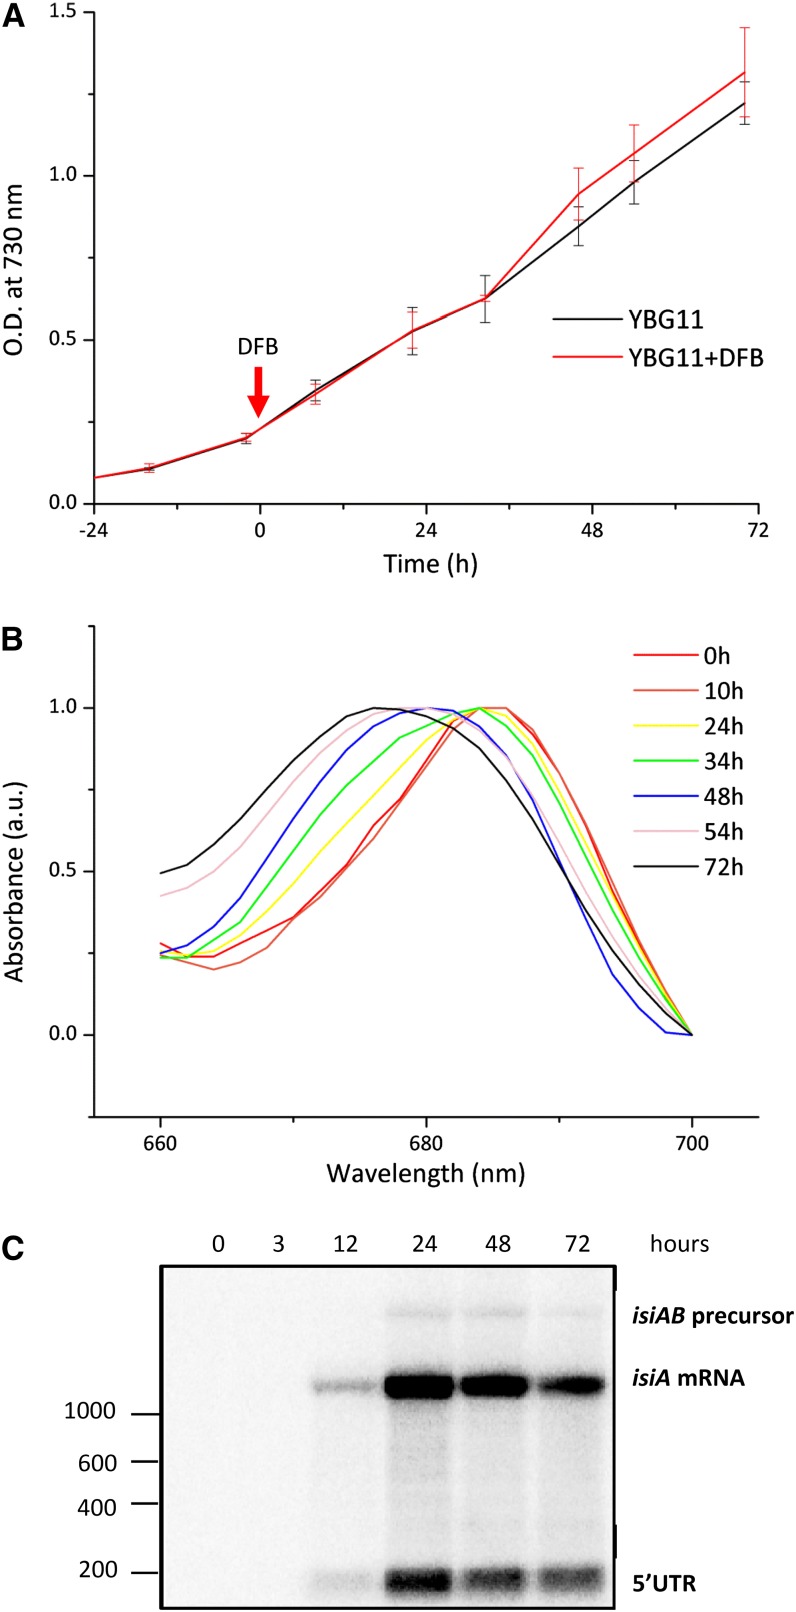
Growth of *Synechocystis* cultures in the presence or absence of DFB. (A) Two sets of cultures were grown in quadruplicate, and samples were taken twice per day over five days. The absorbance values measured at 730 nm from each quadruplicate were averaged and plotted against the sampling time (error bars represent the standard deviation). No statistically significant difference was observed for the two growth curves. (B) Absorption spectra of cultures following the addition of DFB to monitor the characteristic shift in the chlorophyll absorbance peak due to the accumulation of IsiA protein in the thylakoid membrane. Spectra were normalized to 1 at their maximum absorbance value while the absorbance value at 700 nm was taken as 0. (C) Northern blots for the detection of transcripts from the *isiA* locus for *isiA* mRNA, the *isiAB* precursor, and its 5′UTR over a period of 72 hr of iron depletion. A strong increase of monocistronic *isiA* transcript levels within the first 24 hr is apparent. The length of selected marker bands is given to the left.

### Identification and classification of differentially expressed transcripts

Imposing a threshold for minimum reliable expression, 2746 protein-coding and 1286 non-coding transcriptional units were classified as expressed at least at one time point. 

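Under the filter on control spots, 2500 of 3364 mRNAs, 659 of 1941 asRNAs and 410 of 614 sRNAs were expressed, the last 2 classes giving 1069 non-coding transcripts. The asRNAs depended on this filter more than any other class. With all of them kept there were 1941, with the limit set at the 95th percentile of the control spots 1237, and with spots well above background in place of the control spots 1542. Among the expressed asRNAs, 77.2% were represented by a single expressed probe, as were 77.6% of the sRNAs and 20.9% of the mRNAs.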

Transcripts were considered significantly differentially expressed when the corresponding *q*-value was lower than 0.05 and their absolute log_2_FC value was equal or larger than 1 (*i.e.* a minimum 2-fold upregulation or downregulation was required). 

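In this test the q-value came from the moderated F-test over the 5 comparisons with 0 hr, 1 per transcript, and the fold change had to reach the limit at 1 or more time points. The fold change limit did most of the selecting. A q-value below 0.05 alone was reached by 4435 of the 5773 expressed transcripts at 3 hr and by 3240 at 48 hr.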

In total, 1076 transcription units were detected as differentially expressed for at least one time point after DFB addition. These transcription units consisted of 644 mRNAs and 432 ncRNAs (comprising 307 asRNAs and 125 sRNAs).

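Both criteria together were met by 1023 mRNAs, asRNAs and sRNAs. In simulated values of 5771 transcripts, 200 were changed, all by more than the fold change limit. The same model and limits called 100% of the changed and 0 of the unchanged transcripts. The simulation had no slide effect and equal spread at all time points, so it does not bear on either.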

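The differentially expressed transcripts comprised 683 mRNAs (27.3% of those expressed), 212 asRNAs (32.2%) and 128 sRNAs (31.2%), so that 340 were non-coding. Leaving out the background correction moved these counts most for mRNAs, to 336, and gave 115 asRNAs and 82 sRNAs. Without the filter on control spots, 400 asRNAs passed.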

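Differential expression was also found for 319 of 1388 expressed intragenic elements and for 161 of 567 expressed UTRs. Most of these elements had a single expressed probe, 74.6% of the intragenic elements and 80.8% of the UTRs. Without background correction the counts were 171 and 102.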

We also detected significant expression changes for 321 intragenic elements and 176 UTRs of annotated genes. Most intragenic elements and UTRs displayed expression patterns similar to those of their respective genes upon DFB addition. 

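Each element was compared with its own gene within the same arrays, as the difference between the change of the element and that of the gene. There were 93 pairs of a UTR and its gene with both differentially expressed, and in 80 of them the 5 fold changes correlated with r above 0.9 (median 0.982). For intragenic elements it was 146 of 176 pairs (median 0.98). These coefficients describe the shape over 5 values that share 0 hr and were not tested. A change of at least 2-fold relative to the gene, with a q-value below 0.05, was found in 8 of the 93 and 15 of the 176 pairs. With the limit on q alone, 395 of 530 UTR pairs and 882 of 1257 intragenic pairs differed, which fell to 140 and 290 when the arrays of 3, 12 and 72 hr were averaged and counted as 1 sample each, an alternative chosen after seeing the data.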

A few notable exceptions were detected, pointing to additional layers of regulation for these genes in their response to iron limitation (Figure S3 and Figure S4). Four 5′UTR-gene pairs accumulated in a different manner with respect to each other (Figure S3A). These pairs include (i) *ssr2333*, encoding FeoA, a potential activator of iron transport (Su *et al.* 2010); (ii) *slr0040*, encoding the bicarbonate transport system substrate-binding protein CmpA (Koropatkin *et al.* 2007); (iii) *slr1964*, encoding the fluorescence recovery protein (FRP) involved in phycobilisome-dependent non-photochemical quenching (Boulay *et al.* 2010); and (iv) *slr0074*, encoding SufB, involved in assembly of [Fe-S] clusters (Shen *et al.* 2007). 

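The 5′UTR of slr0074 rose more than its gene, by 2.85 at 48 hr (log2 difference, SE 0.108, limma q = 8.12e-07 over the 5 time points). The 5′UTR of slr1964 did not follow its gene. It changed by -0.22 at 3 hr while the gene rose by 2.07, a difference of -2.29 (SE 0.213, q = 0.000115). For slr0040, the transcript us29, which Table 1 gives as an sRNA or the 5′UTR of cmpA, changed by -7.17 (log2FC) at 3 hr, -7.54 at 12 hr and -8.56 at 72 hr, compared with -3.60, -3.85 and -3.56 for slr0040, and their difference was not tested. At 48 hr us29 was not well above background on either array, and its level there was at least 396-fold below that at 0 hr. The 5′UTR of ssr2333 was not expressed under the filter used, so no value is given for it.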

Possibly, the distinct expression profiles of these genes and their 5′UTR indicate existence of riboswitches, although further experimental work is required to support such a hypothesis. We also noted that 7 of the 108 analyzed intragenic element/gene pairs accumulated in a different manner (Figure S3B). These genes comprise (i) *sll1020*, encoding a probable glycosyltransferase; (ii) *slr0423*, encoding the rare lipoprotein A; (iii) *sll0450* (*norB*), encoding the cytochrome *b* subunit of the nitric oxide reductase; (iv) *sll1550*, encoding a porin; (v) *slr0338*, encoding a probable oxidoreductase; as well as (vi) *sll0518* and (vii) *slr0913*, encoding proteins of unknown function. 

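Relative to its gene, the intragenic element of sll1020 changed by -2.59 at 3 hr (SE 0.244, q = 0.00023), 1 of the 2 in sll0450 by 2.57 at 24 hr (SE 0.278, q = 0.000152) without passing the threshold itself, and that of sll1550 by 2.24 at 72 hr but by -1.15 at 3 hr (SE 0.133, q = 1.96e-06). The elements of slr0338 and slr0423 did not pass the threshold themselves. Both differed from their genes by -1.09 at 3 hr, with SE 0.0659 (q = 9.84e-06) and SE 0.0627 (q = 1.53e-05). The other element in sll0450 differed by 0.59 at 24 hr (SE 0.139, q = 0.00312). Of the 2 elements in sll0518, sll0518-int1 could not be told apart from the gene, with a difference of at most 0.17 at 72 hr (SE 0.0699, q = 0.155), and sll0518-int2 differed by -0.75 at 3 hr (SE 0.151, q = 0.00922). The gene slr0913 was not expressed under the filter used.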

Whether the distinct expression of intragenic elements is caused by short sense transcripts, truncated alternative mRNAs, or other transcriptional changes due to iron limitation remains to be determined.

### Identification of main temporal response patterns

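The log2FC profiles of expressed mRNAs, asRNAs and sRNAs were taken over the 5 later time points. Profiles with a standard deviation of at least 0.25 were kept, which left 1919 transcripts for fuzzy c-means clustering with m = 2.02. A limit of 0.5 in place of 0.25 left 701 transcripts, the largest shift of this result under the alternatives tried.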

To gain an overview of the major transcriptional response patterns, we analyzed log_2_FC corresponding to 3139 genes using soft clustering, a noise-robust method to reveal the major patterns of co-expression (Futschik and Carlisle 2005). Parameters for soft clustering were derived as previously suggested (Schwammle and Jensen 2010). 

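With c = 4, the best of 5 random starts gave clusters of 453, 385, 360 and 721 transcripts. Membership exceeded 0.5 for 391, 335, 314 and 686 of them, respectively.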

In total, four clusters with distinct profiles were found (Figure 2). Membership values for each gene in the corresponding cluster can be found in Table S2.

**Figure 2:**
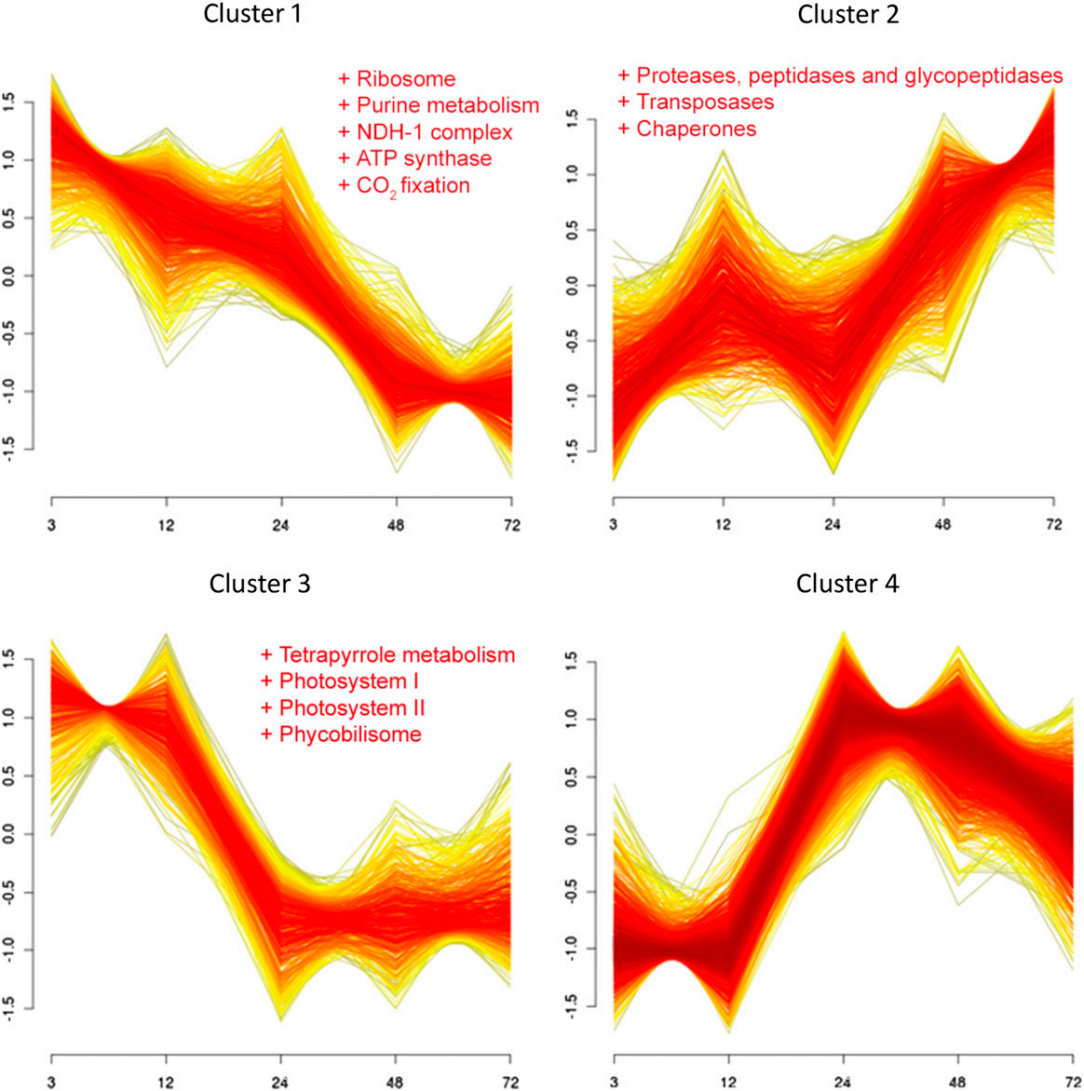
Main temporal patterns of expression response to iron limitation. Expression profiles of four detected clusters with 688, 664, 550, and 1237 genes are shown (only genes with a cluster membership higher than 0.5 were included). Each line represents the standardized expression changes of a gene with mean equal to 0 and standard deviation equal to 1. Thus, the display expression changes represent the temporal trend rather than real expression changes with respect to the non-stressed sample. The color of the line indicates the cluster membership value assigned by soft clustering, with shades of yellow and red symbolizing lower and higher membership, respectively. Functional categories significantly represented (FDR < 0.2) in each cluster are displayed.

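The 453 transcripts of a falling cluster had a median log2FC of 0.71 at 3 hr, 0.47 at 12 hr, 0.31 at 24 hr, -0.11 at 48 hr and -0.17 at 72 hr. On average this cluster therefore started above the 0 hr level and ended just below it. It held 350 mRNAs, 49 asRNAs and 54 sRNAs.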

Cluster 1 contains genes whose expression decreased gradually during the experiment. Functional enrichment analysis of this set of genes showed an overrepresentation of genes encoding ribosomal proteins (FDR = 5.33 × 10^−7^), enzymes of the purine metabolism (FDR = 7.75 × 10^−3^), subunits of the NDH complex (FDR = 8.35 × 10^−3^), ATP synthase (FDR = 2.26 × 10^−5^) complexes, as well as enzymes involved in carbon fixation (FDR = 2.73 × 10^−5^). In contrast, cluster 2 comprised genes whose expression gradually increased. This cluster is enriched in genes encoding chaperones (four out of five genes in this subcategory, FDR = 0.13) and proteins with a role in the degradation of proteins, peptides, and glycopeptides (five out of eight, FDR = 0.15).

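In the rising cluster (299 mRNAs, 27 asRNAs and 59 sRNAs) the median log2FC went from -0.12 at 3 hr to 0.29 at 48 hr and 0.62 at 72 hr, with a lower value of -0.14 at 24 hr between them.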

Both clusters 3 and 4 displayed more transient transcriptional response patterns with distinctive changes after 12 hr. 

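Both clusters changed between 12 hr and 24 hr, which is also a change of slide. Their median log2FC moved from 0.62 to -0.05 in the cluster that started high and from -0.97 to 0.12 in the cluster that started low.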

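In the cluster of early accumulation (234 mRNAs, 58 asRNAs and 68 sRNAs), the median log2FC was 0.71 at 3 hr, -0.03 at 48 hr and 0.00 at 72 hr. The later level was thus close to that at 0 hr.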

For cluster 3, transcripts accumulated during the first 12 hr after the stress induction but displayed noticeably lower levels for the following 60 hr. Genes in this cluster tended to be associated with tetrapyrrole metabolism (FDR = 0.01) or with proteins of photosystem I (FDR = 1.62 × 10^−4^), photosystem II (FDR = 0.01), and the phycobilisome (FDR = 2.65 × 10^−4^). 

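The largest cluster comprised 427 mRNAs, 243 asRNAs and 51 sRNAs, with a median log2FC of -0.95 at 3 hr, 0.01 at 48 hr and -0.43 at 72 hr. Its mRNAs rested on few probes. Of those that the array covers with several probes, 61.3% had only 1 expressed probe, compared with 7.54% in the other clusters. With every probe of a transcript required to be expressed, a choice made after seeing the data, the cluster fell to 276 transcripts, and without background correction to 289.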

Finally, cluster 4, which was also the largest cluster, contained transcripts whose levels were strongly reduced during the first 12 hr, but increased again after 24 hr. Genes associated with this cluster are quite heterogeneous; no functional category or subcategory was significantly overrepresented in this set.

### Functional composition of the set of differentially expressed genes

For a stringent identification of processes and pathways involved in the transcriptional response to iron limitation, we employed two complementary statistical tools: standard enrichment analysis of differentially expressed genes (EADEG) and gene set enrichment analysis (GSEA). Whereas the first method seeks to pick up functional categories, including a larger number of differentially expressed genes than would be expected by chance; the second method compares the average expression of genes within a category and tends to be more sensitive to modest but coordinated changes in expression (see examples in Figure S2). We applied both methods to our expression data using either the gene functions defined in the Cyanobase database or pathways defined in KEGG database as categories (Table S3). The significance for upregulation or downregulation of functions and pathways at different time points is displayed as heatmaps in Figure 3. In general, results of both methods agreed well.

**Figure 3:**
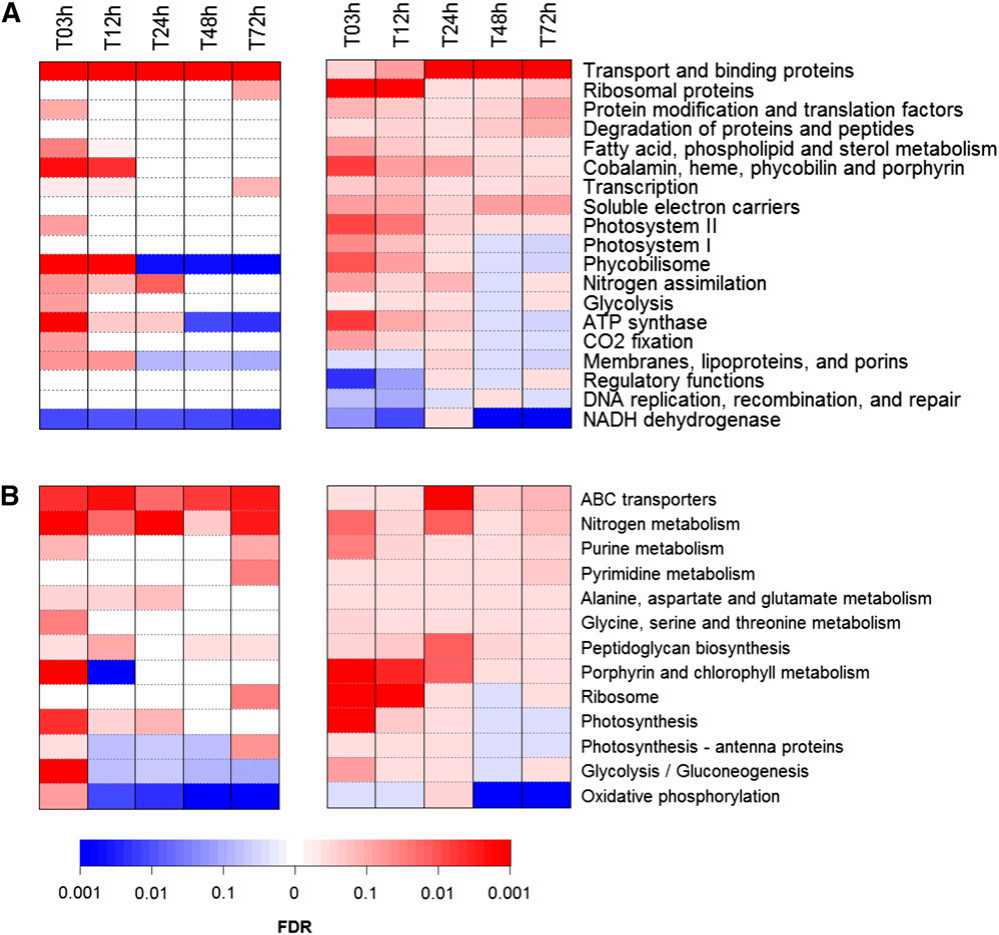
Enrichment analysis of differential gene expression. The heatmaps depict the significance (FDR) for (A) the functional categories from Cyanobase as well as (B) KEGG pathways associated with differential expression upon iron depletion. The results for enrichment analysis of differentially expressed genes (EADEG) are shown on the left side, whereas the results for gene set enrichment analysis (GSEA) are displayed on the right side. Shades of red indicate upregulation; shades of blue indicate downregulation. The bar at the bottom shows the FDR associated with colors. The exact values can be found in Table S2. Functional categories or pathways are displayed if the corresponding FDR is smaller than 0.1 at one time point for EADEG or GSEA.

Both upregulation and downregulation of processes and pathways were observed. Some response patterns were highly dynamic and indicated that several processes switched from initial activation to subsequent repression over the course of the experiment. 

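The transcripts were grouped by the functional subcategories of Table S4, which lists genes that the paper found differentially expressed on these arrays, so tests on these groups are not independent evidence. Of its 644 genes, 551 were expressed, and 24 subcategories had 4 or more listed genes. The camera test was run with a preset correlation of 0.01 and asks whether a group moved more than the other expressed genes of Table S4. The paper lists all of these as differentially expressed, so no group was compared with unchanged transcripts. Camera gave 10 of 120 tests with a q-value below 0.05 over subcategories and time points. All 10 also passed with fry, which asks whether a group moved at all and passed 105 tests. With the correlation estimated from the arrays, 0 of the 120 tests passed.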

Notably, such a pattern was observed for genes associated with photosynthesis. Transcripts linked to photosystem I and II, phycobilisome, ATP synthase, carbon fixation, as well as porphyrin and chlorophyll metabolism (as defined in Cyanobase) tended to be transiently accumulated during the first 12 hr, but showed lower abundance afterward. 

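At 3 hr, every expressed gene of the subcategories photosystem I (4 genes), photosystem II (4), ATP synthase (7) and porphyrin (9) lay above 0 hr, with mean log2FC of 1.35, 1.38, 1.26 and 1.43. Of these, ATP synthase (camera q = 0.0313) and porphyrin (q = 0.0284) passed at 3 hr, and porphyrin also at 12 hr (mean 1.31, q = 0.0313). For the phycobilisome, 8 of 11 genes were higher at 3 hr (mean 0.67, q = 0.161), and 9 of 11 were lower at 72 hr (mean -0.37, q = 0.326). ATP synthase moved from 0.72 at 12 hr to 0.22, -0.14 and -0.27 at 24, 48 and 72 hr, and CO2 fixation (5 genes) from 0.68 at 3 hr to -0.30 at 72 hr, none of which passed. Some scalings turned the sign of these means at 24 or 48 hr, by no more than about the shift that they gave to all transcripts. The porphyrin genes stayed above 0 hr on average, at 0.58 at 72 hr.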

Remarkably, a trend to decreased expression at later time points was also observed for genes in the KEGG pathway “oxidative phosphorylation.” This coordination in expression may result from an interconnection on the molecular level. In contrast to higher plants, photosynthesis and oxidative phosphorylation share several components in cyanobacteria (plastoquinone pool, soluble electron carriers, cytochrome *b_6_f*, ATP synthase complex, and terminal oxidases), whereas genes associated with porphyrin and chlorophyll metabolism encode proteins involved in the metabolism of the associated prosthetic groups (heme, chlorophyll *a*, pheophytin, and phycobilins). Thus, a similarity in transcript accumulation might be expected. It should be noted, however, that the reduction in the “oxidative phosphorylation” and “photosystem I” categories tended to be stronger than for the “photosystem II” category (Figure 3). 

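The photosystem I subcategory contains isiA, which keeps its mean high. Its mean log2FC was 1.18 at 48 hr and 1.03 at 72 hr, while its median was -0.23 and -0.42, with 3 of 4 genes below 0 hr at both times. For photosystem II the means were 0.03 and 0.18 and the medians -0.20 and 0.16. None of these values passed the camera test (q between 0.562 and 0.906).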

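Of 8 expressed genes for ribosomal proteins in Table S4, 7 lay above 0 hr at 3 hr, with a mean log2FC of 0.56 (camera q = 0.1). The means at 12, 24 and 48 hr were 0.61, 0.51 and 0.57. The highest mean, 0.90, was reached at 72 hr, where the subcategory passed (q = 0.043). The pattern of these 8 genes was thus not confined to the early time points.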

Interestingly, an initial increase of transcripts of ribosomal proteins was also detected by GSEA (Figure 3B, right panel), similar to the pattern described for photosynthetic genes. This finding is consistent with the fact that photosynthetic proteins are quantitatively dominant in the cell and some of them have a fast turnover (Nixon *et al.* 2010). Thus, the observed transient accumulation in transcripts of photosynthetic genes needs to be matched by an increased capacity in protein synthesis.

For other functional categories, we observed more persistent accumulation or depletion in transcripts. 

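The 46 expressed genes of the subcategory transport and binding proteins had a mean log2FC of 0.45 at 3 hr, 0.65 at 12 hr, 0.94 at 24 hr, 0.79 at 48 hr and 0.80 at 72 hr. The camera test passed at 24 hr only (q = 0.0147), with 35 genes above 0 hr and 11 below. The group is mixed, and at 3 hr 18 of the 46 genes were below 0 hr.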

Genes encoding for transport and binding proteins tended to be overexpressed throughout the time course. Also, significant enrichment in upregulated genes associated with nitrogen metabolism was detected over the whole time span covered by the experiment. This pattern was contrasted by a strong reduction of transcripts encoding subunits of the NADH dehydrogenase (NDH) complex, which perform several distinct roles in cyanobacteria, like respiration, cyclic electron flow around photosystem I, and CO_2_ uptake (Prommeenate *et al.* 2004). 

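The 10 expressed genes that Table S4 lists under nitrogen assimilation, which include gifA and gifB and leave out nrtA and nrtC, went both ways. At 3 hr, 6 were higher and 4 lower than at 0 hr, with a mean log2FC of 0.18 but a median of 0.96. None of the 5 time points passed the camera test, the smallest q-value being 0.658. The mean lay between -0.09 at 48 hr and the value at 3 hr, and its sign at 24 hr changed without background correction and with cyclic loess.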

Here, 11 out of 22 genes linked to the NDH complex showed downregulation at all time points. 

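The 11 expressed genes listed under NADH dehydrogenase were all below 0 hr at all 5 time points. Their mean log2FC was -1.27 at 3 hr, -1.54 at 12 hr, -1.56 at 24 hr, -2.17 at 48 hr and -1.92 at 72 hr, and no scaling turned the sign. The camera test passed at 12 hr (q = 0.0397), 24 hr (q = 0.000523), 48 hr (q = 3.95e-05) and 72 hr (q = 0.00407), but not at 3 hr (q = 0.0582). Since Table S4 lists only differentially expressed genes, the other NDH genes are not part of this count.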

A more detailed assessment of the dynamic expression of the individual genes is given in the following section.

### Differential expression of protein-coding genes involved in the transport and mobilization of iron and the assimilation of nitrogen and inorganic carbon

Although changes in absorbance spectra were only observed at the end of the second day (Figure 1B); the addition of DFB to the cultures induced an immediate response on transcript level. Already three hours after the addition of DFB, 458 protein-coding genes, 280 asRNAs, and 74 sRNAs showed an absolute log_2_FC in their expression intensities greater than 1. 

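A q-value below 0.05 together with the fold change limit was reached at 3 hr by 463 mRNAs, of which 231 were higher and 232 lower than at 0 hr. Of mRNAs with every probe expressed, a limit chosen after seeing the data, 190 were higher and 44 lower, so the even split depends on mRNAs with only some probes expressed. Of 166 asRNAs, 143 were lower, and of 80 sRNAs, 40. The largest shift came from a limit of 1.5 on the absolute log2FC, which left 151 mRNAs, 59 asRNAs and 28 sRNAs. The fall of the asRNAs rests mostly on single probes, since 132 of the 143 had only 1 expressed probe. The number of changed mRNAs was lower at the later time points, at 179 at 24 hr, 135 at 48 hr and 225 at 72 hr. From the changes at 3 hr, the paper concludes that DFB induced an immediate response on transcript level, well ahead of the change in the absorbance spectra.

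**Figure D1:**
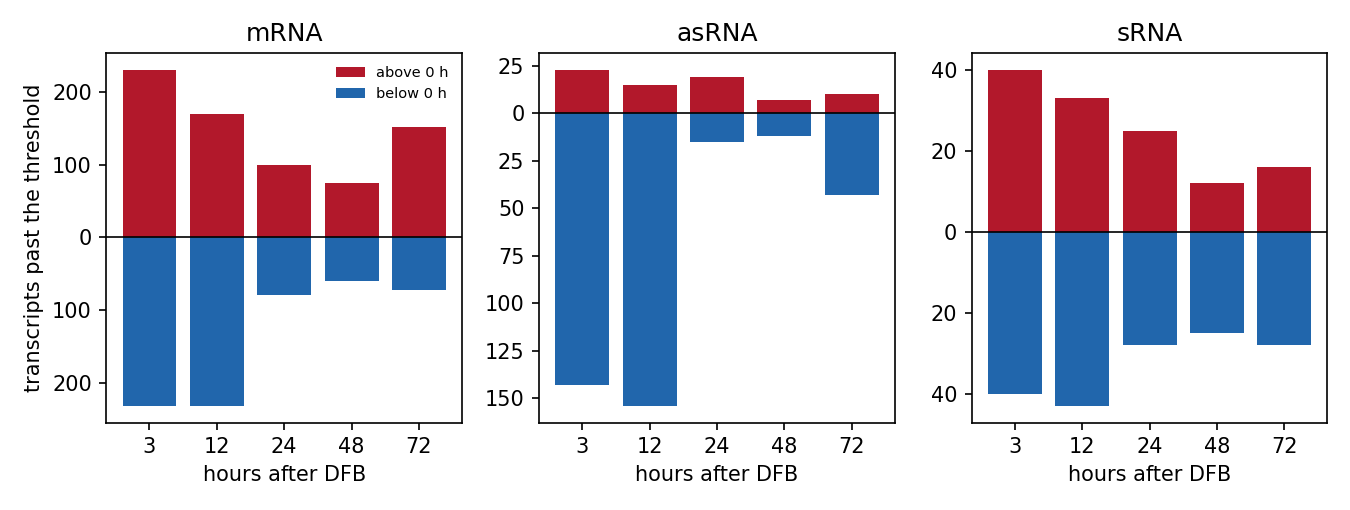
Number of mRNAs, asRNAs and sRNAs (1 panel per class, each with its own vertical axis) that passed q < 0.05 and an absolute log2FC of at least 1 at each time point after DFB, against 0 hr. Bars above zero count transcripts higher than at 0 hr and bars below zero those lower, for example 231 and 232 mRNAs at 3 hr, and 23 and 143 asRNAs.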

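At 3 hr, isiA (sll0247) had a log2FC of 2.52 (SE 0.245, limma q = 1.89e-05) and isiB (sll0248) of 3.30 (SE 0.16, q = 3.99e-07). Among iron transport genes, slr1295 (futA) rose by 3.25 (SE 0.0427, q = 2.87e-10), slr0513 (futA2) by 3.45 and slr1392 (feoB) by 1.59. The limits of these changes are set by the 2 arrays at 0 hr, where isiA differed most. Across the 584 log2FC of named transcripts that passed the threshold, leaving out the background correction was the alternative that took most below it, 120.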

Most notably, the *isiAB* operon, as well as genes encoding subunits of iron transporters were highly induced (up to 6-fold at this time point) compared with the reference sample (Table 2 and Table S4). 

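At 12 hr, 402 mRNAs passed the threshold, of which 170 lay above and 232 below 0 hr. The split depended on the scaling. With the processed signal and quantile normalization it was 322 above and 280 below, with the processed signal at its 75th percentile 299 and 267, with median centring 190 and 165, with cyclic loess 105 and 244, and without background correction 66 and 139. It also depended on the filter, with 140 above and 55 below when every probe had to be expressed (chosen after seeing the data). Among asRNAs 15 were higher and 154 lower, and among sRNAs 33 and 43. The sRNAs were 22 and 44 with cyclic loess and 36 and 27 with median centring.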

After 12 hr of iron limitation, 408 protein-coding genes were upregulated. In addition to *isiA* and *isiB*, increased transcript levels were observed for bacterioferritin-associated ferredoxin (*bfd*, *ssl2250*), which is involved in the mobilization of ferric iron from bacterioferritin. 

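At 12 hr, isiA stood at 6.00 and isiB at 6.64 (log2FC), and ssl2250 (bfd) at 2.52 (SE 0.0746, q = 2.46e-08). At 72 hr, isiA was at 6.15 and ssl2250 at 3.15.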

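Expression at 12 hr relative to 0 hr was higher for sll1406 (fhuA, log2FC 3.94, SE 0.0557, q = 2.36e-10), slr1295 (futA, 4.05), slr1318 (fecE, 1.97) and sll1404 (exbB, 5.28). Each gene was measured by 4 probes, all of which rose. The gene next to exbB, sll1405, was not well above background at 0 hr, so only a bound holds, an at least 20-fold increase at 12 hr.

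**Figure D2:**
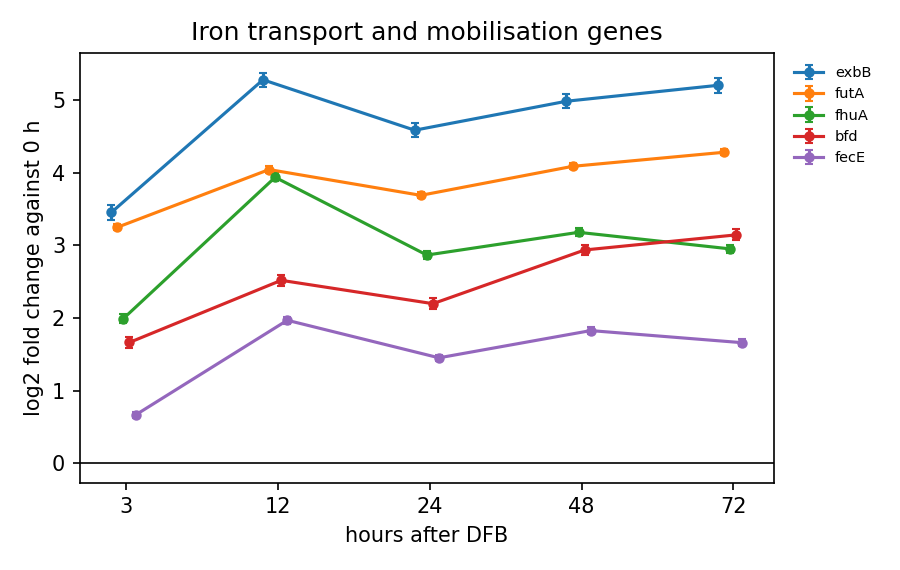
Log2FC against 0 hr (vertical axis) of genes of iron transport and storage at 3, 12, 24, 48 and 72 hr after DFB (horizontal axis, not to scale). Points are estimates over 2 arrays per time point and bars are their standard errors; all values lie above zero.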

Higher transcript levels were also found for components of various iron transport systems: ferrichrome (*fhuA*, *sll1406*), ferric ions (*futA*, *slr1295*), ferric citrate (*fecE*, *slr1318*), as well as components of the Ton system (*exbB*, *sll1404*).

**Table 2:** The 60 most significantly differentially expressed protein-coding genes

Funtional Subcategory	Gene ID	Gene Name	3 hr	12 hr	24 hr	48 hr	72 hr	*q*
Glutamate family / nitrogen assimilation	**slr0898**	**Ferredoxin-nitrite reductase**	**2.53**	**1.88**	**2.94**	**1.29**	**2.20**	**2.20∙10^−8^**
	**slr1756**	**Glutamate-ammonia ligase**	**2.53**	**2.20**	**1.73**	**1.19**	**1.85**	**6.69∙10^−8^**
	sll1515	Glutamine synthetase inactivating factor IF17	−2.63	−2.64	−2.66	−1.32	−1.13	7.79∙10^−10^
	ssl1911	Glutamine synthetase inactivating factor IF7	−3.81	−3.29	−3.28	−1.35	−1.72	2.19∙10^−10^
Membranes, lipoproteins, and porins	slr0042	Probable porin; major outer membrane protein	−3.82	−3.84	−4.01	−3.42	−3.77	3.19∙10^−8^
Photosystem I	**sll0247**	**Iron-stress chlorophyll-binding protein, IsiA**	**2.52**	**5.99**	**5.53**	**6.14**	**6.15**	**2.19∙10^−7^**
NADH dehydrogenase	slr1279	NADH dehydrogenase sub 3	−1.17	−1.29	−1.67	−2.29	−2.14	2.16∙10^−5^
	sll0223	NADH dehydrogenase sub 2	−1.15	−1.26	−1.82	−2.43	−2.33	1.42∙10^−6^
	sll1732	NADH dehydrogenase sub 5	−2.64	−2.24	−2.44	−3.49	−3.49	1.47∙10^−6^
	sll1733	NADH dehydrogenase sub 4	−3.02	−4.05	−3.61	−3.8	−3.74	2.24∙10^−9^
Soluble electron carriers	**sll0248**	**Flavodoxin, IsiB**	**2.83**	**6.21**	**5.44**	**6.66**	**6.86**	**5.57∙10^−10^**
Regulatory functions	slr1214	Two-component response regulator PatA subfamily	−2.03	−3.40	−1.46	−2.31	−2.07	2.49∙10^−7^
Nucleoproteins	**sll0517**	**Putative RNA binding protein**	**1.34**	**1.82**	**1.79**	**1.73**	**2.02**	**1.78∙10^−8^**
Transport and binding proteins	**sll1206**	**Ferric aerobactin receptor, FhuA homolog**	**3.08**	**5.18**	**4.74**	**5.56**	**5.73**	**1.98∙10^−10^**
	**sll1404**	**Biopolymer transport∙10xbB protein homolog**	**3.02**	**4.88**	**4.17**	**4.58**	**4.80**	**1.98∙10^−10^**
	**sll1405**	**Biopolymer transport∙10xbD protein homolog**	**2.61**	**4.52**	**3.75**	**4.29**	**4.33**	**1.59∙10^−7^**
	**slr1295**	**Iron transport system substrate-binding protein**	**3.23**	**4.05**	**3.69**	**4.10**	**4.30**	**1.45∙10^−10^**
	**slr0513**	**Iron transport system substrate-binding periplasmic protein**	**3.32**	**4.00**	**3.64**	**4.00**	**3.96**	**1.45∙10^−10^**
	**sll1450**	**Nitrate/nitrite transport system substrate-binding protein**	**2.97**	**1.90**	**3.64**	**1.99**	**2.45**	**5.80∙10^−9^**
	**sll1406**	**Ferrichrome-iron receptor**	**1.54**	**3.51**	**2.43**	**2.75**	**2.52**	**8.86∙10^−8^**
	**slr1392**	**Ferrous iron transport protein B**	**1.12**	**2.80**	**2.12**	**2.74**	**2.96**	**9.97∙10^−9^**
	**sll1878**	**Iron(III)-transport ATP-binding protein**	**1.53**	**2.15**	**1.98**	**2.29**	**2.60**	**1.42∙10^−7^**
	**slr1488**	**Multidrug resistance family ABC transporter**	**0.59**	**2.33**	**1.82**	**2.55**	**2.89**	**1.60∙10^−9^**
	**sll0834**	**Low-affinity sulfate transporter**	**2.13**	**2.38**	**1.45**	**1.57**	**1.50**	**3.85∙10^−8^**
	**slr0074**	**ABC transporter subunit**	**0.92**	**1.91**	**1.23**	**1.75**	**2.08**	**2.13∙10^−8^**
	slr0044	Bicarbonate transport system ATP-binding protein	−3.29	−3.35	−3.16	−2.89	−3.00	1.30∙10^−7^
	slr0040	Bicarbonate transport system substrate-binding protein	−3.88	−4.11	−3.00	−3.34	−3.64	5.29∙10^−8^
	slr0043	Bicarbonate transport system ATP-binding protein	−3.70	−3.84	−4.05	−3.91	−3.91	4.80∙10^−10^
	slr0041	Bicarbonate transport system permease protein	−5.22	−5.33	−5.07	−4.68	−5.00	4.91∙10^−9^
Other categories	**ssl2250**	**Bacterioferritin-associated ferredoxin**	**1.66**	**2.54**	**2.22**	**2.97**	**3.18**	**2.78∙10^−8^**
	**sll1407**	**Probable methyltransferase**	**0.53**	**2.35**	**1.46**	**2.10**	**1.95**	**1.91∙10^−8^**
	sll0217	Flavoprotein	−6.26	−5.97	−5.21	−6.21	−6.10	2.38∙10^−8^
	sll0219	Flavoprotein	−5.89	−6.27	−5.79	−5.75	−6.09	6.29∙10^−11^
Unknown	**sll0249**	**Hypothetical protein**	**1.39**	**4.74**	**3.64**	**5.34**	**5.33**	**4.80∙10^−10^**
	**sll1549**	**Salt-enhanced periplasmic protein**	**1.74**	**3.93**	**3.12**	**3.70**	**3.87**	**5.57∙10^−10^**
	**ssl0461**	**Hypothetical protein**	**0.89**	**2.83**	**1.87**	**3.37**	**3.42**	**9.79∙10^−10^**
	**slr1964**	**Hypothetical protein**	**1.97**	**1.74**	**1.54**	**2.06**	**1.81**	**1.67∙10^−4^**
	sll1004	Hypothetical protein	−1.67	−2.16	−1.48	−1.79	−1.47	4.03∙10^−5^
	sll0788	Hypothetical protein	−2.32	−2.16	−2.26	−1.70	−1.35	9.66∙10^−8^
	ssr1528	Hypothetical protein	−1.83	−2.11	−2.32	−2.32	−2.06	8.32∙10^−8^
	sll1735	Hypothetical protein	−2.48	−2.87	−1.96	−2.95	−2.84	3.04∙10^−9^
	sll1734	Protein involved in low CO2-inducible	−3.20	−4.05	−2.99	−3.62	−3.52	2.55∙10^−9^
	slr1513	Periplasmic protein, function unknown	−3.46	−4.49	−3.41	−5.16	−4.90	1.26∙10^−9^
	slr1512	Sodium-dependent bicarbonate transporter	−3.67	−4.30	−3.46	−5.54	−5.28	1.42∙10^−9^
	sll0218	Hypothetical protein	−6.35	−6.51	−5.84	−6.32	−6.47	2.70∙10^−11^
	**slr1485**	**Phosphatidylinositol phosphate kinase**	**2.09**	**3.92**	**3.46**	**3.86**	**4.47**	**9.48∙10^−9^**
	**ssr2333**	**Unknown protein**	**2.14**	**3.78**	**3.19**	**3.86**	**4.13**	**2.38∙10^−8^**
	**slr1484**	**Unknown protein**	**1.73**	**3.60**	**2.89**	**3.47**	**3.77**	**6.72∙10^−8^**
	**sll0327**	**Unknown protein**	**2.26**	**2.48**	**1.69**	**0.99**	**1.87**	**1.28∙10^−6^**
	**sll1862**	**Unknown protein**	**-0.28**	**0.24**	**0.80**	**3.58**	**4.36**	**3.45∙10^−10^**
	**slr0514**	**Unknown protein**	**1.36**	**1.77**	**1.46**	**1.59**	**1.76**	**4.26∙10^−8^**
	**sll1863**	**Unknown protein**	**-0.92**	**-0.26**	**0.59**	**3.53**	**4.51**	**4.75∙10^−10^**
	ssr1038	Unknown protein	−2.73	−1.70	−2.34	−0.98	−1.08	5.81∙10^−7^
	slr0476	Unknown protein	−1.23	−1.15	−1.78	−2.66	−2.38	3.99∙10^−8^
	sll0266	Unknown protein	−3.05	−2.99	−1.37	−0.58	−1.23	9.92∙10^−7^
	slr1667	Target gene of sycrp1	−5.75	−2.55	−2.69	−0.08	−0.21	5.74∙10^−6^
	slr0616	Unknown protein	−3.57	−3.56	−3.15	−3.51	−3.40	3.53∙10^−6^

Genes whose transcripts accumulated after the addition of DFB are in bold. Genes are ordered based on their functional category classification in Cyanobase.

Among the most strongly downregulated genes were those encoding the iron-containing flavodiiron proteins Flv4 (*sll0217*) and Flv2 (*sll0219*), as well as the co-transcribed *sll0218* encoding a protein of unknown function. 

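The gene sll0218 had the largest fitted decrease of all mRNAs, with a log2FC of -6.29 at 72 hr (SE 0.0443, q = 4.48e-12). It was already at -6.07 at 3 hr. For mRNAs whose decrease is only a bound, such as slr0041 and slr0043, the rank is not known. Flv4 (sll0217) was at -5.89 at 3 hr and -6.13 at 48 hr (SE 0.154, q = 8.58e-09), and Flv2 (sll0219) at -5.57 and -5.73, with its lowest value at 12 hr (-6.03).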

Other downregulated genes can be linked to the transport and accumulation of inorganic carbon, such as subunits of the bicarbonate transport system CmpABCD (*slr0040–slr0044*) and subunits of the NDH complex involved in CO_2_ uptake (Table 2).

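In the cmp operon at 12 hr, slr0042 was at -3.62 (SE 0.103, q = 1.84e-08). At 12 hr, slr0041 and slr0043 were not well above background on either array, so they decreased at least 11.3-fold and at least 8.33-fold. The gene slr0044 was not expressed under the filter used. In the NDH genes of CO2 uptake, sll1732 was at -2.22, sll1733 at -3.83 and sll1734 (cupA) also at -3.83 at 12 hr, each with a q-value below 0.05 (5.93e-06, 9.23e-10 and 5.23e-10).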

Several genes associated with nitrogen assimilation and metabolism were differentially expressed. 

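In nitrate uptake, nrtA (sll1450) had a log2FC of 2.99 at 3 hr (SE 0.0656, q = 5.53e-09) and its maximum of 3.64 at 24 hr, and nrtC (sll1452) 1.25 and 1.68. Nitrite reductase, nirA (slr0898), was at 2.55 and 2.94 at these times. Of the glutamine synthetases, glnA (slr1756) was at 2.55 at 3 hr and glnN (slr0288) at 2.37, and both had their lowest values at 48 hr, 1.20 and 0.32.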

Genes for transport (*nrtABC*, *sll1450-sll1452*) and reduction of nitrate (*nirA*, *slr0898*), as well as two genes encoding glutamine synthetase (*glnN*, *slr0288*, and *glnA*, *slr1756*), were upregulated. 

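The log2FC of ntcA (sll1423) was between 0.50 at 48 hr and 0.81 at 3 hr, above 0 hr at all 5 time points. Its q-values were below 0.05 (0.000312 at 3 hr), but at no time point did it reach the fold change limit of 1.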

Notably, NtcA (*sll1423*), the global nitrogen regulator, was also upregulated after addition of DFB. In contrast, genes encoding the glutamine synthetase inactivating factors IF17 (*gifB*, *sll1515*) and IF7 (*gifA*, *ssl1911*) were downregulated.

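Of the inactivating factors, gifA (ssl1911) was at -3.77 at 3 hr (SE 0.0429, q = 1.44e-10) and gifB (sll1515) at -2.60 (q = 7.51e-10). Their decrease was smaller at the end, -1.70 and -1.12 at 72 hr.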

Among the 22 differentially expressed genes that are associated in Cyanobase with regulatory functions, we found upregulated the *ndhR* repressor (*sll1594*), consistent with the downregulation of its target genes *sll1734* and *slr1512*; *nusG* (*sll1742*) encoding the transcription antitermination protein; members of two-component regulatory systems (*e.g. rre23/sll1879*, *hik5/sll1888*); the cyanobacterial phytochrome 1 (*cph1*, *slr0474*); and the co-transcribed gene *rcp1* (*slr0473*) encoding the phytochrome 1 response regulator (Table S4).

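The repressor gene ndhR (sll1594) did not differ from 0 hr at 3 hr (log2FC -0.19, SE 0.263, q = 0.522). It stood at 1.99 at 12 hr, 1.22 at 24 hr, 0.69 at 48 hr (q = 0.0525) and 1.31 at 72 hr. By 3 hr, slr1512 was already at -3.62 and sll1734 at -3.11. Late increases were seen for nusG (1.60 at 72 hr), rre23 (1.76), hik5 (1.10) and cph1 (1.70, but -0.46 at 24 hr). The response regulator gene slr0473 went the other way, with -1.36 at 3 hr (q = 0.00371) and -1.74 at 24 hr (q = 0.00131), and was at -0.13, 0.04 and 0.18 at 12, 48 and 72 hr (q between 0.642 and 0.925).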

### Comparison with previous microarray studies reveals a core set of iron response genes

The results obtained from the gene expression profiling were compared with those of three previously published microarray studies (Houot *et al.* 2007; Shcolnick *et al.* 2009; Singh *et al.* 2003). As common threshold criteria for differential expression, absolute log_2_FC ≥ 0.5 and *p*-value < 0.01 were set (see supporting information and Figure S5 for a detailed comparison of the studies).

In total, 375 genes (27.4% of the total genes) were differentially expressed in at least two of the four studies analyzed. 

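On the arrays analyzed here, 27 of the 28 genes of Table S5 were expressed, and all 27 reached an absolute log2FC of 0.5 with an unadjusted p below 0.01 at 1 or more time points. So did 67.6% of all expressed mRNAs (1690), so these limits alone do not single out the list. At 3 hr, 27 of the 27 had a q-value below 0.05 adjusted over the list alone and 27 over all transcripts, and at 72 hr 27 and 26. Both counts were 25 at 12 hr, 26 at 24 hr and 25 at 48 hr. The list was drawn up partly on these arrays, so the q-values over the list alone are not independent evidence.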

A much smaller number (28 genes; 2% of the total genes) was detected consistently as differentially expressed in all the studies (Table S5). The highly robust regulatory response of these genes was further examined by hierarchical clustering across the experiments (Figure 4). Of these 28 genes, 21 were upregulated and only 3 genes were downregulated under iron-limiting conditions, whereas 4 genes showed different expression trends between the compared experiments. 

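Of the 27 expressed genes, 17 were above 0 hr at all 5 time points, 4 were below at all 5, and 6 had mixed signs. By the median over time points, 21 were higher and 6 lower. The 4 that were always below were sll1734, slr1512, slr0006 and slr1214.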

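The neighbours of isiA and isiB followed them, sll0249 reaching 5.66 (SE 0.041, q = 4.36e-12) and ssl0461 3.34 at 48 hr (log2FC). In the siderophore cluster, sll1406 was at 1.99 at 3 hr. At 0 hr sll1407 was not well above background, and it increased at least 3.84-fold by 12 hr. Next to it, sll1408 was measured by 1 probe and met the limits used for this list at 2 time points. It did not reach the 2-fold limit, with -0.81 at 3 hr (q = 0.00315) and 0.73 at 48 hr (q = 0.00883).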

The upregulated genes are the co-transcribed *isiA*, *isiB*, *sll0249* (Kojima *et al.* 2006), and the adjacent gene *ssl0461*, as well as the co-localized genes *sll1406*, *sll1407*, and *sll1408* involved in the transport of ferric siderophores (Katoh *et al.* 2001). 

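At 72 hr, sll1878 (futC) was at 2.57 (SE 0.0828, q = 3.67e-08), slr0513 (futA2) at 4.06 and slr1318 (fecE) at 1.66 (log2FC). All 3 were above 0 hr at each of the 5 time points.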

Other genes such as *sll1878* (FutC protein), *slr0513* (FutA2 protein), and *slr1318* (FecE protein) with demonstrated roles in iron transport (Katoh *et al.* 2001) also belong to this core set of upregulated genes. Nine of the genes differentially expressed in all experiments encode proteins of unknown function. 

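At 48 hr the log2FC was -3.61 for sll1734 (SE 0.0613, q = 6.86e-10), -5.53 for slr1512 (SE 0.0802, q = 2.72e-10) and -2.05 for slr0006 (SE 0.0485, q = 5.68e-09).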

The set of consistently downregulated genes comprised *sll1734* (*cupA*), encoding the CO_2_ uptake subunit of the NDH-1 complex; *slr1512* (*sbtA*), encoding the high affinity Na-dependent bicarbonate uptake system; and *slr0006*, encoding a protein of unknown function that is upregulated under CO_2_-limiting conditions (Carmel *et al.* 2011).

**Figure 4:**
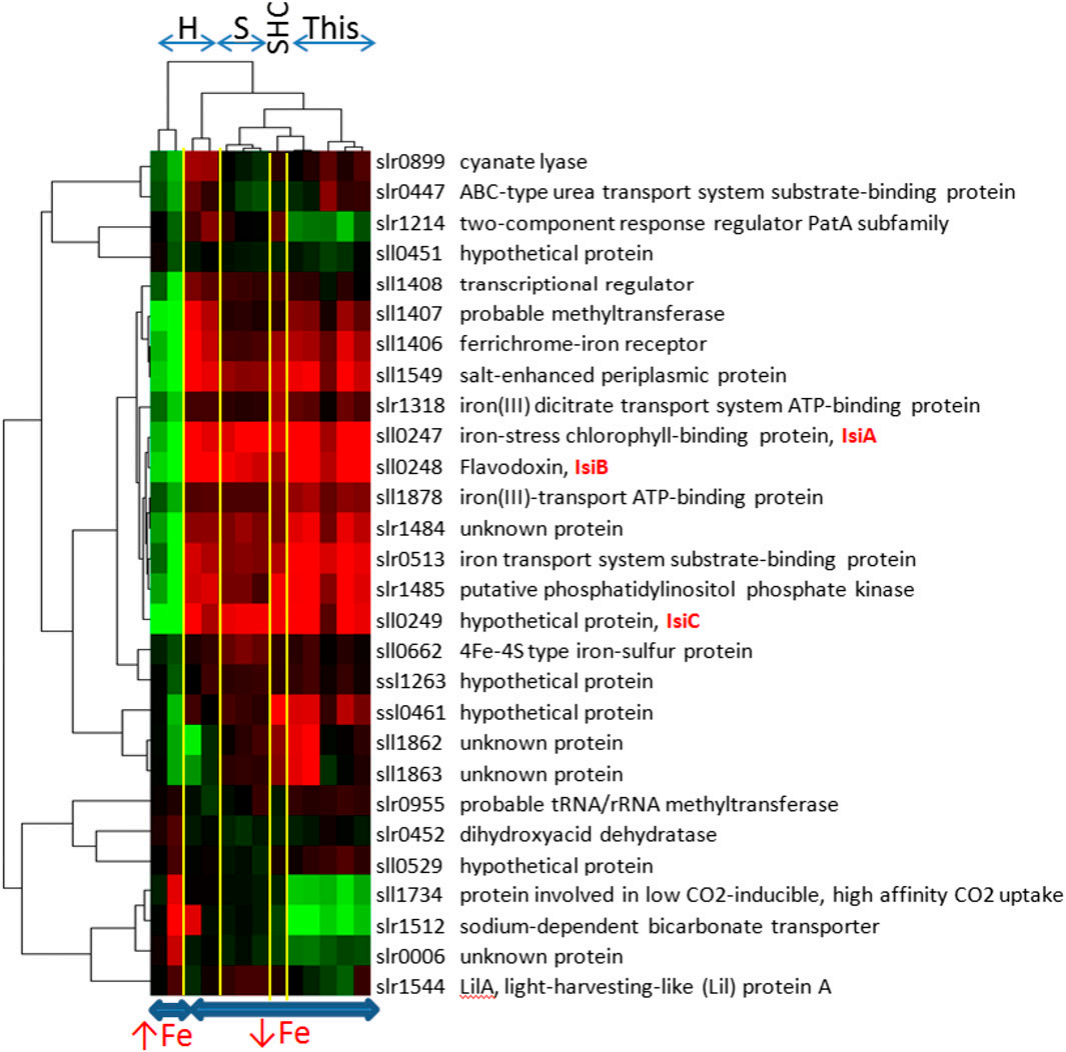
Heatmap of expression changes for the core set of iron response genes. The 28 genes detected as differentially expressed (absolute log_2_FC ≥ 0.5 and *p* < 0.01) in all the experiments analyzed here were hierarchically clustered based on normalized expression values. As reference, expression for the sample grown under normal conditions was taken. Columns represent the different experiments under comparison with following abbreviations: H (Houot *et al.* 2007), S (Singh *et al.* 2003), SHC (Shcolnick *et al.* 2009), and This (the study presented here). The first two columns correspond to expression analysis performed on cultures grown under excess iron while the rest was subjected to iron-limiting conditions (see supporting information, *Extended Material and Methods*, for details). The level of differential expression is represented by a green to red color gradient, corresponding to genes negatively (green) or positively (red) expressed in relation to the control sample.

### Comparative clustering of differentially expressed protein-coding and non-coding genes

An important feature of the microarray platform utilized in our study is the coverage of non-coding *Synechocystis* genes. To compare their overall transcriptional response to iron deprivation, differentially expressed protein-coding genes, asRNAs, and sRNAs were hierarchically clustered based on their expression changes. 

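Complete linkage on 1 minus the centred correlation of the 5 log2FC, with the tree divided into 3 groups, gave 376, 267 and 40 mRNAs. Without background correction the largest group held 204. Leaving out 48 hr replicate 1 gave 230, so the size of the groups hinges on single arrays.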

The expression profiles of protein-coding genes can be divided into three main clusters (Figure 5A). Cluster I includes mainly genes whose expression increased upon the addition of DFB and slowly decreased during the experimental time. 

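The group of 267 mRNAs had a median log2FC of 1.15 at 3 hr, 0.98 at 12 hr, 0.62 at 24 hr, 0.28 at 48 hr and 0.31 at 72 hr.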

Cluster II contains genes whose expression initially decreased and gradually increased after the addition of DFB. 

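The group of 376 mRNAs had a median of -1.04 at 3 hr and -1.02 at 12 hr, which was 0.05 at 24 hr, 0.10 at 48 hr and -0.25 at 72 hr. The return therefore took place between 12 hr and 24 hr and was not gradual in these medians.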

Cluster III had no clear expression profile. 

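Set against each other, the largest mRNA group of 376 exceeded the sum of the remaining groups, 267 and 40. The size of the largest group hinges on single arrays and on the scaling, with 211 mRNAs under 75th percentile scaling. Without 48 hr replicate 1, and also without 0 hr replicate 1, the largest group did not exceed the sum of the rest. It did without background correction, with 204 of 336 mRNAs. The same held with every probe expressed (chosen after seeing the data), with 199 of 370. Under 75th percentile scaling the comparison was not made.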

Cluster II is the largest of the three clusters, containing approximately the same number of genes as the other two clusters combined. For the 307 differentially expressed asRNAs, the overall clustering structure is somewhat different. 

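For the 212 differentially expressed asRNAs, 2 groups of 178 and 34 were obtained. The 34 asRNAs of the smaller one had a median log2FC of 1.03 at 3 hr, 0.84 at 12 hr, 0.47 at 24 hr, 0.00 at 48 hr and -0.10 at 72 hr. In the larger one the medians were -1.27, -1.26, -0.24, -0.19 and -0.73.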

A large group of asRNAs displayed small expression changes, whereas the expression of 30 asRNAs increased strongly during the first 12 hr and quickly decreased thereafter (Figure 5B and Table S6). This latter group included (i) IsrR, the asRNA to *isiA*; (ii) *sll0027-as1*, the asRNA to *ndhD4* encoding the NDH subunit D4; (iii) *sll1867-as1*, the asRNA to *psbA3*; (iv) slr1878-as1, the asRNA to *cpcE*, encoding the phycocyanin alpha-subunit phycocyanobilin lyase; and (v) slr2143-as1, the asRNA to *cefD*, encoding L-cysteine/cystine lyase. 

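Of the asRNAs listed, slr1878-as1 and slr2143-as1 rose and passed at 3 hr, with 1.03 (SE 0.0576, q = 7.85e-07) and 1.09 (SE 0.067, q = 1.35e-06). IsrR decreased at all 5 time points, by -1.04 at 3 hr and -7.15 at 12 hr (SE 0.0726, q = 3.16e-11). The asRNA sll0027-as1 was below 0 hr throughout, between -0.48 and -0.98, and did not pass. The asRNA sll1867-as1 was not expressed under the filter used.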

Finally, the clustering obtained for the 125 putative sRNAs resembled the clustering of the protein-coding genes (Figure 5C). Three main clusters were also observed in this group, two of which (II and III) included upregulated sRNAs at different time points after the addition of DFB, whereas the 45 sRNAs in cluster I decreased in abundance along the measured time (Table S7).

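The 128 sRNAs fell into groups of 62, 45 and 21. The median log2FC of the group of 62 was 1.06 at 3 hr and 0.03 at 48 hr. That of the group of 21 was -0.17, 0.39, -0.17, -0.02 and 0.51 at the 5 time points. The 45 sRNAs of the remaining group had -1.06, -1.10, -0.37, -0.08 and -0.29 at the 5 time points, lowest at 12 hr and close to the 0 hr level at 48 hr.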

**Figure 5:**
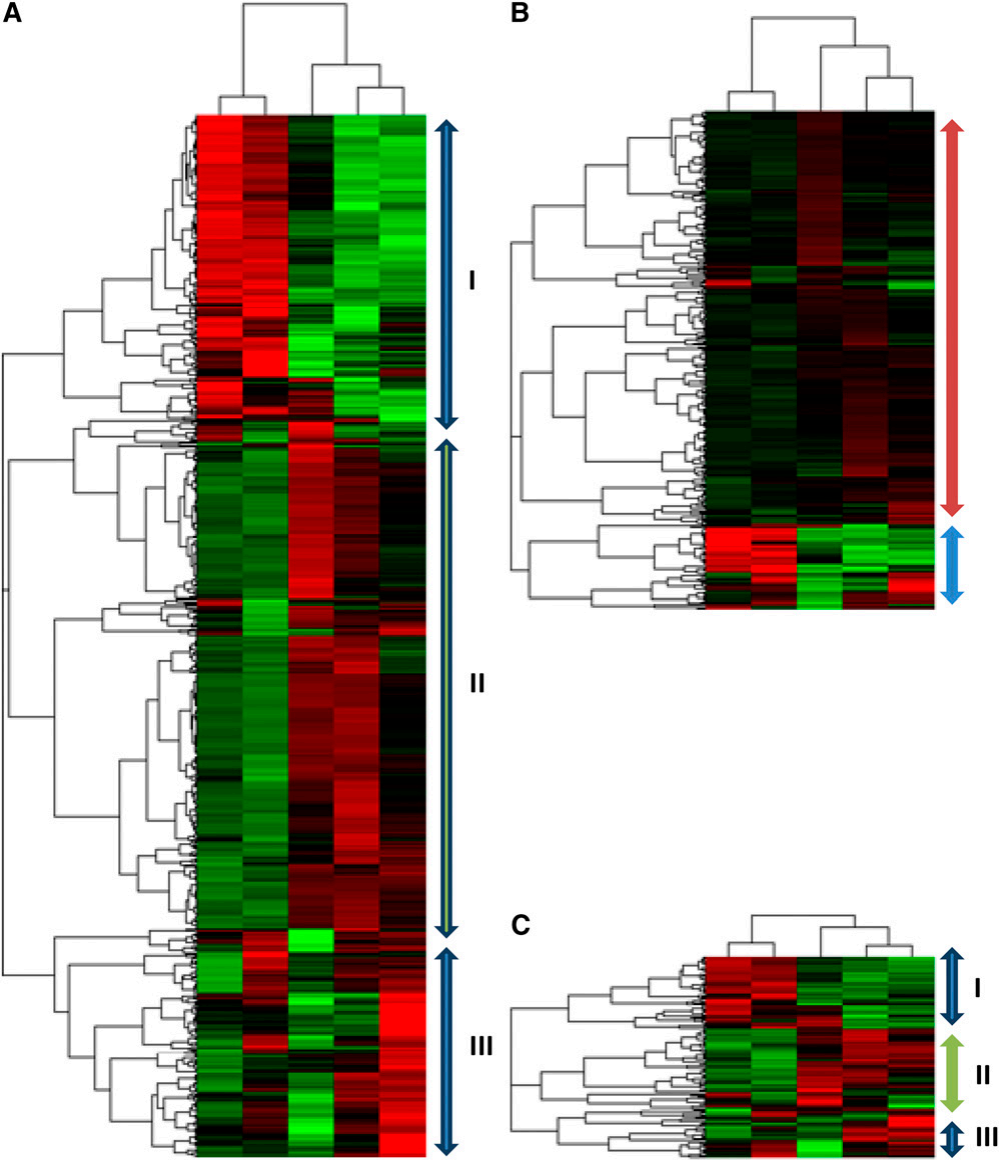
Heatmap of expression changes. Differentially expressed transcripts (|log_2_(FC)| ≥ 1.0 and q < 0.05 in at least one of the time points) were hierarchically clustered: (A) Protein-coding genes, (B) asRNAs, and (C) sRNAs. Rows represent genes, and columns represent the different time points. Red represents an increase in transcript levels, and green represents a decrease in transcript levels upon depletion of iron. No differences in expression correspond to black squares. The associated dendogram shows the relationships between the genes based on their expression, with the length of the branches representing the degree of similarity in expression.

### Antisense RNAs can be grouped in distinct classes based on their co-expression with complementary genes

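Relative to all 1941 asRNAs on the array, those that passed both criteria made up 10.9%. The corresponding shares were 20.3% for mRNAs and 20.8% for sRNAs, so by this denominator asRNAs changed less often, and by that of the expressed transcripts more often.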

Of the 1939 probes detecting asRNA, 307 (15.8%) showed differential expression under iron-limiting conditions. 

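Among 496 pairs of an expressed asRNA and its expressed gene, both members were differentially expressed in 49, of which 32 are pairs of Table 3. Of the 62 pairs of Table 3, 41 had both members expressed. Without background correction there were 15 pairs, and with the processed signal and quantile normalization there were 84.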

One fifth of them (N = 62) were complementary to genes, which were also differentially expressed (Table 3). For the vast majority of these asRNA (59 out of 62), the median expression decreased during the experiment. In contrast, their complementary sense genes displayed a more balanced distribution of expression changes with 30 upregulated genes and 32 downregulated genes. 

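Taking the median over the 5 time points, 45 of the 49 asRNAs lay below 0 hr.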

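By the same median, the gene lay above 0 hr in 26 of the 49 pairs and below it in 23. A gene with several asRNAs, such as isiA, counts once for each pair.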

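Against flv4 (sll0217), the asRNA sll0217-as2-0-x had a log2FC of 0.99 at 3 hr and 1.28 at 72 hr. Against slr0144, slr0144-as1 was at 1.79 at 3 hr (SE 0.21, q = 6.33e-05) and 1.30 at 72 hr, while the gene passed the threshold only at 24 hr (-1.58, q = 0.000511) and was at 0.52 at 72 hr (q = 0.0867). The asRNA sll1723-as1 was at 1.06 at 3 hr and -0.11 at 72 hr, and sll1723 itself was not expressed under the filter used.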

The 3 asRNAs with a positive differential expression are complementary to genes downregulated during iron-limiting conditions; *i.e. sll0217* encoding the flavodiiron protein Flv4; *slr0144*, the first gene of Pap operon that includes 9 genes related to the assembly of photosystem II (Wegener *et al.* 2008); and *sll1723* encoding a group I glycosyltransferase homolog.

**Table 3:** asRNA-mRNAs pairs in which both asRNA and sense gene are differentially expressed

		Log_2_(FC)						
Gene ID	Description	3 hr	12 hr	24 hr	48 hr	72 hr	*q*	*r*
sll7029	Hypothetical protein	−1.13	−1.34	0.63	0.16	−0.40	3.20∙10^−7^	0.99
sll7029-as1		−1.38	−1.52	−0.56	−0.85	−1.13	2.42∙10^−6^	
sll0174	Hypothetical protein	−0.84	−1.06	−0.09	−0.06	−0.52	1.04∙10^−4^	0.99
sll0174-as1		−1.28	−1.63	−0.10	−0.01	−0.58	9.62∙10^−5^	
sll1864	Probable chloride channel protein	−2.02	−1.48	−1.50	0.17	−0.23	1.24∙10^−5^	0.99
NC5-0-x		−1.43	−0.79	−1.09	0.87	0.31	6.51∙10^−5^	
slr0304	Hypothetical protein	−1.44	−1.57	−0.53	−0.38	−0.68	4.90∙10^−7^	0.99
slr0304-as1		−1.46	−1.53	−0.62	−0.60	−0.90	4.25∙10^−6^	
slr0593	cAMP binding membrane protein	−1.32	−1.35	−0.48	−0.02	−0.60	1.76∙10^−6^	0.99
slr0593-as1		−2.09	−1.95	−0.94	0.04	−1.09	9.62∙10^−4^	
sll0640	Probable sodium/sulfate symporter	−1.20	−1.24	−0.28	−0.08	−0.84	1.18∙10^−7^	0.99
sll0640-as4		−1.91	−1.99	−0.32	−0.09	−0.98	4.21∙10^−5^	
slr1293	Similar to phytoene dehydrogenase	−1.27	−1.65	0.16	0.36	−0.16	2.78∙10^−8^	0.98
slr1293-as1		−1.21	−1.27	−0.40	−0.22	−0.70	8.39∙10^−6^	
sll0095	Hypothetical protein	−1.70	−1.60	0.12	0.17	−0.60	5.88∙10^−5^	0.98
sll0095-as1		−1.34	−1.28	0.19	−0.17	−0.46	2.31∙10^−6^	
slr0415	Na^+^/H+ antiporter	−1.02	−1.15	−0.04	0.10	−0.46	1.65∙10^−4^	0.97
slr0415-as3		−1.49	−1.35	−0.63	−0.62	−1.07	5.37∙10^−7^	
slr0727	Unknown protein	−1.32	−1.37	0.34	0.01	−0.42	1.13∙10^−5^	0.97
slr0727-as1		−1.38	−1.50	−0.05	0.17	−0.62	2.60∙10^−4^	
sll1276	ATP-binding protein of ABC transporter	−0.68	−0.79	0.98	1.09	0.65	1.74∙10^−4^	0.97
sll1276-as2		−1.04	−1.08	0.43	0.38	−0.34	1.21∙10^−5^	
slr1944	Periplasmic protein, function unknown	−1.10	−1.20	0.62	0.18	−0.41	3.68∙10^−7^	0.94
slr1944-as2		−1.57	−1.69	−0.35	−0.10	−0.81	3.45∙10^−5^	
slr0488	Virulence factor MviN homolog	−1.64	−1.67	−0.43	−0.29	−1.37	8.68∙10^−7^	0.93
slr0488-as1		−1.21	−1.14	0.38	0.25	−0.27	3.16∙10^−4^	
slr1462	Hypothetical protein	−1.27	−0.99	0.10	−0.09	−0.30	4.23∙10^−6^	0.93
slr1462-as2		−1.36	−1.38	−0.43	−0.08	−0.54	7.26∙10^−6^	
slr1529	Nitrogen assimilation regulatory protein	−0.74	−1.17	−0.07	−0.35	−0.67	3.29∙10^−6^	0.92
slr1529-as1		−1.73	−1.73	0.22	−0.18	−0.89	1.16∙10^−4^	
slr1691	gln-Dependent NAD(+) synthetase	−1.25	−1.29	−0.21	0.17	−0.60	4.71∙10^−8^	0.92
slr1691-as2		−1.08	−0.94	−0.51	−0.18	−0.94	3.00∙10^−5^	
slr1968	Unknown protein	−2.23	−2.23	−0.66	−0.50	−1.43	4.75∙10^−7^	0.89
slr1968-as3		−1.21	−1.07	−0.06	−0.17	−0.11	4.35∙10^−6^	
slr1403	Unknown protein	−1.09	−1.18	0.37	0.04	−0.36	2.08∙10^−6^	0.87
slr1403-as6		−1.55	−1.52	−0.62	−0.01	−0.78	1.06∙10^−4^	
slr1254	Phytoene dehydrogenase	0.25	−0.62	1.21	0.71	0.46	1.61∙10^−4^	0.86
slr1254-as1		−1.16	−1.07	0.28	−0.04	−0.51	1.38∙10^−5^	
slr0359	Hypothetical protein	−1.36	−1.05	−0.50	−0.03	−0.37	6.91∙10^−6^	0.81
slr0359-as2		−1.09	−1.11	0.07	0.03	−0.72	6.65∙10^−4^	
sll1200	Hypothetical protein	−1.17	−1.24	−0.54	−0.51	−0.93	1.77∙10^−5^	0.74
sll1200-as2		−1.20	−1.12	−0.34	−0.67	−0.36	5.43∙10^−5^	
sll1612	Folylpolyglutamate synthase	−1.31	−0.38	−0.02	−0.34	−0.67	0.007	0.74
sll1612-as1		−2.23	−1.92	−0.75	−0.52	−1.25	4.41∙10^−4^	
ssr1558	Hypothetical protein	−1.00	−0.70	0.21	0.31	0.08	0.003	0.66
ssr1558-as1		−0.24	−0.35	1.05	0.31	−0.20	1.19∙10^−4^	
sll1515	gln Synthetase inactivating factor IF17	−2.63	−2.64	−2.66	−1.32	−1.13	7.79∙10^−10^	0.54
sll1515-as6		−1.19	−1.02	−0.07	−0.14	−0.31	0.004	
sll0898	Hypothetical protein	0.44	0.67	0.65	0.49	1.12	2.84∙10^−5^	0.51
sll0898-as1		−2.31	−1.35	−1.70	−0.71	−0.79	9.93∙10^−8^	
slr1704	Hypothetical protein	−0.69	−0.76	−1.08	0.20	0.06	1.06∙10^−5^	0.49
slr1704-as2		−2.29	−2.27	−0.90	−0.29	−1.29	1.87∙10^−6^	
sll1319	Hypothetical protein	−2.12	−2.19	−1.11	−0.32	−0.91	9.84∙10^−6^	0.43
sll1319-as1		−1.19	−0.84	−1.21	−0.72	−0.09	2.45∙10^−7^	
sll0830	Elongation factor EF-G	−1.02	−0.44	−0.49	−0.10	−0.23	0.001	0.42
sll0830-as1		−1.14	−1.13	0.47	0.01	−0.82	1.53∙10^−7^	
slr2132	Phosphotransacetylase	−2.35	−2.14	0.00	−0.23	−0.85	2.58∙10^−6^	0.38
slr2132-as8		−1.04	−0.84	−1.02	−0.56	−0.71	1.70∙10^−4^	
sll1878	Iron(III)-transport ATP-binding protein	1.53	2.15	1.98	2.29	2.60	1.42∙10^−7^	0.37
sll1878-as2		−0.90	−1.10	0.66	0.73	−0.07	1.37∙10^−4^	
slr1392	Ferrous iron transport protein B	1.12	2.80	2.12	2.74	2.96	9.97∙10^−9^	0.33
slr1392-as1		−1.82	−1.96	−0.46	−0.17	−0.95	4.24∙10^−5^	
sll1206	Ferric aerobactin receptor, FhuA homolog	3.08	5.18	4.74	5.56	5.73	1.98∙10^−10^	0.25
sll1206-as1		−1.52	−1.76	−0.53	−0.86	−1.21	1.30∙10^−5^	
ssl0294	Hypothetical protein	0.39	0.73	0.33	0.84	1.16	5.59∙10^−6^	0.24
ssl0294-as1		−1.11	−1.00	−0.33	−0.25	−0.53	7.66∙10^−4^	
slr1929	Type 4 pilin-like protein	−0.02	0.71	−0.04	1.17	1.50	9.25∙10^−5^	0.01
slr1929-as1		−1.31	−1.36	0.22	−0.31	−0.60	3.16∙10^−7^	
slr0144	Hypothetical protein	−0.71	−0.19	−1.59	0.18	0.53	3.37∙10^−4^	0.001
slr0144-as1		1.50	1.29	0.90	0.96	1.02	9.61∙10^−5^	
slr0898	Ferredoxin-nitrite reductase	2.53	1.88	2.94	1.29	2.20	2.20∙10^−8^	−0.21
slr0898-as1		−1.28	−1.40	−0.23	0.12	−0.57	6.49∙10^−6^	
slr1512	Sodium-dependent bicarbonate transporter	−3.67	−4.30	−3.46	−5.54	−5.28	1.42∙10^−9^	−0.22
slr1512-as1		−1.41	−1.51	0.10	0.01	−0.74	3.60∙10^−7^	
slr0007	Probable sugar-phosphate nucleotidyltransferase	−1.07	−0.92	−0.97	−1.57	−1.62	6.41∙10^−7^	−0.31
slr0007-as1		−1.01	−1.11	−0.35	−0.48	−0.76	5.60∙10^−7^	
sll1744	50S ribosomal protein L1	0.71	0.85	0.35	0.33	1.06	3.76∙10^−7^	−0.32
rpl1-1-x		0.07	−0.16	−0.06	−1.09	−1.62	4.20∙10^−7^	
sll0518	Unknown protein	1.12	0.64	0.65	0.06	0.18	1.57∙10^−5^	−0.33
sll0518-as1		−0.82	−1.25	−0.25	−0.35	−0.76	4.61∙10^−5^	
slr0474	Regulator for phytochrome 1 (Cph1)	0.45	0.90	−0.66	1.46	1.57	3.19∙10^−8^	−0.35
slr0474-as1		−0.85	−1.32	−0.13	−0.12	−1.00	5.24∙10^−6^	
slr0993	Putative peptidase	1.21	1.02	0.83	−0.38	−0.26	3.73∙10^−5^	−0.44
slr0993-as4		−0.99	−1.04	0.30	−0.12	−0.43	3.29∙10^−7^	
slr1908	Probable porin; major outer membrane protein	1.13	1.21	0.89	0.64	0.34	2.65∙10^−7^	−0.46
slr1908-as1		−1.44	−1.26	0.28	−0.24	−0.69	1.01∙10^−6^	
slr0559	ABC transporter for natural amino acids	1.05	0.47	0.57	0.04	0.07	6.07∙10^−6^	−0.49
slr0559-as1		−1.62	−1.70	−1.09	−1.18	−1.33	2.12∙10^−6^
sll1043	Polyribonucleotide nucleotidyltransferase	0.93	1.12	0.80	0.95	1.29	4.94∙10^−7^	−0.53
sll1043-as3		−1.31	−1.30	0.54	−0.06	−0.70	4.18∙10^−7^	
sll0217	Flavoprotein	−6.26	−5.97	−5.21	−6.21	−6.10	2.38∙10^−8^	−0.56
sll0217-as2-0		0.98	1.17	0.86	1.06	1.29	4.44∙10^−7^	
slr0848	Hypothetical protein	1.09	0.96	0.59	0.26	0.27	2.99∙10^−7^	−0.58
slr0848-0-x		−0.99	−1.13	−0.30	−0.46	−0.87	1.11∙10^−5^	
slr1318	Iron(III) dicitrate transport system ATP-binding protein	0.32	1.70	1.18	1.55	1.39	5.44∙10^−8^	−0.63
slr1318-as1		−0.57	−1.11	−0.52	−0.67	−0.94	8.30∙10^−6^	
sll0374	Urea transport system ATP-binding protein	1.11	0.90	0.75	0.10	0.09	7.28∙10^−7^	−0.64
sll0374-as2		−1.05	−0.89	−0.19	−0.41	−0.45	2.11∙10^−4^	
sll1119	Hypothetical protein	1.50	0.84	0.62	0.11	0.68	3.64∙10^−7^	−0.69
sll1119-as4		−1.23	−1.36	0.17	−0.19	−0.63	7.02∙10^−7^	
slr0585	Argininosuccinate synthetase	1.65	1.39	1.03	0.44	0.76	2.25∙10^−6^	−0.74
slr0585-as3		−1.71	−1.76	0.34	−0.10	−0.78	1.11∙10^−5^	
sll0083	Phosphoheptose isomerase	1.07	0.84	0.56	−0.07	−0.02	2.09∙10^−5^	−0.78
sll0083-as1		−1.13	−1.03	−0.13	−0.20	−0.42	1.37∙10^−6^	
ssl3177	Hypothetical protein	1.05	0.93	0.76	0.14	0.55	3.01∙10^−6^	−0.78
ssl3177-as1		−1.09	−1.04	−0.01	0.02	−0.49	2.58∙10^−5^	
sll1070	Transketolase	1.59	1.22	0.92	0.67	0.76	1.00∙10^−5^	−0.81
tktA-as2-0-x		−1.36	−1.21	−0.33	−0.43	−0.89	5.16∙10^−5^	
slr1020	Sulfolipid biosynthesis protein SqdB	1.09	0.81	0.48	0.30	0.29	9.50∙10^−6^	−0.82
slr1020-as1		−1.75	−1.64	−0.46	−0.51	−1.08	1.67∙10^−4^	
sll1723	Probable glycosyltransferase	−1.80	−1.84	−0.31	0.03	−0.86	3.32∙10^−7^	−0.83
sll1723-as1		1.01	0.64	0.25	−0.23	−0.17	1.58∙10^−6^
sll1130	Unknown protein	1.22	1.06	0.59	0.31	0.48	9.54∙10^−7^	−0.89
sll1130-as1		−1.15	−1.03	−0.27	−0.06	−0.72	8.91∙10^−4^	
sll1330	Two-component system response regulator OmpR subfamily	1.09	1.20	0.42	−0.18	0.42	3.37∙10^−7^	−0.89
sll1330-as1		−1.34	−1.35	−0.41	−0.42	−0.40	1.09∙10^−4^	
ssr1375	Hypothetical protein	0.45	0.89	−1.13	−0.47	−0.07	7.81∙10^−7^	−0.92
ssr1375-as1		−0.96	−1.23	−0.42	−0.43	−0.53	5.63∙10^−6^	
slr1280	NADH dehydrogenase subunit NdhK	−0.90	−1.03	−1.27	−1.64	−1.54	2.35∙10^−5^	−0.94
slr1280-as1		−1.16	−1.17	−0.41	0.02	−0.41	1.71∙10^−5^	
slr0534	Probable transglycosylase	1.02	1.04	0.56	0.59	0.55	6.57∙10^−4^	−0.97
slr0534-as5		−1.80	−1.90	−0.52	−0.48	−0.83	2.59∙10^−7^	
sll0247	Iron-stress induced protein A, IsiA	2.52	5.99	5.53	6.14	6.15	2.19∙10^−7^	−1.00
sll0247-as2		−1.06	−7.04	−5.93	−6.61	−6.89	1.98∙10^−10^	

Log_2_ fold changes with respect to time 0 hr and the significance of differential expression (*q*-value) are shown. For each pair, the Pearson correlation coefficient *r* for the expression is also listed.

To elucidate the dynamics of antisense transcription with respect to their sense transcript for the 62 pairs, we assigned the pairs to different classes based on correlation of the expression of sense and antisense transcript (Table 3). Such tentative classification was motivated by previous findings that asRNA can modify the stability of target RNA (Georg and Hess 2011). Formation of duplex RNA resulting from mRNA-asRNA hybridization can increase RNA stability by masking cleavage sites of endoribonucleases as well as decrease RNA stability by promoting RNA degradation. Thus, changes in abundance of sense and antisense transcripts may be coupled through such mechanisms. In total, three classes were defined: Class I includes all pairs, for which sense and antisense transcript abundance were strongly correlated (*i.e.* with a Spearman correlation coefficient *r*_S_ > 0.5). 

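With Spearman's rank correlation over the 12 arrays and limits of 0.5 and -0.5, the 49 pairs divided into 17, 18 and 14 from positive to negative. The 2 arrays of a time point are not independent levels, so the pairs were tested over the 6 time point means. By an exact permutation test over all 720 orderings (two-sided), 0 of the 49 pairs had a q-value below 0.05 for the rank correlation. The smallest q-value was 0.0681, that of sll0640-as4 and IsrR, which had the smallest p that 6 means allow for ranks, 0.00278. For Pearson's r of the means, added after seeing the data, the exact q-value was below 0.05 for 7 pairs, 4 of the positive and 3 of the negative class. Under Pearson's correlation of the 5 log2FC, chosen after seeing the data, there were 22, 11 and 16 pairs, and 40 of the 49 stayed in their class.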

Class II includes pairs with modest or no (anti)correlation between sense and antisense (−0.5 ≤ *r*_S_ ≤ 0.5), whereas class III comprises pairs for which the sense-antisense pairs are strongly anticorrelated (*r*_S_ < −0.5). Figure 6 compares the characteristic expression changes of sense and antisense transcript during the course of the experiment for the three classes. Interestingly, we found that class I pairs generally comprised asRNAs whose expression (based on microarray signal intensity) was higher than those of their complementary mRNAs. This was in striking contrast to sense-antisense pairs from class III for which the mRNA transcripts displayed higher levels than their corresponding asRNA transcripts (*p*-value = 0.0014).

**Figure 6:**
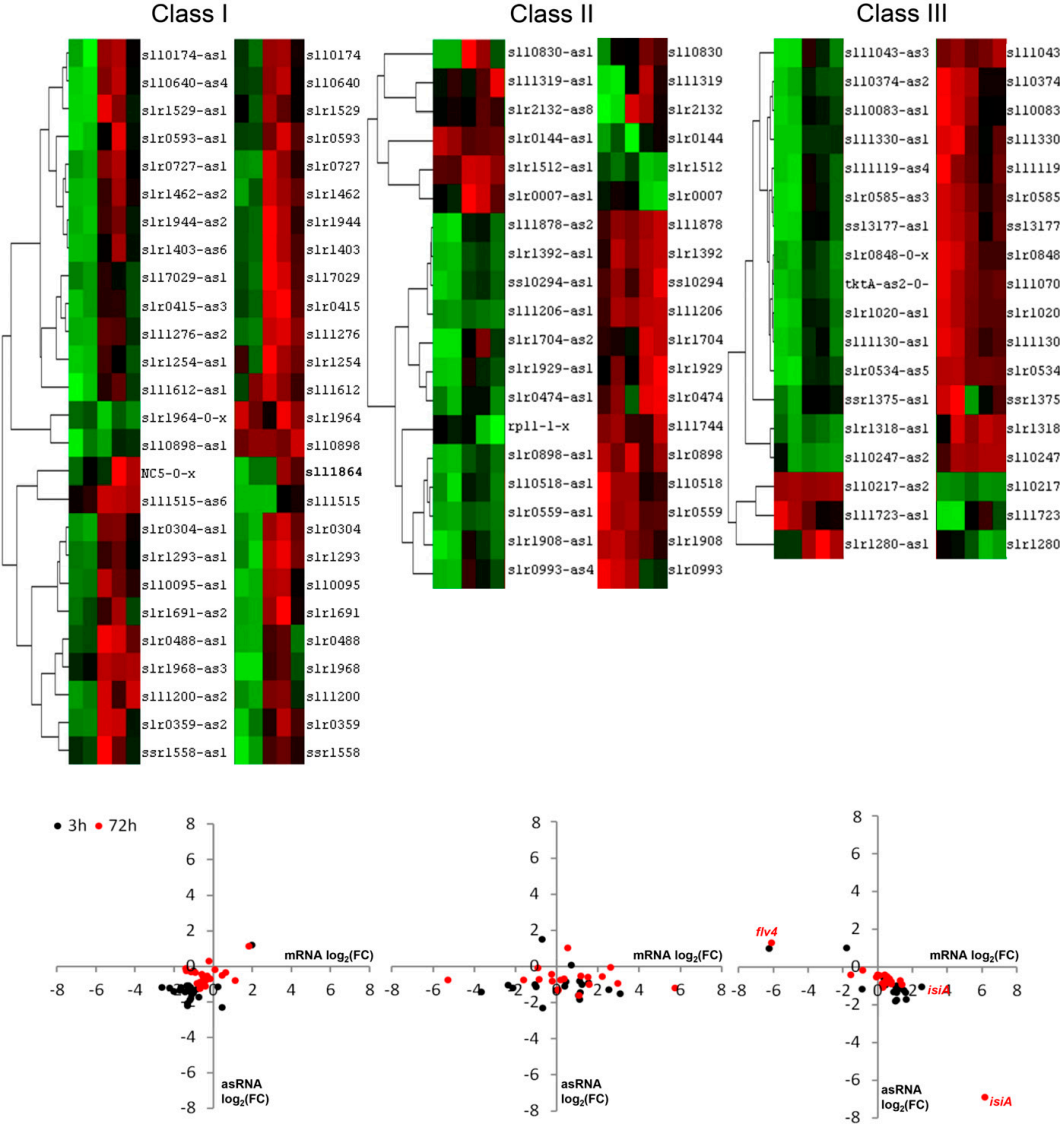
Classification of asRNA-mRNA pairs based on their expression correlation. (Top) Heatmaps obtained as result of hierarchically clustering the asRNA-mRNA pairs. Class I includes pairs with a correlation coefficient *r* > 0.5, class II includes pairs with 0.5 > *r* > −0.5, and class III includes pairs with *r* < −0.5. (Bottom) Scatter plots depicting the log_2_(FC) for the mRNA on the x-axis and the complementary asRNA on the y-axis at 3 hr (black dots) and 72 hr (red dots).

In class I, the 26 pairs include *gifB*/*as-gifB*, *folC* (*sll1612*)/*as-folC*, *nadE* (*slr1691*)/*as-nadE*, and *nrtX* (*slr1529*)/*as-nrtX*, all of them related to nitrogen metabolism. 

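The pair nadE (slr1691) and slr1691-as2 decreased together at 3 hr, by -1.23 and -1.07 (log2FC), with a rank correlation of 0.886 over the 6 means (exact permutation p = 0.0333, q = 0.109) and r = 0.903 (p = 0.0264, q = 0.0647). For gifB (sll1515) and sll1515-as6 the rank correlation was 0.314 (exact permutation p = 0.564, q = 0.674) and r = 0.644 (p = 0.222, q = 0.33). In the other pairs, sll1612 and slr1529 were not expressed under the filter used.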

Here, expression of asRNA might promote stability of their target RNA. Class II comprises 19 pairs, *e.g. fhuA* (*sll1206*)*/as-fhuA*, *feoB (slr1392)/as-feoB*, and *futC/as-futC*, whose sense genes code for components of iron transporters that become highly expressed under iron-limiting conditions. 

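In the pairs of iron transport genes, the gene rose at every time point, whereas the asRNA fell most at 3 hr and 12 hr. The asRNA slr1392-as1 of feoB was at -1.80 at 3 hr and -1.94 at 12 hr (log2FC, q = 4.12e-05 and 2.93e-05) and at -0.17 at 48 hr (q = 0.49) and -0.94 at 72 hr (q = 0.00289), whereas feoB was at 3.14 at 48 hr. The asRNA sll1206-as1 was at -1.74 at 12 hr and -1.20 at 72 hr, while sll1206 was at 5.60 and 6.15. The asRNA sll1878-as2 of futC was at -1.08 at 12 hr and 0.72 at 48 hr (q = 0.0204).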

As only modest correlation with asRNA existed, asRNA might rather serve to fine-tune the base levels of mRNA abundance. Finally, class III comprises 18 asRNAs, including IsrR and As1_flv4. Upon iron deprivation, IsrR levels were reduced while the *isiA* transcript accumulated in a highly anticorrelated fashion (*r*_S_ = −0.9, *p*-value = 2.49 × 10^−5^). 

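The asRNA IsrR read 16.74 ± 0.0929 (log2 signal, SD, n = 2 arrays) at 0 hr, 15.70 ± 0.0545 at 3 hr and 9.34 ± 0.00549 at 72 hr. The isiA transcript went from 12.64 ± 0.697 to 15.16 ± 0.00274 and 18.79 ± 0.00158 on the same arrays. The arrays form separate clusters of 0 hr, 3 hr and later samples for both transcripts, so no pooled coefficient is used here. The order of the 6 time point means was exactly opposite, which has an exact permutation p of 0.00278, the smallest that 6 means allow for both signs. Among 11 relations with isiA tested, its q-value was 0.0153, and among the 49 asRNA-mRNA pairs it was 0.0681. From 12 hr on there are only 4 time points, too few to test the relation within them.

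**Figure D3:**
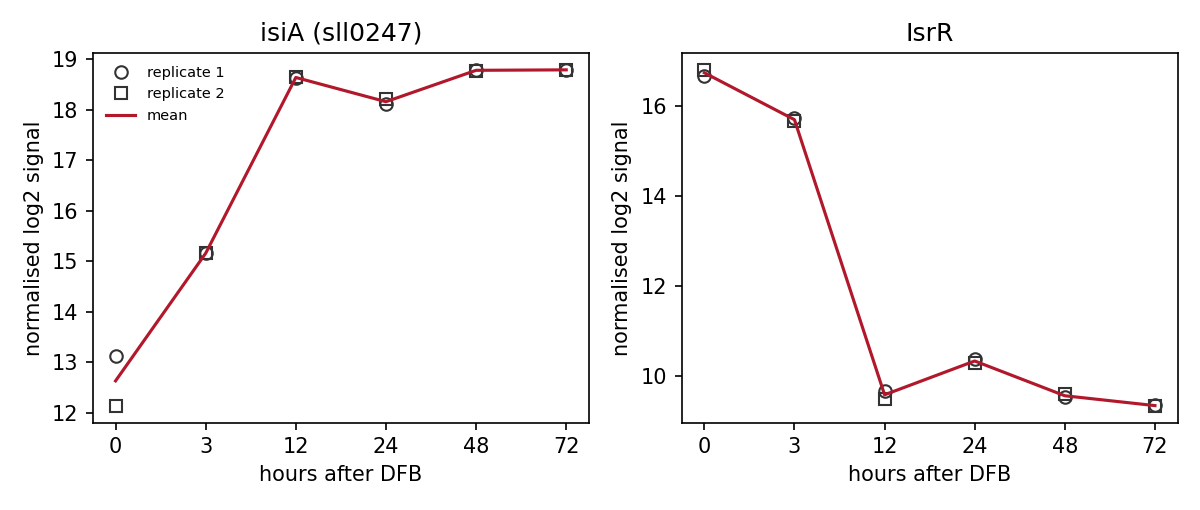
Normalized log2 signal (vertical axes) of isiA and IsrR at 0, 3, 12, 24, 48 and 72 hr after DFB (horizontal axis, not to scale). Open symbols are the single arrays of a time point and lines join the means; isiA moves from 12.64 to 18.79 and IsrR from 16.74 to 9.34.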

An opposite behavior was found for the pair *flv4/as1_flv4*. 

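The asRNA As1_flv4 was not matched by its ID. For sll0217-as2-0-x, taken here as the asRNA that Table 3 pairs with flv4, the rank correlation with the gene was -0.714 over the 6 means (exact permutation p = 0.136, q = 0.267) and r = -0.968 (p = 0.0208, q = 0.0638). Over the arrays without the 2 most distant, r was -0.614. Its level was steady after the early increase, at 14.41, 14.58, 14.27, 14.47 and 14.69 (log2 signal) at the 5 later time points, compared with 13.42 at 0 hr. Another asRNA of the gene, sll0217-as3, did not pass (0.64 at 72 hr, q = 0.016).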

Here, As1_flv4 accumulates over time, whereas a decrease in the transcript levels for flavodiiron protein Flv4 was found. The relevance of the observed reciprocal expression has already been demonstrated for these two asRNAs in previous work, indicating their crucial role in fine-tuning of target RNA expression (Dühring *et al.* 2006; Eisenhut *et al.* 2012). More precisely, the asRNA As1_flv4 establishes a transient threshold for *flv4* expression in the early phase after a change in inorganic carbon supply, preventing premature synthesis of the proteins from the *flv4-2* operon. The expression of As1_flv4 itself is tightly regulated at transcriptional level by the AbrB-like transcription factor Sll0822 (Eisenhut *et al.* 2012).

Besides their co-expression, we also investigated the locations of asRNAs with respect to the corresponding full-length mRNA. Interestingly, we detected that asRNAs in class I tended to be located toward the 3′UTR of the complementary transcript, with 17 of the 25 asRNAs (68%) closer to the 3′UTR than to the 5′UTR. For the asRNA in classes II and III, no such tendency was observed.

### Potential *trans*-acting sRNAs involved in iron response and their predicted targets

Small RNAs were among the most highly expressed transcripts in the control condition (Table 1). Remarkably, the sRNAs were also significantly enriched among differentially expressed genes (N = 125; FDR = 6.4 × 10^−11^). 

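Of 410 expressed sRNAs, 31.2% were differentially expressed, compared with 27.3% of expressed mRNAs. The largest fitted increases were those of NC-1036, NC-196 and NC-181. NC-1036 and NC-196 were not well above background at 0 hr, so their rank is not known, and they rose at least 11.3-fold by 72 hr (limma q = 1.57e-07) and at least 2.2-fold by 3 hr (q = 4.85e-08). The largest decreases were those of NC-1673 (log2FC -4.56 at 48 hr, SE 0.0413, q = 1.73e-11), NC-1410 (-3.30) and NC-1413 (also -3.30). Each of these was measured by 1 probe.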

The majority were downregulated upon the addition of DFB (Table S7). 

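Of the 128 differentially expressed sRNAs, 68 (53.1%) had a median log2FC below zero and 60 above. The share that was lower depended on the time point, with 28 of 53 past the threshold at 24 hr, 25 of 37 at 48 hr and 28 of 44 at 72 hr.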

Our interest was to identify sRNAs with a potential role in iron homeostasis. For this, we utilized *isiA* as a marker gene for the transcriptional response to iron limitation and calculated the correlation coefficient between *isiA* and differentially expressed sRNAs. Setting a correlation coefficient of 0.7 as a minimum threshold, we identified four ncRNAs whose expression over time correlated strongly with *isiA* (Table 4). 

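Over the 12 arrays, 8 differentially expressed sRNAs had a rank correlation with isiA above 0.7, compared with 18 of all expressed sRNAs. Of the sRNAs with positive values in Table 4, 3 of 4 were among them. The count of 8 moved most when the 2 arrays most distant in isiA were left out, to 18 as well, and it was 13 without 0 hr replicate 2. The 12 arrays lie in separate groups by isiA (0 hr, 3 hr and later), so the coefficients over all arrays mainly compare these groups.

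**Figure D4:**
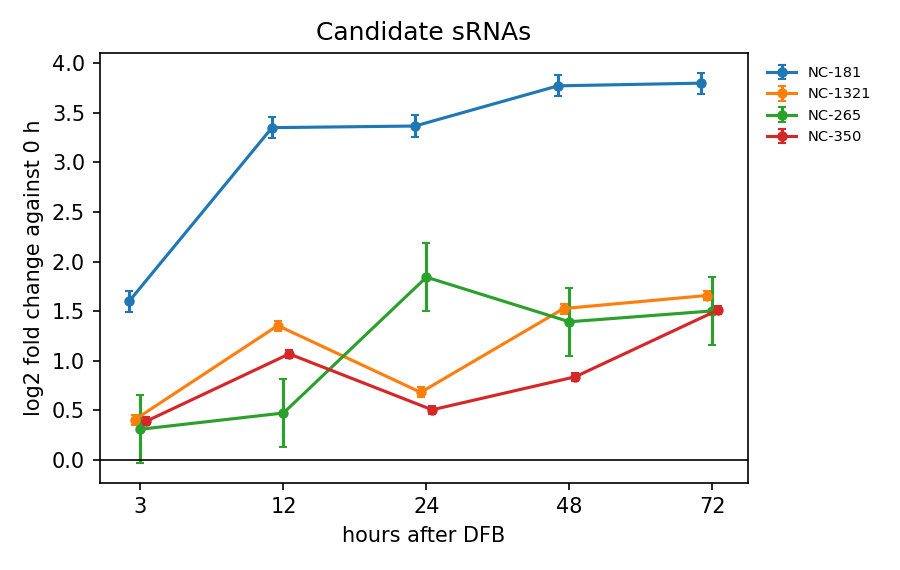
Log2FC against 0 hr (vertical axis) of sRNAs of Table 4 at 3, 12, 24, 48 and 72 hr after DFB (horizontal axis, not to scale). Points are estimates over 2 arrays per time point and bars are their standard errors; NC-181 reaches 3.80 at 72 hr.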

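Over the 6 time point means, the rank correlation with isiA was 1 for NC-1321 (exact permutation p = 0.00278, q = 0.0153 over the 11 relations), with r = 0.903 (p = 0.00139, q = 0.00764). For NC-181 it was 0.943 (exact p = 0.0167, q = 0.0306), with r = 0.996 (p = 0.00417, q = 0.0153). For NC-350 it was also 0.943, with r = 0.83 (exact p = 0.0319, q = 0.0698). For NC-265 it was 0.657 (exact p = 0.175, q = 0.192), with r = 0.763 (p = 0.0625, q = 0.0859), and its 24 hr arrays read 17.74 and 16.89. These values span the 0 hr, 3 hr and later groups, and the later 4 time points are too few for a test of their own.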

NC-181 showed the highest correlation (*r*_S_ = 0.98), followed by NC-1321 (*r*_S_ = 0.90), NC-265 (*r*_S_ = 0.74), and NC-350 (*r*_S_ = 0.70). Of these four sRNAs, NC-181 was the most upregulated during iron-limiting conditions (log_2_FC = 3.71 at 48 h). 

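The log2FC of NC-181 was 1.60 at 3 hr, 3.35 at 12 hr, 3.37 at 24 hr, 3.77 at 48 hr and 3.80 at 72 hr (SE 0.107, q = 1.65e-08 at 72 hr). The next highest value was that of NC-265 at 24 hr, 1.84 (SE 0.341, q = 0.00147), followed by NC-1321 with 1.66 and NC-350 with 1.51 at 72 hr.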

The inducibility of several of these sRNAs by iron stress was verified by Northern analysis (Figure 7). The blots showed that NC-181 and NC-1321 accumulated as distinct sRNAs, about 70 and 80 nucleotides in length, with virtually identical kinetics. A distinct signal was obtained for NC-350, originating from the *slr0550-slr0551* intergenic spacer. Whereas the two low-molecular weight signals confirmed the presence of short transcripts, about 100 and 300 nucleotides in length, the longer signals suggest read-through and co-transcription with gene *slr0551* over its full length (Figure 7).

**Table 4:** sRNAs whose expressions are highly correlated with isiA expression over the time series

Upregulated, Log_2_(FC)						
Gene ID	3 hr	12 hr	24 hr	48 hr	72 hr	*q*
NC-181	1.52	3.31	3.52	3.72	3.74	5.09∙10^−8^
NC-1321	0.40	1.35	1.02	1.53	1.66	5.42∙10^−6^
NC-265	0.27	0.48	0.48	1.39	1.51	0.002
NC-350	0.36	1.04	0.41	0.82	1.49	5.13∙10^−7^
Downregulated, Log_2_(FC)						
Gene ID	3 hr	12 hr	24 hr	48 hr	72 hr	*q*
NC-117	−0.07	−0.90	−1.14	−0.50	−0.95	5.56∙10^−4^
NC-1606	−0.13	−1.05	−0.43	−1.06	−1.10	1.03∙10^−5^
NC-981	−0.40	−1.10	−0.48	−0.75	−0.57	6.84∙10^−6^
NC-1637	0.20	−0.59	−0.54	−1.12	−1.13	6.60∙10^−7^
NC-29	−0.69	−1.10	−1.79	−0.65	−1.04	7.26∙10^−7^
NC-954	−0.22	−0.74	−0.37	−1.37	−1.20	4.43∙10^−4^

Spearman correlation coefficient larger than 0.7 in absolute value.

**Figure 7:**
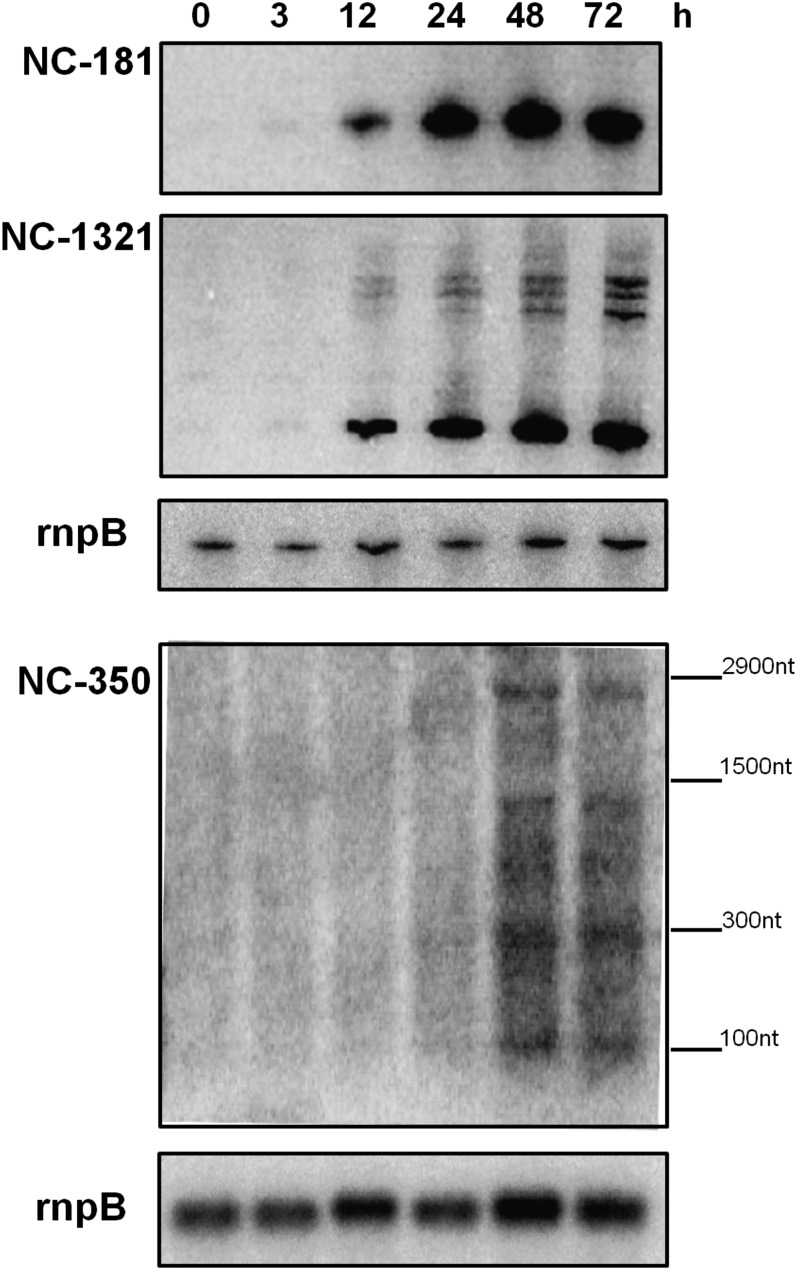
Northern blots confirming sRNAs inducibility by iron depletion over a period of 72 hr. Equal loading was verified by a control hybridization for the RNase P RNA (rnpB). For NC-350, the length of the selected marker bands is given to the right.

Because most bacterial sRNAs act through sequence-specific binding to regions close to the ribosome binding site of mRNAs, we sought to predict potential RNA targets using a window of 250 nucleotides around the respective start codons (150 upstream and 100 downstream) and employing the IntaRNA algorithm (Busch *et al.* 2008). Setting a free-energy cut-off of −10 kcal/mol, the number of predicted targets was 724 for NC-181, 100 for NC-1321, 772 for NC-265, and 539 for NC-350, indicating many potential false-positives. To reduce these numbers, the observed expression data were utilized. We reasoned that potential targets should show inverse correlation with sRNA levels, as most bacterial sRNAs studied so far are negative regulators of gene expression. 

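For the targets listed in Table S8, which the paper selected on these arrays, the rank correlation of sRNA and target over the 12 arrays was below -0.5 for 17 of 45 targets of NC-181, 2 of 6 of NC-1321, 6 of 29 of NC-265 and 4 of 23 of NC-350. Leaving out 0 hr replicate 2 raised the number for NC-265 to 22. By Pearson's correlation of the 5 log2FC, chosen after seeing the data, it was 45, 6, 28 and 23. Of the 103 listed pairs, 59 had a target above 0 hr at all 5 time points although the sRNA was also higher than at 0 hr, so for these 59 the inverse relation concerns the course after 3 hr and not the change from 0 hr. In a simulation with equal spread at all time points, 33.4% of unchanged transcripts lay on 1 side of 0 hr, above or below, at all 5. The 0 hr arrays varied more than the others and the 59 are targets above 0 hr only, so that share is no reference for them.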

Defining a threshold of *r*_S_ < −0.5 for inverse correlation, the list of candidates was drastically reduced to 45 potential targets for NC-181, 6 for NC-1321, 29 for NC-265, and 23 for NC-350 (Table S8). To assess whether sRNAs target specific functions, we carried out functional enrichment analyses. No significantly enriched function was detected for predicted targets of NC-1321 or NC-265. However, several functional categories were found to be enriched in potential targets of NC-181 and NC-350. The 45 potential targets of NC-181 tended to be overrepresented in the set of genes associated with “photosynthesis and respiration” (FDR = 3.01 × 10^−6^), mainly due to the presence of genes encoding subunits of ATP synthase (3 genes, FDR = 0.02) and NADH dehydrogenase (3 genes, FDR = 0.10). Equally, the 23 predicted targets for NC-350 were significantly enriched in genes linked to “energy metabolism” (FDR = 0.03); “fatty acid, phospholipid, and sterol metabolism” (FDR = 0.03); “photosynthesis and respiration” (FDR = 0.06); and “transport and binding proteins” (FDR = 0.05).

We also searched for sRNAs, whose expression was anticorrelated with *isiA*. In this case, we detected six transcripts (NC-117, NC-1606, NC-981, NC-1637, NC-29, and NC-954) that had a correlation coefficient of lower than −0.7 with *isiA*. 

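Below -0.7, the rank correlation with isiA over the 12 arrays lay for 18 differentially expressed sRNAs and for 52 of all expressed sRNAs. Of the 6 sRNAs listed, NC-1606, NC-981, NC-1637 and NC-954 were among the 18, and NC-117 (-0.685) and NC-29 (-0.517) were not. Over the 6 means it was -0.943 for NC-1637 and NC-954 (exact permutation p = 0.0167, q = 0.0306), with r = -0.782 (p = 0.0847, q = 0.104) and r = -0.861 (p = 0.0194, q = 0.0535). For NC-1606 it was -0.886 (exact p = 0.0333, q = 0.0524), with r = -0.857 (p = 0.0431, q = 0.0698). For NC-981 and NC-117 it was -0.771 (exact p = 0.103, q = 0.126), with r = -0.811 (p = 0.0444, q = 0.0698) and r = -0.543 (p = 0.276, q = 0.304), and for NC-29 -0.486 (exact p = 0.356), with r = -0.341 (p = 0.518).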

All of the detected sRNAs were significantly downregulated with respect to the control sample and, consequently, correlated with genes such as *Flv2*, *Flv4* and *petF* (*ssl0020*, encoding ferredoxin I), which were also downregulated during iron-limiting conditions. Such strong correlation with key players in iron homeostasis might be indicative for a functional role for this set of sRNAs.

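At 48 hr, NC-954 was at -1.36, NC-1637 at -1.13 and NC-1606 at -1.01 (log2FC, q = 6.05e-08, 3.11e-06 and 1.18e-05). NC-981 and NC-29 had their lowest values at 12 hr, -1.09 and -1.10, and NC-29 was above 0 hr at 24 hr (0.56, q = 0.00199). NC-117 did not pass the threshold, with -0.94 at 72 hr as its lowest value. In petF (ssl0020) the log2FC was 0.39 at 3 hr, -1.55 at 12 hr, -0.81 at 24 hr and -2.69 at 48 hr (SE 0.0702, q = 1.04e-08).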

## Discussion

Iron is an essential element for all organisms. In particular, cyanobacteria require sufficient iron to synthesize the photosynthetic machinery. However, the intracellular iron concentration has to be tightly regulated, as an excess of Fe^2+^ is toxic. To study the details of the underlying regulatory mechanism, we measured the expression upon iron limitation using a comprehensive microarray platform. Following the addition of DFB and the concomitant reduction of available iron, the expression of many protein-coding genes, asRNAs, and sRNAs was significantly affected. Complementary types of enrichment analysis pointed to the activation or repression of various processes and pathways. As expected, genes encoding proteins involved in iron transport, as well as other genes involved in the adaptation to iron depletion, such as the *isiAB* operon, were highly induced during the whole experiment. The observed transient accumulation of several transcripts encoding photosynthetic proteins was somewhat surprising. In particular, eight genes (including *isiA*) encoding subunits of the two photosystems were detected as differentially expressed (Table S4 and Figure S4). Among them, two genes, *psaL* and *psaK1*, associated with photosystem I accumulated during the first 12 hr (Table S4). Both corresponding proteins, PsaK1 and PsaL, are incorporated in the late steps of photosystem I assembly (Dühring *et al.* 2007). 

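At 3 hr, psaL (slr1655) was at 1.32 (log2FC, SE 0.0558, limma q = 1.96e-07) and psaK1 (ssr0390) at 1.11 (SE 0.0465, q = 1.89e-07). At 12 hr they were at 0.97 and 0.84, and at 72 hr at -0.40 (q = 0.000253) and -0.44 (q = 5.17e-05).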

Notably, PsaL has been shown to be essential in the formation of trimeric photosystem I complexes and also to facilitate the correct assembly of IsiA to the trimeric photosystem I (Kouřil *et al.* 2005). A similar induction during the first 12 hr was observed for *psaB* encoding one of the photosystem I core subunits. At later time points, *psaB* transcripts levels were strongly reduced, in agreement with previous reports (Table S4). 

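The log2FC of psaB (slr1835) was 0.43 at 3 hr (SE 0.0478, q = 4.13e-05) but -0.41 at 12 hr, so its increase did not last to 12 hr. It was at -0.55 at 24 hr, -0.97 at 48 hr and -1.17 at 72 hr (q = 1.54e-07), the only time point at which it reached the fold change limit.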

Components of photosystem II (*psbO*, *psbZ*, *psbI*, and *psb28*) also showed initial upregulation during the first 12 hr. 

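At 3 hr, psbO (sll0427) was at 1.42, psbZ (sll1281) at 1.26, psbI (sml0001) at 1.22 and psb28 (sll1398) at 1.64 (log2FC, SE 0.0757, 0.0476, 0.0808 and 0.0866). At 12 hr only psb28 (1.62) still reached the limit of 1. At 72 hr, psbO was at -0.59, psbI at -0.34, psbZ at 0.65 and psb28 at 0.98.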

PsbI and Psb28 both seem to perform a role in the assembly of photosystem II (Nixon *et al.* 2010). Interestingly, a mutant lacking *psb28* had impaired accumulation of both CP47 and the photosystem I core subunits, PsaA and PsaB. This limitation appeared to be linked to the synthesis and incorporation rate of chlorophyll into these proteins during assembly of both photosystems (Dobáková *et al.* 2009). Because the N-terminal domains of PsaA and PsaB, CP47, CP43, as well as IsiA, belong to the CP43-like family of chlorophyll-binding proteins, it is tempting to speculate that the observed upregulation of *psb28* during the first 12 hr might be due to its participation in the assembly of IsiA.

### Coordinated adaption of molecular processes and pathways to iron-limiting conditions

As iron-containing proteins serve diverse functions, any limitation of iron will affect various processes and pathways. For cyanobacteria, it is crucial to rapidly adapt the different molecular mechanisms to changes in external conditions. Because many of these processes are inherently linked, a coordinated response is required to balance potentially opposing demands and ensure maintenance of essential functions. Indeed, we observed such coordination between different pathways when we graphically visualized the functional dependencies of differentially regulated genes. Figure 8A shows the network of protein-coding genes based on their association with the KEGG pathways. Strikingly, many genes connecting distinct pathway are differentially regulated, indicating an adaptive change in the network of processes at systems levels.

**Figure 8:**
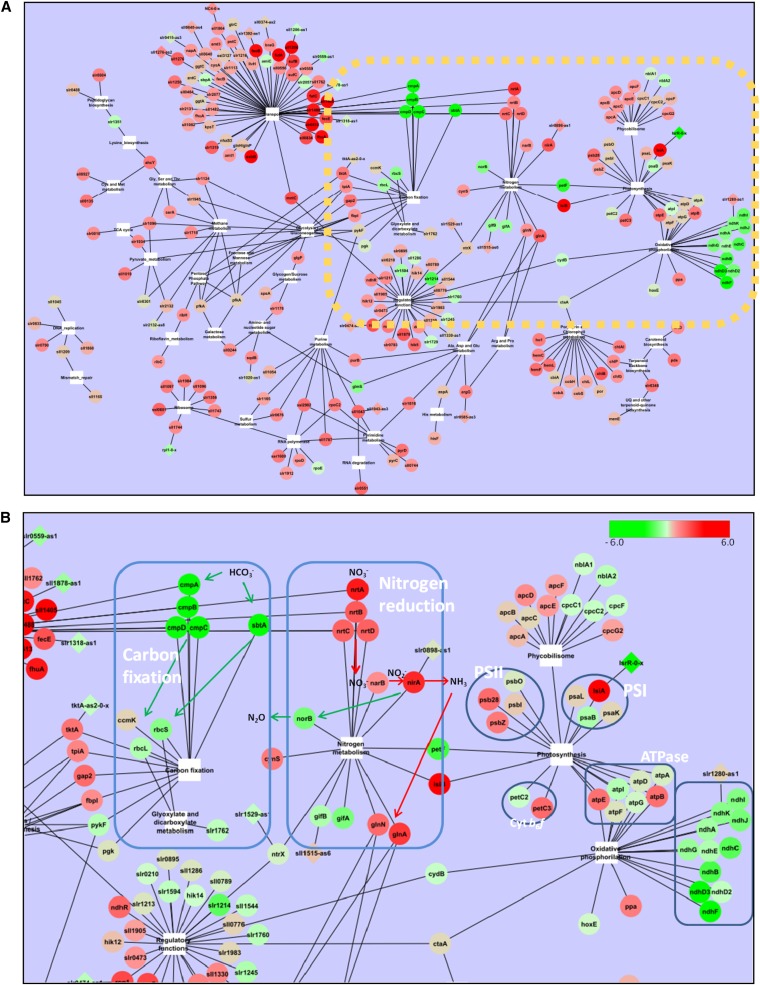
Expression data mapped onto the KEGG pathway network. Protein-coding genes (circular nodes) differentially expressed under iron-limiting conditions were linked to their associated KEGG pathways. Genes are colored based on the expression level after 48 hr from the addition of DFB according the displayed color bar. Antisense RNAs (diamond shapes) differentially expressed were linked to the corresponding complementary gene. The whole network is displayed in (A). The yellow rectangle marks the part that is enlarged in (B) and includes carbon fixation, nitrogen reduction, and the photosynthesis systems. HCO_3_^−^, NO_3_^−^, NO_2_^−^, N_2_O, and NH_3_ metabolites are shown in (B) to highlight pathways discussed in the main text.

Of particular interest here is the intriguing interplay of carbon fixation, nitrogen reduction, and the photosynthesis systems (Figure 8B). Genes encoding proteins involved in nitrogen transport and assimilation were positively regulated during all measured times (Figure S6), despite their functional iron dependency (Flores *et al.* 2005). It is important to note that even when these genes were significantly induced, the magnitude of the induction decreased over the course of the experiment (Table 2). This decrease may indicate that the system was settling into a new equilibrium. In contrast to nitrogen assimilation, genes encoding proteins involved in the uptake of inorganic carbon, such as CmpABCD, SbtAB, or subunits of the NDH complex 3 (Table 2), were negatively regulated (Figure 8B). 

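At 48 hr the log2FC was 1.31 for nirA (SE 0.0646, limma q = 7.65e-07), 2.00 for nrtA and 0.91 for nrtC. All 3 were higher again at 72 hr, at 2.21, 2.46 and 1.09, so that the decrease in induction did not run through to the last time point.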

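At 72 hr, sbtA (slr1512) was at -5.24 and slr1513 at -4.85 (log2FC, SE 0.0802 and 0.077), and the NDH genes sll1733, sll1734 and sll1735 at -3.73, -3.50 and -2.82.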

Notably, these genes, which displayed a downregulation in our study, also belong to the core set of only 28 genes that were differentially expressed in all independent microarray experiments monitoring iron homeostasis in *Synechocystis* (Table S5). Similar downregulation of genes involved in carbon fixation was reported by Shcolnick *et al.* (2009) following the induction of iron stress by DFB, and it can also be observed in the data by Houot *et al.* (2007), which had triggered iron stress without the use of a chelator.

A coordinated inverse regulation between genes involved in the metabolism of carbon and nitrogen has been reported before (Muro-Pastor *et al.* 2001; Osanai *et al.* 2006). Since both processes, nitrogen reduction and carbon fixation, depend on iron-containing enzymes, a coordinated regulation might reflect the prioritization of one pathway over the other depending on the environmental conditions. The inference of such coordinated regulation is supported by several other observations. For instance, a mutant lacking the metal-regulated gene A (*mrgA*), encoding a protein that exerts a role in the mobilization of iron from bacterioferritins (Shcolnick *et al.* 2007), showed a similar downregulation of genes involved in carbon fixation and upregulation of nitrite/nitrate transporters compared with wild-type strain even under normal conditions. The levels of expression of these genes is probably due to the impaired mobilization of iron from the cell reservoirs and thus explains why the *mrgA* knockout presents transcript levels resembling those of iron-stressed cells (Shcolnick *et al.* 2009). A further link between carbon fixation and iron limitation is likely provided by the *sll0217-sll0218-sll0219* operon, which is involved in acclimation to low-carbon, high-light stress and whose expression under such stress conditions reduced photosystem II damage (Hihara *et al.* 2001; Zhang *et al.* 2009). In iron-limiting conditions, photosystem II protective mechanisms can be expected to be especially important due to the observed reduction in the number of photosystem I complexes. Surprisingly, however, it was downregulated in our study. Thus, the repression of these genes might be caused either because of their iron content or because of their association to carbon fixation. This latter affirmation is supported by the detected upregulation of *ndhR*, a negative regulator of genes involved the CO_2_ uptake system of *Synechocystis* (Wang *et al.* 2004), including the *sll0217-sll0218-sll0219* operon (Eisenhut *et al.* 2012), as well as recent findings indicating that Flv2 and Flv4 might function as an alternative photosystem II electron acceptor to plastoquinones, directing electrons to enzymes involved in carbon fixation (Zhang *et al.* 2012). In summary, several independent lines of investigation suggest a direct effect of iron availability on iron-dependent pathways dedicated to carbon and nitrogen fixation.

### Inference of RNA regulators and remodeling of the transcriptome

Knowledge about the abundance of ncRNAs and the different ways in which they can modify the expression of their regulatory targets has increased dramatically in recent years for all kingdoms of life (Barrandon *et al.* 2008; Storz 2002) and has altered our view of the composition of the genome for bacteria (Georg and Hess 2011). The function of the vast majority of the more than 300 recently described sRNAs originating from intergenic regions in *Synechocystis* and of the asRNAs against more than 800 different genes is still unknown (Mitschke *et al.* 2011a). In the context of iron homeostasis, recent studies discovered asRNAs against key genes such as *fur*A and *isi*A, and they revealed their role as regulatory elements in *Anabaena* and *Synechocystis*. A prime example for the action of asRNA is given by IsrR, which contributes to the posttranscriptional control of chlorophyll-binding protein IsiA (Dühring *et al.* 2006). This regulation was also clearly reflected in our experiment, in which a strong negative correlation between both transcripts was observed. 

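In the step from 3 hr to 12 hr, within the slide that holds both time points, isiA rose by 3.48 (log2, q = 2.77e-05) and IsrR fell by 6.11 (q = 5.72e-10).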

Strikingly, the expression of several other asRNAs and their corresponding sense-RNAs were also affected by the lack of iron (Table 3). The use of asRNAs as regulatory factors might offer multiple advantages, such as fast responses to environmental stimuli and the efficient silencing of gene expression from leaky promoters. The three classes of asRNAs/mRNAs pairs displayed in Figure 6 appear to be characterized by different relative levels of expression. In class I, asRNAs tend to be more expressed than the protein-coding genes, whereas in class III, the reversed relation was observed. How these patterns influence protein abundance remains to be determined in follow-up studies.

We also detected differential expression for various sRNAs (Table S6). Regulatory sRNAs involved in the regulation of iron homeostasis are known from several different groups of bacteria. The best-studied representative is the enterobacterial sRNA RyhB (Wassarman *et al.* 2001), which regulates more than 20 different proteins when iron becomes limiting (Masse and Gottesman 2002; Salvail and Masse 2012). By analogy to the regulation of *ryhB* expression by Fur in *E. coli*, we might expect that a functional RyhB homolog in *Synechocystis* will cluster with genes such as *isiA* or with genes encoding iron transporters. Three such co-regulated sRNAs, NC-181, NC-1321, and NC-350, whose expression is highly correlated with that of *isiA*, were identified, and their iron-dependent regulation was confirmed by Northern analyses. For NC-350, Northern analyses suggested that two of the four NC-350 transcripts extend the coding sequence of gene *slr0551* and therefore might constitute its 5′-UTR rather than be a *bona fide* sRNA (Figure 7). With a length of 456 nucleotides, this is one of the longest 5′-UTRs in *Synechocystis*, providing an extensive target for regulatory factors. Interestingly, the protein encoded by *slr0551* is an RNase J homolog. 

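The log2FC of slr0551 was 0.12 at 3 hr (q = 0.0813, with 50% of its 4 probes above 0 hr), 0.77 at 12 hr, 0.25 at 24 hr, 0.98 at 48 hr and 1.95 at 72 hr (SE 0.0569, q = 2.01e-08). It passed the threshold at 72 hr only. The neighbouring slr0550 had 0.76 at 72 hr and did not pass.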

RNase J was originally discovered in *Bacillus subtilis* (Even *et al.* 2005). Although it is absent in *E. coli*, it is typically present in cyanobacteria and Archaea (Clouet-d’Orval *et al.* 2010; Hasenohrl *et al.* 2011). There is no information on the function of RNase J in cyanobacteria. However, it does play a major role in the evolutionarily related plant chloroplasts, in which it compensates for inefficient transcription termination by removal of antisense RNA (Sharwood *et al.* 2011). Since sense-antisense RNA interactions are at the heart of the iron stress response in *Synechocystis*, the observed activation of RNase J expression suggests this enzyme plays a functional role in remodeling the cyanobacterial transcriptome under iron stress. The very long 5′UTR may play a regulatory or autoregulatory function, analogous to the 361-nucleotide 5′ UTR of the RNase E mRNA in *E. coli* (Diwa *et al.* 2000). It should be stressed that at present we cannot exclude a separate sRNA function for the two shorter NC-350 transcripts.

A clearer picture was found for NC-181 and NC-1321, for which we detected accumulation of distinct sRNAs, 70 and 80 nucleotides in length. Thus, both upregulated sRNAs and possibly also NC-265 are prime candidates for regulators of gene expression under iron stress on a posttranscriptional level. A putative regulatory role is further supported by the analysis of predicted target genes. For NC-181, superoxide dismutase B (*sodB*) ranks relatively high on the list of targets (predicted energy -11.42 kcal/mol; Table S8). 

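The log2FC of sodB (slr1516) was -0.25 at 3 hr (SE 0.0597, q = 0.00478), -1.40 at 12 hr, -1.05 at 24 hr, -1.86 at 48 hr and -1.56 at 72 hr (q = 1.07e-07), while NC-181 was higher than at 0 hr at all 5.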

Notably, this gene is also regulated by RyhB in *E.coli* and by PrrF1 and Prrf2 in *Pseudomonas aeruginosa* (Afonyushkin *et al.* 2005; Masse *et al.* 2005; Wilderman *et al.* 2004). Moreover, we noticed that, based on sequence similarity, possible homologs of NC-181 might exist in widely different groups of cyanobacteria, including several other unicellular as well as filamentous species (data not shown).

### Conclusions

Most previous work on bacterial sRNA regulators involved in the iron stress regulatory networks has focused on human pathogens. However, for cyanobacteria as photosynthetic organisms equipped with versatile iron-dependent proteins, the regulation of iron homeostasis might be more complex. Our study provides the first time-resolved in-depth analysis of possible RNA regulators of iron homeostasis in a cyanobacterial model organism. It suggests a very complex regulatory network involving many more components at posttranscriptional level than is so far known from other bacteria. We have identified 10 sRNAs, 62 asRNAs, four 5′ UTRs, and seven intragenic elements likely to be involved in the iron regulatory network. In particular, our finding of 10 strongly iron-regulated sRNAs indicates extensive posttranscriptional regulation. Among the predicted targets of some of these sRNAs are several electron transfer chain components and proteins requiring iron as a cofactor. Future work is needed to address the specific functions of these sRNAs *in vivo*. Our identification of a small set of regulated sRNAs is an essential precondition for such experiments. As *Synechocystis* can be easily manipulated and as a large number of functional genomics and genetics tools are available, their functions can now be efficiently characterized. To facilitate follow-up studies, we included the microarray data in the CyanoEXpress database (http://cyanoexpress.sysbiolab.eu), where it can be interactively displayed and analyzed by other researchers. Furthermore, the identification of 28 protein-coding genes, detected in this and three previous microarray studies as differentially expressed, defined a core set of proteins involved in the iron-stress response. The fact that several genes involved in the assimilation of inorganic carbon are included in this core set suggests a previously unknown link between carbon and iron regulatory networks that is worth studying further. In addition, 9 of these 28 proteins are of unknown function and present promising targets for detailed functional analysis.

## Supplementary Material

Supporting Information

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

Supporting Information 

# Iron Deprivation in *Synechocystis*: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling

## Supporting Information for Hernandez-Prieto *et al.*, 2012

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S6, File S1, and Tables S1-S8 (PDF, 2.4 MB)
- Figure S1 - Minimum centroid distance for variation of FCM parameter c (PDF, 85 KB)
- Figure S2 - Example of two differentially regulated gene sets detected by PGSEA (PDF, 96 KB)
- Figure S3 - Expression of protein-coding genes with respect to the corresponding 5' UTRs and intragenic elements (PDF, 190 KB)
- Figure S4 - Genome-wide overview combining 454 reads sequencing data for each nucleotide from the (+) and (-) cDNA populations from Mitschke et al. 2010 with the microarray data (PDF, 12 MB)
- Figure S5 - Comparison of microarray experiments (PDF, 163 KB)
- Figure S6 - Functional network based on KEGG pathways (PDF, 1.8 MB)
- File S1 - Extended methods (PDF, 81 KB)
- Table S1 - List of primers used to generate single-stranded RNA probes to test gene expression under iron limiting conditions (PDF, 87 KB)
- Table S5 - Core set of genes detected as differentially expressed in all iron-stress studies compared in this article (PDF, 97 KB)
- Table S6 - List of Antisense RNAs differentially expressed (PDF, 227 KB)
- Table S7 - List of Small RNAs differentially expressed (PDF, 121 KB)
- Table S8 - List of predicted targets for the sRNAs induced during iron starvation (PDF, 136 KB)
- Table S2 - Soft clustering membership values (.xls, 539 KB)
- Table S3 - Results from EADEG (S3A-sheet 1) and GSEA (S3B-sheet 2) analysis (.xls, 58 KB)
- Table S4 - List of protein-coding genes differentially expressed (.xls, 179 KB)

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

## **SUPPORTING INFORMATION**

for the article:

### **Iron deprivation in *Synechocystis*: Inference of pathways, non-coding RNAs and regulatory elements from comprehensive expression profiling**

#### **Content**

|           |                                                                                                                                                                                                                 |              |
|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|
| <b>1</b>  | <b>Extended Methods</b>                                                                                                                                                                                         | <b>2 SI</b>  |
|           | a. Estimation of optimal parameters for soft clustering                                                                                                                                                         |              |
|           | b. Previous <i>Synechocystis</i> microarray studies included in meta-analysis                                                                                                                                   |              |
| <b>2</b>  | <b>Figure S1</b> – Minimum centroid distance for variation of FCM parameter c                                                                                                                                   | <b>5 SI</b>  |
| <b>3</b>  | <b>Figure S2</b> – Example of two differentially regulated gene sets detected by PGSEA                                                                                                                          | <b>6 SI</b>  |
| <b>4</b>  | <b>Figure S3</b> – Expression of protein-coding genes with respect to the corresponding 5'UTRs and intragenic elements                                                                                          | <b>7 SI</b>  |
| <b>5</b>  | <b>Figure S4</b> – Genome-wide overview combining 454 reads sequencing data for each nucleotide from the (+) and (-) cDNA populations from Mitschke <i>et al.</i> 2010 with the microarray data (Figure_S4.pdf) | <b>9 SI</b>  |
| <b>6</b>  | <b>Figure S5</b> – Comparison of microarray experiments                                                                                                                                                         | <b>10 SI</b> |
| <b>7</b>  | <b>Figure S6</b> – Functional network based on KEGG pathways                                                                                                                                                    | <b>11 SI</b> |
| <b>8</b>  | <b>Table S1</b> – List of primers used to generate single-stranded RNA probes to test gene expression under iron limiting conditions                                                                            | <b>14 SI</b> |
| <b>9</b>  | <b>Table S2</b> – Soft clustering membership values (Table_S2.xlsx)                                                                                                                                             | <b>15 SI</b> |
| <b>10</b> | <b>Table S3</b> – Results from EADEG (S3A-sheet 1) and GSEA (S3B-sheet 2) analysis (Table_S3.xlsx)                                                                                                              | <b>16 SI</b> |
| <b>11</b> | <b>Table S4</b> – List of protein-coding genes differentially expressed (Table_S4.xlsx)                                                                                                                         | <b>17 SI</b> |
| <b>12</b> | <b>Table S5</b> – Core set of genes detected as differentially expressed in all iron-stress studies compared in this article                                                                                    | <b>18 SI</b> |
| <b>13</b> | <b>Table S6</b> – List of Antisense RNAs differentially expressed                                                                                                                                               | <b>20 SI</b> |
| <b>14</b> | <b>Table S7</b> – List of Small RNAs differentially expressed                                                                                                                                                   | <b>25 SI</b> |
| <b>15</b> | <b>Table S8</b> – List of predicted targets for the sRNAs induced during iron starvation                                                                                                                        | <b>28 SI</b> |

**1. Estimation of optimal parameters for soft clustering**

The parameters for the fuzzy c-means (FCM) algorithm (i.e., the number of clusters  $c$  and the fuzzifier  $m$ ) were obtained following the approach proposed by Schwämmle and Jensen (2010). An optimal value of 2.02 for the fuzzifier  $m$  was estimated from the number of clustered genes ( $N= 3218$ ) and the number of time points ( $D=5$ ) using their heuristically derived formula. This setting of parameter  $m$  ensures that no clusters are found for randomized data with the same number of genes and time points.

The minimum centroid distance ( $D_{min}$ ) was calculated for repeated clustering, with  $c$  ranging from 2 to 20 (Figure S1). In general,  $D_{min}$  decreases monotonically. For values larger than  $c=4$ , however,  $D_{min}$  decreases notably less, indicting  $c=4$  as an optimal solution (Schwämmle and Jensen 2010). The complete set of expressed genes resulting from filtering was utilized for this calculation.

## 2. Previous *Synechocystis* microarray studies included in meta-analysis

Microarray data obtained in our study were compared to three previously published microarray experiments that monitored the transcriptional response in *Synechocystis* to perturbations of extra-cellular iron concentration (Singh, McIntyre et al. 2003; Shcolnick, Summerfield et al. 2009; Houot, Floutier et al. 2007).

Singh et al. measured the gene expression during the recovery from stress produced by lack of iron. Firstly, cells were grown for at least 6 days in iron-free media at 30°C with a light intensity of 20-30  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$ . Subsequently, iron was added directly to the media and samples were taken at 0, 3, 12 and 24 hours after reconstitution.

Houot et al. induced iron starvation in *Synechocystis* cells by growing them in media containing 1 or 2 mM of ferric ammonium citrate for 2 days at 30°C with a light intensity around 30  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$ . Cells were washed and re-suspended in iron-free media for another 2 days before RNA was extracted. Houot et al. also measured gene expression in cells grown under iron excess. Here, cells were exposed to an iron concentration 1000 times higher (17mM) than that of standard BG11 (17  $\mu\text{M}$ ). Samples were taken 4 and 6 hours after the addition of the extra iron.

Shcolnick et al. extracted RNA from iron starved cells using desferrioxamine B (DFB) as a chelator (Shcolnick, Shaked et al. 2007). The cells were grown at 30°C with a light intensity of 60  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$  in the modified BG11 media, YBG11, in the presence of 50  $\mu\text{M}$  DFB.

Besides the differences introduced due to experimental set-up and sampling time, experiments also differed in the microarrays used: both Singh et al. and Shcolnick et al. applied the platform described by Postier et al. (Postier, Wang et al. 2003), which is based on a two stage polymerase chain reaction (PCR) method to create probes against 3165 genes in the *Synechocystis* chromosome; whereas Houot et al. used the commercially available CyanoCHIP (<http://www.takara-bio.com>), which employs PCR fragments of C-terminal coding regions from 3079 genes in the *Synechocystis* chromosome as probes.

As result, the four independent studies partially differed in the set of genes detected as differentially expressed. Such divergence is a common feature when comparing gene expression data sets derived from different platforms. More importantly, however, the gene sets derived from the four studies show significant overlap. The results from our study are most similar to those by Houot et al. with 165 shared genes (40.5 % of differentially expressed genes in Houot et al.) (Figure S5). Less overlap was detected with the studies of Shcolnick et al. (112 genes; 33.7 %) and Singh et al. (72 genes; 23.8 %). In general, the measured expression levels tend to be concurrent, as shown by the calculated Pearson's correlation coefficients of  $\log_2\text{FC}$  for differentially expressed genes between our and previous studies. The highest correlation was obtained for the study by Houot et al. ( $R^2 = 0.55$ ) (Figure 4D), followed by Shcolnick et al. ( $R^2 = 0.47$ ) (Figure 4C) and Singh et al. ( $R^2 = 0.46$ ) (Figure 4B). Based on the corresponding contingency tables for differential expression, the observed

similarity with previous studies was highly significant (Houot et al.:  $p = 2.2 \times 10^{-16}$ , Shcolnick et al.:  $p = 4.0 \times 10^{-12}$ , Singh et al.:  $p = 0.02$ ).

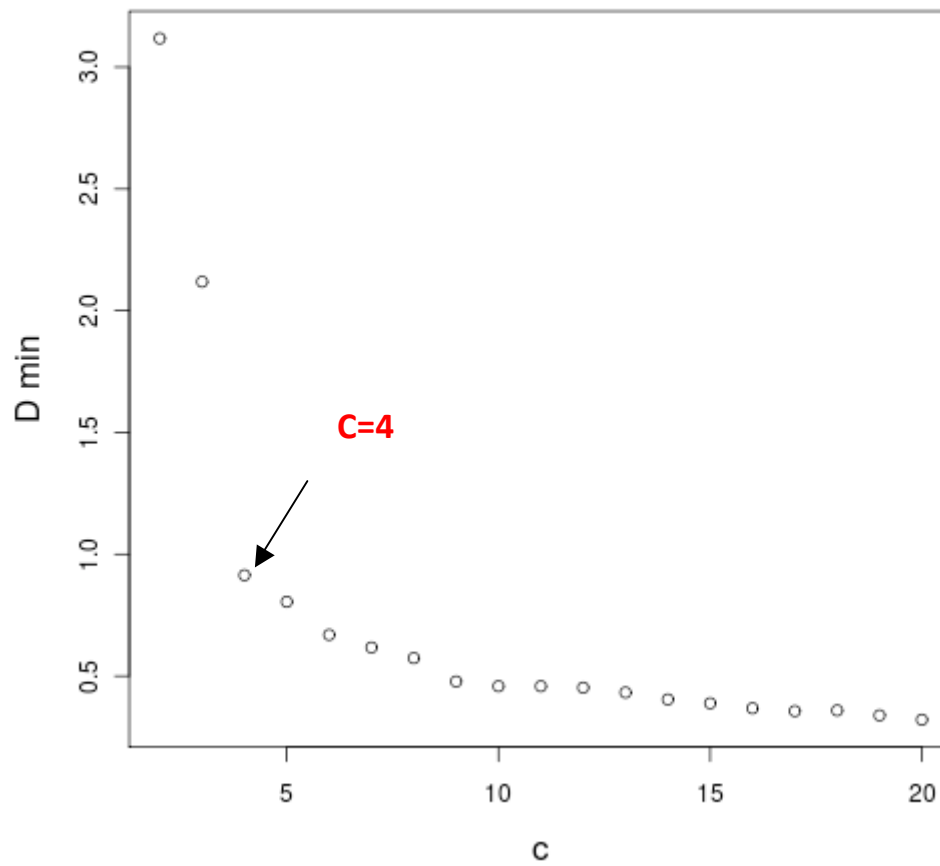

**Figure S1** Minimum centroid distance for the variation of FCM parameter  $c$ . The expression data set was repeatedly clustered ( $N=10$ ) for integer values of  $c$  from 2 to 20. For FCM clustering, the Bioconductor package *Mfuzz* was employed. After each clustering, the minimum centroid distance was calculated. The plot shows average minimum centroid distance with respect to parameter  $c$ . The average minimum centroid distance decreases notably less for  $c > 4$ , indicating  $c=4$  as the optimal value.

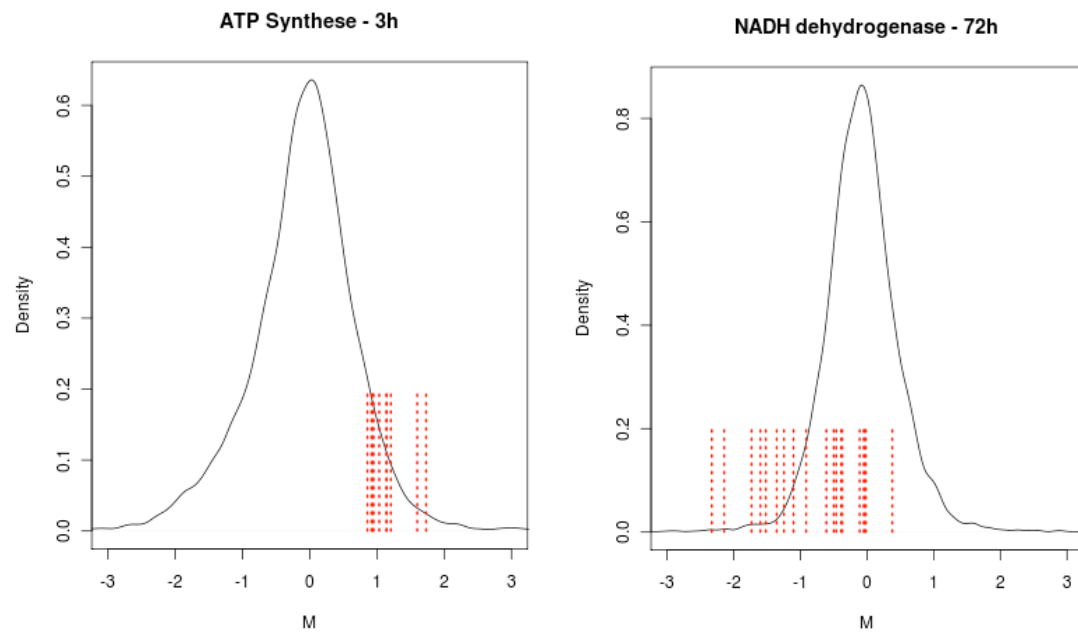

**Figure S2** Differentially regulated gene sets detected by PGSEA. The plots show two examples of gene sets that were significant differentially regulated by parametric gene set enrichment analysis (PGSEA). The black line represents the distribution of logged fold changes (M) at time point 3h (left side) and 72h. The dashed red lines indicate the expression changes for genes associated with ATP synthase (left side) and NADH dehydrogenase (right side) in Cyanobase. Genes associated with ATP synthase tend to be up-regulated at time point 3h, whereas genes associated with NADH dehydrogenase tend to be down-regulated at time point 72h.

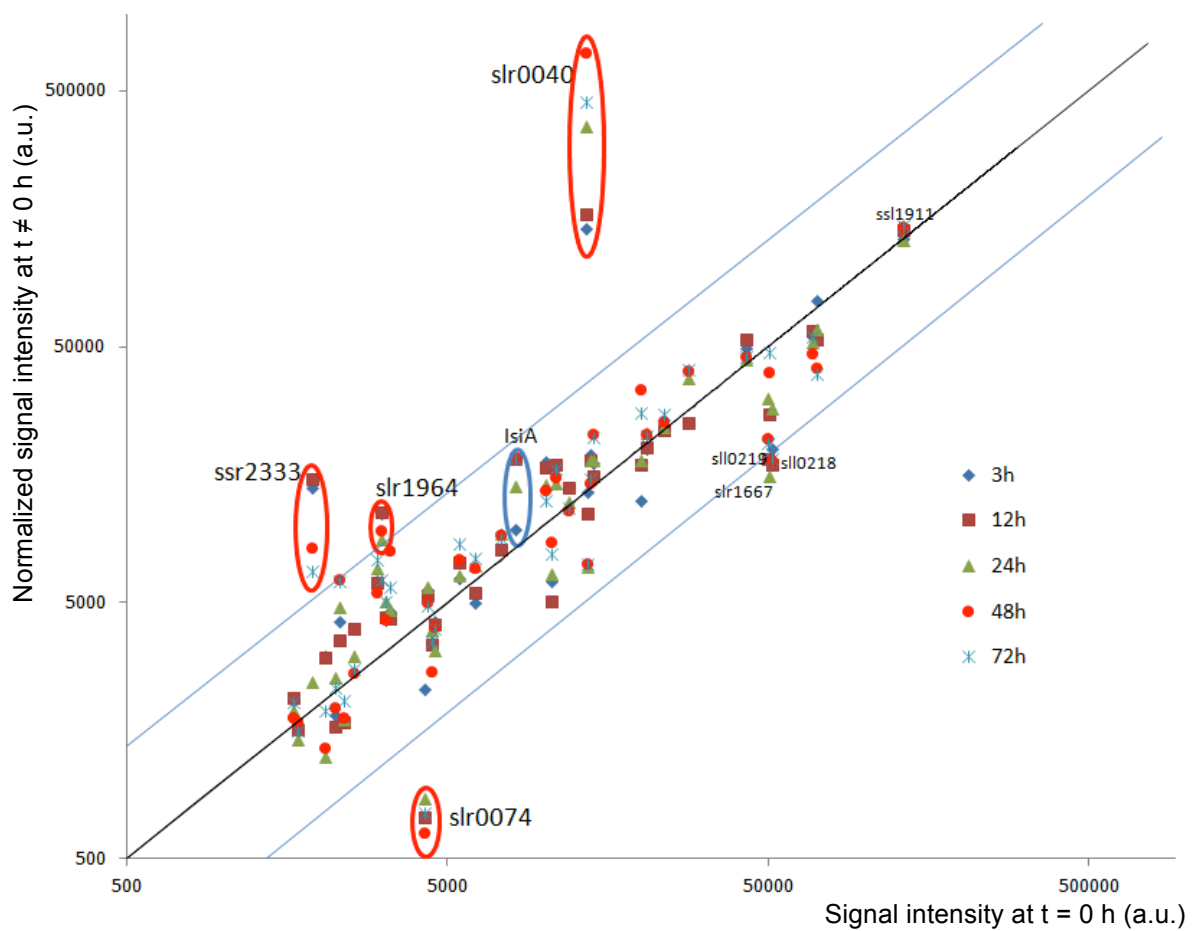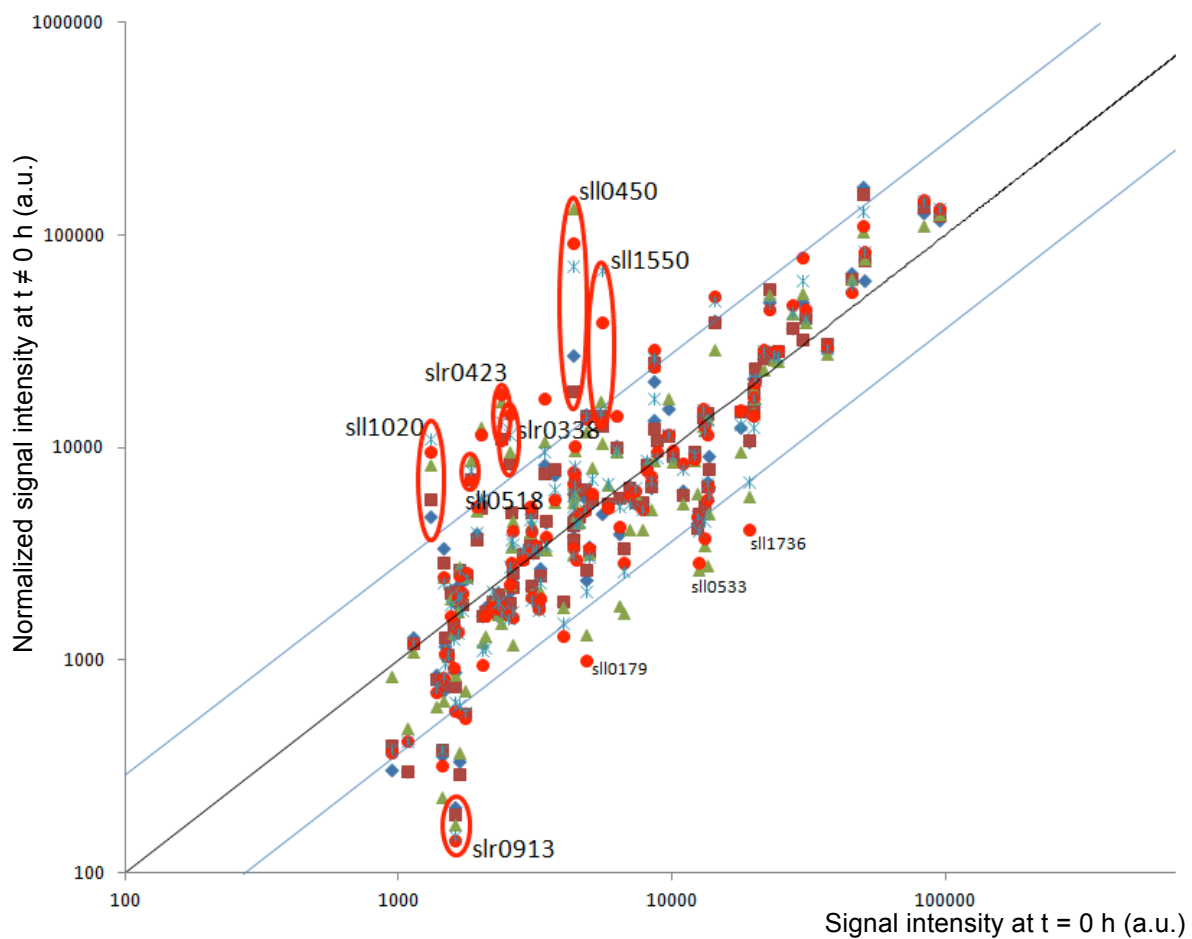

**Figure S3** Expression of protein-coding genes with respect to the corresponding 5'UTRs and intragenic elements. To determine whether the differences in signal intensity detected between 5'UTR or intragenic elements with respect to the main gene were due to differences in transcript levels or were simply artifacts caused by different probe affinity, the signals were normalized as follows: We used the ratio obtained from dividing the intensity of (A) the 5'UTR or (B) intragenic element at each time point ( $X_t$ ) by their intensity at time point 0h ( $X_{0h}$ ) to normalize the gene intensity at each sampled time ( $Y_t$ ). As a result, when plotting the gene intensity at time 0h ( $Y_{0h}$  in the X axis) against its normalized signal intensity at each time point (e.g.  $[(X_{0h}/X_{3h}) * Y_{3h}]$ ), pairs where transcripts vary in a similar manner will fall around a  $X=Y$  central line, while pairs in which the 5'UTR or intragenic element is regulated differently to the gene will fall over or under it (red-circled genes). We have marked only those pairs for which all time points were over the set threshold as differently regulated.

Figure S4 is available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.003863/-/DC1> or <http://cyano.sysbiolab.eu/Publications/IronDeprivation.FigureS4.pdf> (11.5MB)

**Figure S4** Genome-wide overview combining 454 reads sequencing data for each nucleotide from the (+) and (-) cDNA populations from Mitschke *et al.* 2011 with the microarray data. The sequenced cDNA libraries were derived from untreated RNA (-), and from RNA enriched for primary transcripts by terminator exonuclease treatment (+). The reads of the (-) library (light grey) are accumulated on the reads of the (+) library (dark grey), reads are log2 transformed. The mean normalized log2 expression values (scale on left) of the 6 different microarray experiments with different time points of iron depletion are plotted for each probe as short horizontal bars that span the corresponding hybridization region. All probes of a single RNA feature are connected by lines. The control condition (0h -Fe) is plotted in green and the different time points are given in different shades of orange. A legend for the color code is given in the upper left region of the plot. Open reading frames are shown in dark blue, internal transcripts in light blue, UTRs in white, antisense RNAs in red and intergenic encoded ncRNAs in yellow.

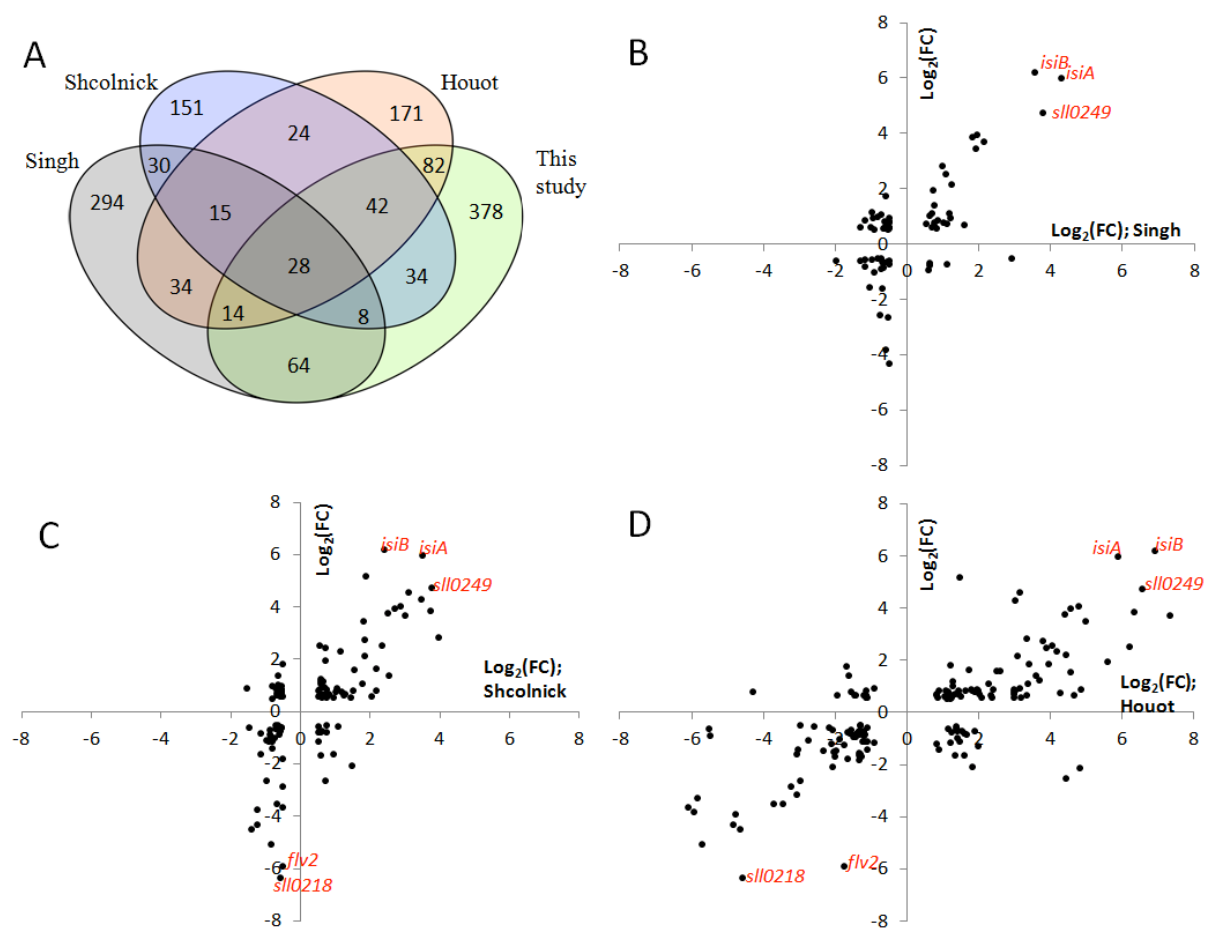

**Figure S5** Comparison of microarray experiments. (A) Venn diagram that display the number of protein-coding genes differentially expressed (absolute  $\log_2(\text{FC}) \geq 0.5$ ,  $p \text{ value} < 0.05$ ) in the compared experiments. Numbers in the overlapping areas indicate genes that exhibited differential expression in either two, three or four of the studies compared. (B-D) The expression changes between samples grown in iron repleted and depleted conditions obtained in each of the compared experiments were plotted in the form of  $\log_2(\text{FC})$  against the median  $\log_2(\text{FC})$  obtained in our analysis. Key genes in the iron stress response, such as *isiA* and *isiB*, and genes encoding the flavodiiron protein (*flv2*) and the cotranscribed *sll0218*, which undergo down regulation upon DFB addition, are indicated in red.

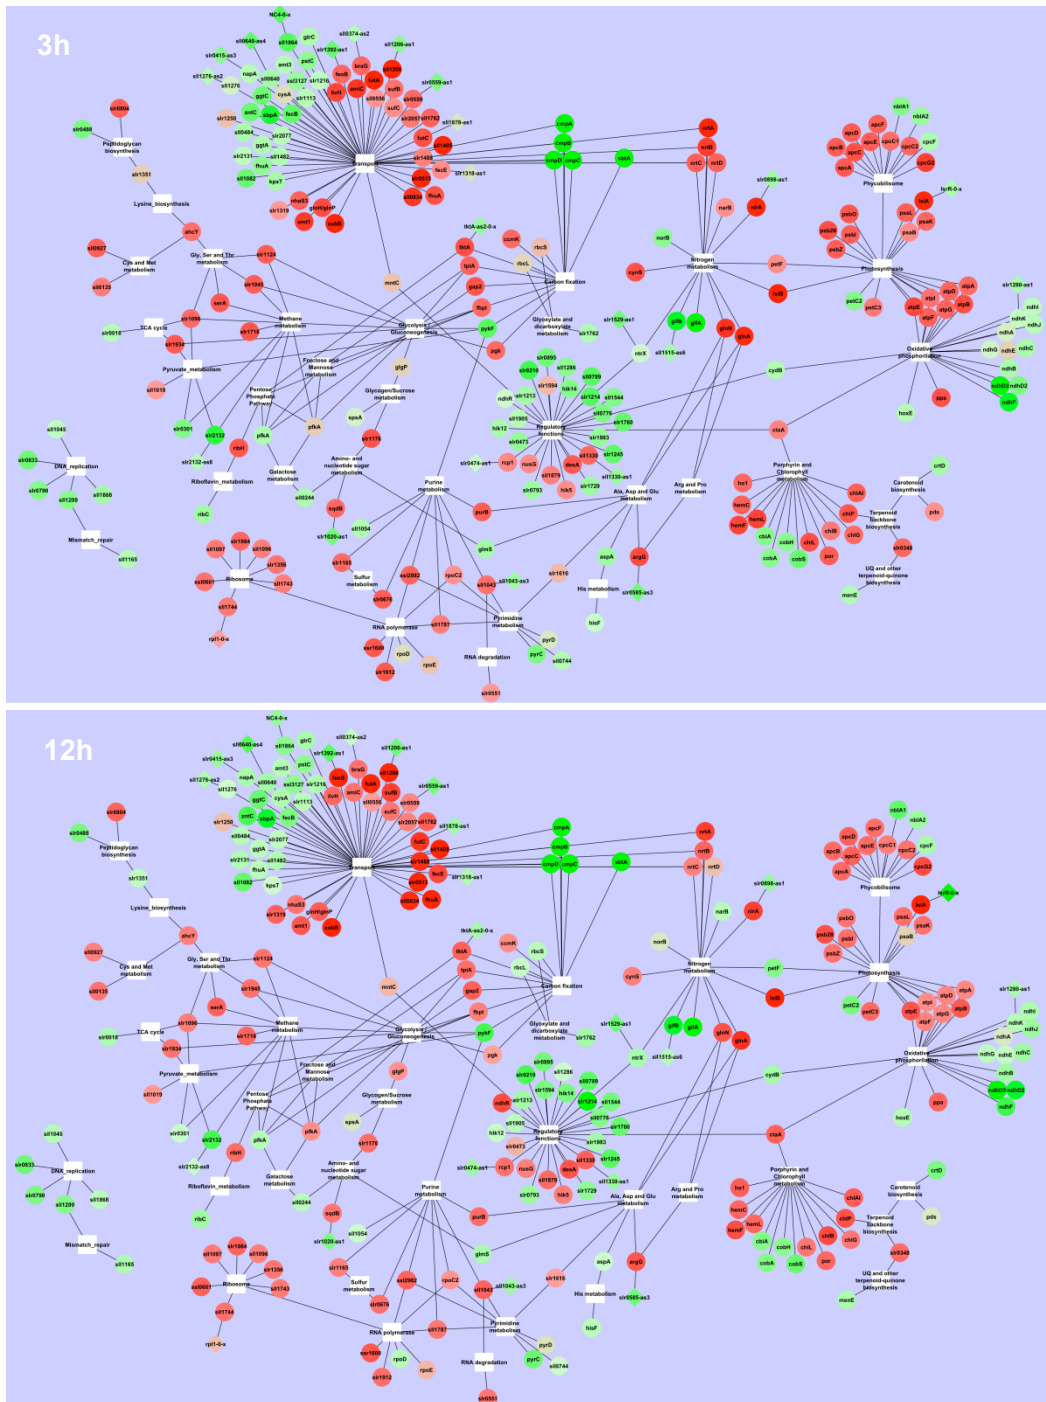

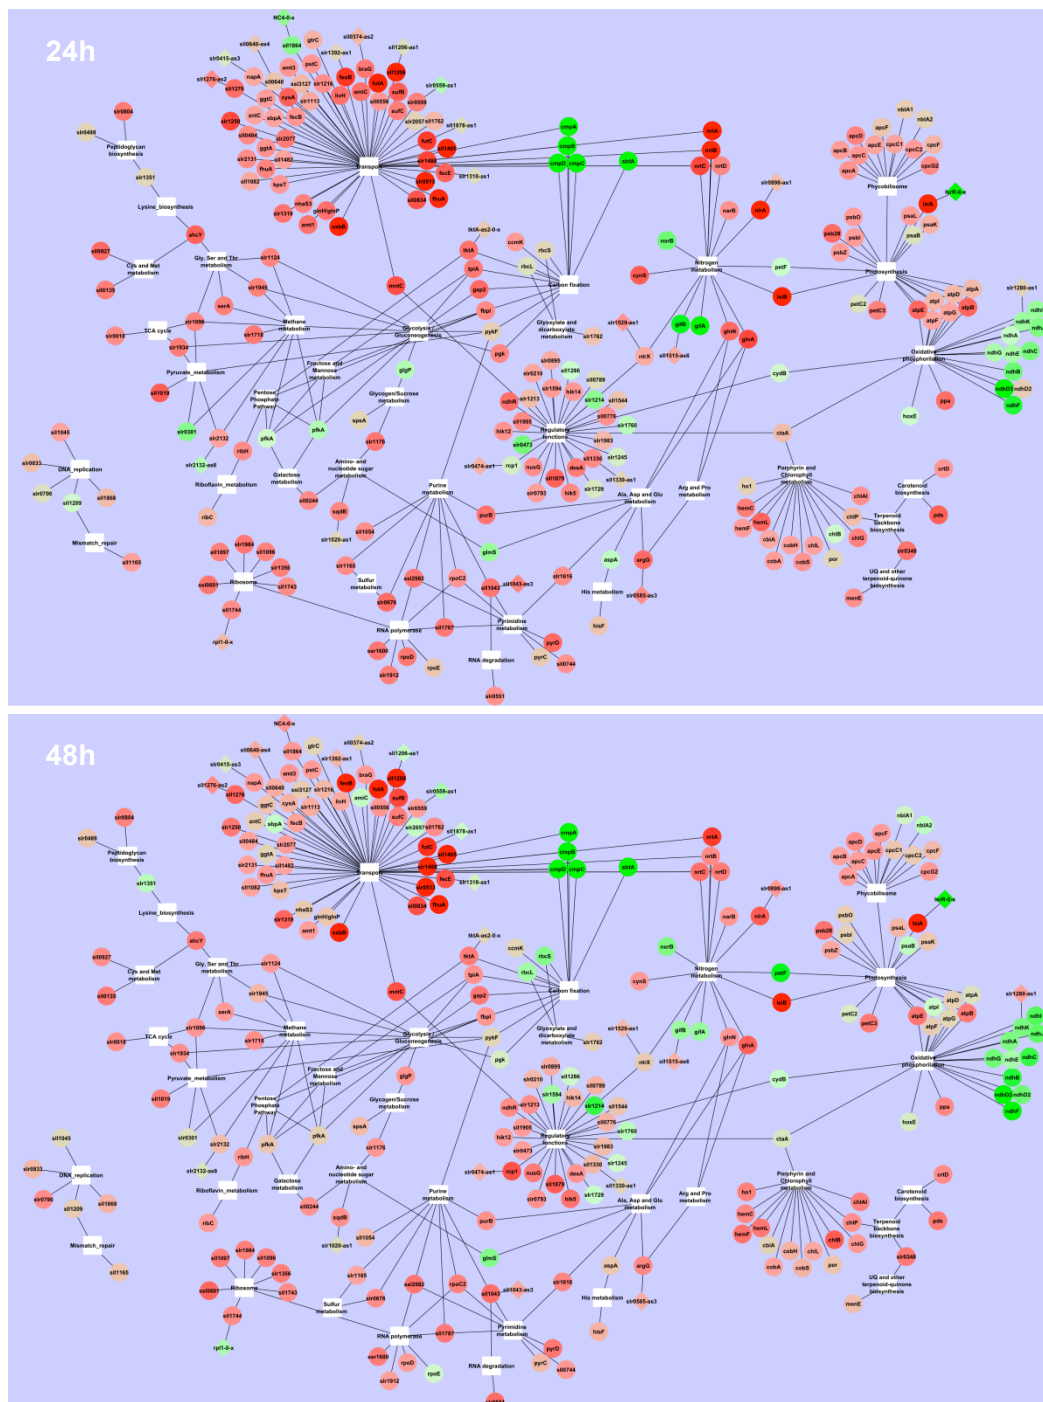

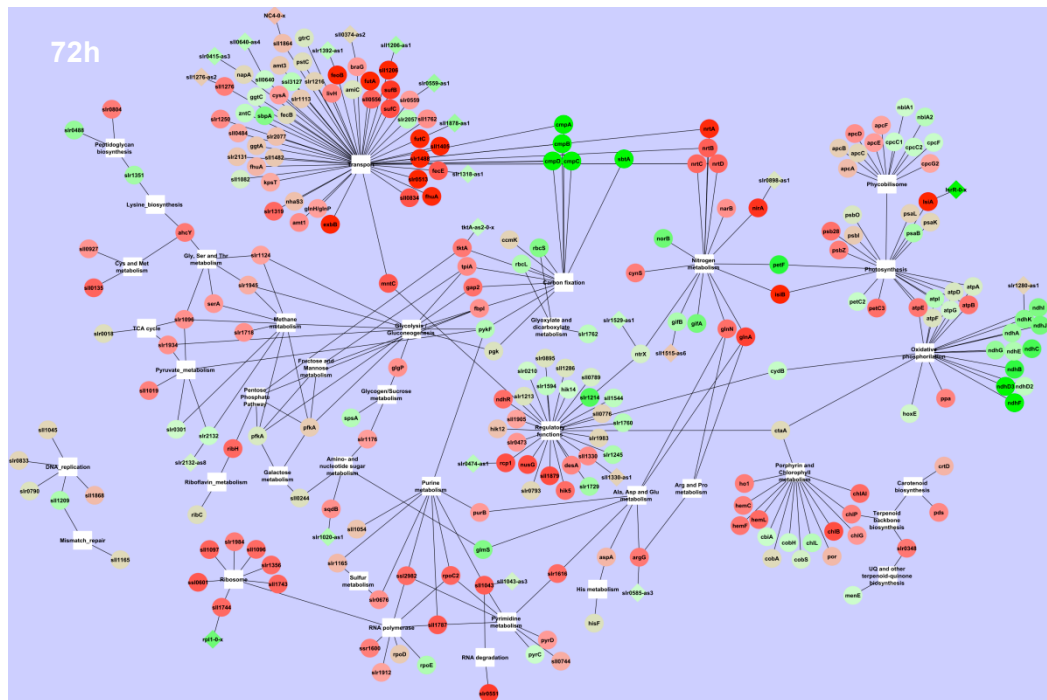

**Figure S6** Functional networks based on KEGG pathways. Protein-coding genes (represented by circular nodes), which were differentially expressed under iron limiting conditions, are linked to their corresponding KEGG pathway (square nodes). Furthermore, differentially expressed asRNAs (diamond nodes) are linked to their complementary protein-coding genes. Genes with functional roles in more than one pathway are linked to all of them (such as *glnA* and *glnN*, which are key elements of three KEGG pathways “Nitrogen metabolism”, “Arginine and proline metabolism” and “Alanine, aspartate, and glutamate metabolism”). The magnitude of expression changes at different time points are color-coded with shades of red indicating induction and shades of green indicating repression.

**Table S1** List of primers used to generate single-stranded RNA probes to test gene expression under iron limiting conditions.

| Region targeted | Primer name    | Sequence                                           |
|-----------------|----------------|----------------------------------------------------|
| 5'UTR-isiA      | 5'UTR-isiA-fw  | 5'-TAATACGACTCACTATAGG GCACAGAATTGCCTCCTTAATTGA-3' |
|                 | 5'UTR-isiA-rev | 5'-ATCAGTGGTTTGAGCTTAGTCC-3'                       |
| NC-181          | NC-181-T7-fw   | 5'-TAATACGACTCACTATAGG GCAAAAAGTTAACAACGGACACG-3'  |
|                 | NC-181-rev     | 5'-AGTGTCTCTTCTCAAGGATTCAG-3'                      |
| NC-1321         | NC-1321-T7-fw  | 5'-TAATACGACTCACTATAGG GCAAGGTAGATTGGCAGTGGG-3'    |
|                 | NC-1321-rev    | 5'-CATGGTCAACAACAGGAGAAGG-3'                       |
| NC-350          | NC-350-T7-fw   | 5'-TAATACGACTCACTATAGG GGAGCCGGTGGGGAGAG-3'        |
|                 | NC-350-rev     | 5'-CGAAGTAAGTTTTTCGATTCCGTC-3'                     |
| rnpB            | rnpB-T7-fw     | 5'-TAATACGACTCACTATAGG CCTTTTCAGTGGTCAGTTACC-3'    |
|                 | rnpB-rev       | 5'-AGGCCAAACTTGCTGGGTAAC-3'                        |

**Table S2 Soft clustering membership values.** Membership values were calculated for each gene in the corresponding clusters; the highest membership value for each gene indicates the pertinence to that specific cluster.

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.003863/-/DC1>.

**Table S3 EADEG and GSEA analyses of genes differentially expressed.** Functional categories (gene sets) were taken from the Cyanobase as well as KEGG pathways (light green). Cyanobase categories (light blue) and sub-categories (white) were enlarged by an extra category “non-coding” that includes sRNAs and asRNAs. Only results for those categories which were significantly affected (False discovery rate (FDR) < 0.2) for at least one time point are shown. **(A)** EADEG results. N: total number of genes included in the functional category; M: Genes differentially expressed. **(B)** GSEA results. Z-value is a linear-scaled value that indicates the expression value of genes within a category compared with the overall mean expression value. To calculate the z-values for a given gene set and infer its significance value (FDR) against a standard normal distribution, we used the Bioconductor package PGSEA.

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.003863/-/DC1>.

**Table S4 Protein-coding genes differentially expressed.** Genes differentially expressed ( $|\text{Log}_2\text{FC}| \geq 1$  and q-value  $< 0.05$ ) at least at one of the measured time points during iron limiting conditions are displayed in the table below. Non protein-coding genes differentially expressed have been compiled separately in tables S5 (asRNAs) and S6 (sRNAs).

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.003863/-/DC1>.

**Table S5 Genes detected as differentially expressed in all iron-stress studies compared in this article.**

| Gene ID | NAME                                                     | Houot et al. |        |       |       | Sch   | Singh et al. |       |       | This study |       |       |       |       |
|---------|----------------------------------------------------------|--------------|--------|-------|-------|-------|--------------|-------|-------|------------|-------|-------|-------|-------|
|         |                                                          | +Fe 4h       | +Fe 6h | -Fe A | -Fe B | SHC   | 3h           | 12h   | 24h   | 3 h        | 12 h  | 24 h  | 48 h  | 72 h  |
| slr0452 | dihydroxyacid dehydratase                                | 0.55         | 1.31   | -0.58 | -0.27 | -0.66 | -0.72        | -0.95 | -0.55 | 0.37       | -0.20 | -0.54 | -0.68 | -0.50 |
| slr0899 | cyanate lyase                                            | -1.73        | -3.32  | 2.49  | 2.41  | 0.77  | -0.08        | -0.56 | -0.93 | 1.46       | 0.62  | 1.26  | 0.12  | 0.65  |
| sll0247 | chlorophyll-binding protein, isiA                        | -3.17        | -5.89  | 5.45  | 3.49  | 3.51  | 3.38         | 4.27  | 4.47  | 2.52       | 5.99  | 5.53  | 6.14  | 6.15  |
| sll0248 | flavodoxin, IsiB                                         | -3.81        | -6.91  | 6.49  | 4.19  | 2.40  | 3.83         | 3.53  | 3.19  | 2.83       | 6.21  | 5.44  | 6.66  | 6.86  |
| sll1408 | transcriptional regulator                                | -1.62        | -4.26  | 1.91  | 1.40  | 1.16  | 1.02         | 0.99  | 0.83  | -0.51      | 0.76  | 0.17  | 0.87  | 0.78  |
| slr1214 | two-component response regulator PatA subfamily probable | -0.14        | -1.81  | 1.03  | 2.08  | 1.47  | 0.71         | -0.10 | -0.19 | -2.03      | -3.40 | -1.46 | -2.31 | -2.07 |
| slr0955 | tRNA/rRNA methyltransferase                              | 0.3          | 0.6    | -0.40 | -1.06 | -0.55 | -0.39        | 0.03  | 0.97  | 0.72       | 0.96  | 0.81  | 0.86  | 0.66  |
| sll1406 | ferrichrome-iron receptor                                | -3.26        | -6.19  | 4.48  | 3.05  | 2.34  | 1.08         | 1.06  | 1.20  | 1.54       | 3.51  | 2.43  | 2.75  | 2.52  |
| sll1878 | iron(III)-transport ATP-binding protein                  | -1.54        | -3.07  | 1.27  | 1.40  | 1.85  | 1.23         | 1.23  | 1.20  | 1.53       | 2.15  | 1.98  | 2.29  | 2.60  |
| slr0447 | ABC-type urea transport system substrate-binding protein | -1.43        | -3.01  | 1.63  | 0.86  | -0.66 | -0.36        | -1.18 | -1.50 | 2.15       | 0.84  | 0.90  | -0.87 | -0.57 |
| slr0513 | iron transport system substrate-binding protein          | -1.85        | -4.55  | 3.30  | 2.67  | 2.71  | 1.92         | 2.09  | 1.93  | 3.32       | 4.00  | 3.64  | 4.00  | 3.96  |
| slr1318 | iron(III) dicitrate transport system ATP-binding protein | -1.91        | -3.59  | 1.08  | 1.11  | 2.54  | 0.82         | 0.64  | 0.73  | 0.32       | 1.70  | 1.18  | 1.55  | 1.39  |
| sll1407 | probable methyltransferase                               | -4.31        | -5.58  | 3.80  | 2.81  | 0.73  | 0.70         | 0.77  | 0.55  | 0.53       | 2.35  | 1.46  | 2.10  | 1.95  |
| sll0249 | hypothetical protein                                     | -7.13        | -6.55  | 4.45  | 2.60  | 3.75  | 3.60         | 3.78  | 3.82  | 1.39       | 4.74  | 3.64  | 5.34  | 5.33  |
| sll0451 | hypothetical protein                                     | 0.37         | -1.51  | -0.51 | -0.18 | -0.62 | -0.41        | -0.53 | -0.60 | -1.20      | -0.96 | -0.20 | -0.49 | -0.73 |
| sll0529 | hypothetical protein                                     | -0.17        | 1.15   | -0.24 | 0.32  | 0.53  | -0.53        | -0.38 | -0.79 | 0.98       | 1.30  | 0.79  | 0.36  | 0.81  |
| sll0662 | 4Fe-4S type iron-sulfur protein                          | -0.68        | -1.42  | 0.55  | 0.84  | 0.80  | 1.57         | 1.94  | 1.54  | 0.18       | 0.68  | 0.35  | 0.72  | 1.14  |
| sll1549 | salt-enhanced periplasmic protein                        | -3.7         | -7.33  | 4.88  | 3.57  | 3.00  | 2.33         | 2.11  | 2.14  | 1.74       | 3.93  | 3.12  | 3.70  | 3.87  |
| sll1734 | protein involved in                                      | -0.63        | 3.48   | 0.21  | 0.21  | -0.68 | -0.37        | -0.41 | -0.56 | -3.20      | -4.05 | -2.99 | -3.62 | -3.52 |

|         |                                                     |       |       |       |       |       |       |       |       |       |       |       |       |       |
|---------|-----------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| slr1512 | CO2 uptake sodium-dependent bicarbonate transporter | -0.26 | 4.84  | 3.45  | -0.38 | -1.25 | -0.53 | -0.33 | -0.58 | -3.67 | -4.30 | -3.46 | -5.54 | -5.28 |
| ssl0461 | hypothetical protein                                | -0.21 | -3.34 | 1.03  | -0.09 | 3.96  | 1.16  | 0.96  | 0.74  | 0.89  | 2.83  | 1.87  | 3.37  | 3.42  |
| ssl1263 | hypothetical protein                                | -0.25 | -1.62 | 0.16  | 1.03  | 0.74  | 0.81  | 0.86  | 0.96  | 0.36  | 0.92  | 0.41  | 0.85  | 1.13  |
| sll1862 | unknown protein                                     | -0.32 | -2.98 | -4.27 | -0.86 | 2.18  | 0.31  | 0.73  | 1.10  | -0.28 | 0.24  | 0.80  | 3.58  | 4.36  |
| sll1863 | unknown protein                                     | -0.27 | -2.97 | -2.66 | -0.83 | 2.03  | 0.75  | 0.82  | 0.80  | -0.92 | -0.26 | 0.59  | 3.53  | 4.51  |
| slr0006 | unknown protein                                     | 0.37  | 3.07  | -0.56 | -0.25 | -1.15 | -0.70 | -0.36 | -0.86 | -1.61 | -1.28 | -1.43 | -2.07 | -2.15 |
| slr1484 | unknown protein                                     | -2.82 | -4.99 | 2.17  | 2.23  | 1.80  | 1.91  | 2.37  | 1.91  | 1.73  | 3.60  | 2.89  | 3.47  | 3.77  |
| slr1485 | putative phosphatidylinositol phosphate kinase      | -2.92 | -6.31 | 3.19  | 3.38  | 3.74  | 1.82  | 1.85  | 1.10  | 2.09  | 3.92  | 3.46  | 3.86  | 4.47  |
| slr1544 | LilA, light-harvesting-like (Lil) protein A         | -0.24 | 1.21  | -0.84 | 0.42  | 0.61  | 0.86  | 1.10  | 1.08  | -1.19 | -1.76 | 0.97  | -0.05 | -0.73 |

**Table S6 Antisense RNAs differentially expressed.** asRNAs are ordered and colored similarly to the two clusters defined in figure 4B (cluster I, red shade; cluster II, blue shade).

**Table S7 Small RNAs differentially expressed.** sRNAs are divided and colored like the three clusters defined in figure 4C (top cluster I; cluster II, light green; bottom cluster III).

|       |      |       |       |       |       |       |                      |
|-------|------|-------|-------|-------|-------|-------|----------------------|
| NC-91 | sRNA | -1.11 | -0.63 | -0.86 | -0.51 | -0.50 | $1.33 \cdot 10^{-4}$ |
|-------|------|-------|-------|-------|-------|-------|----------------------|

**Table S8 Predicted targets for the sRNAs induced during iron starvation, i.e. NC-181, NC-1321, NC-265, and NC-350 (*r*: spearman correlation coefficient)**

| <b>NC-181</b>  | <b>Description</b>                                             | <b>Energy</b> | <b><i>r</i></b> | <b>3 h</b> | <b>12 h</b> | <b>24 h</b> | <b>48 h</b> | <b>72 h</b> | <b><i>q</i>-value</b> |
|----------------|----------------------------------------------------------------|---------------|-----------------|------------|-------------|-------------|-------------|-------------|-----------------------|
| <b>Targets</b> |                                                                | <b>score</b>  |                 |            |             |             |             |             |                       |
| slr1920        | unknown protein                                                | -10.19        | -0.98           | 1.50       | 0.80        | 0.92        | 0.63        | 0.73        | $1.74 \cdot 10^{-6}$  |
| sll0017        | glutamate-1-semialdehyde<br>aminomutase                        | -11.52        | -0.96           | 1.83       | 1.07        | 1.12        | 0.76        | 1.04        | $3.53 \cdot 10^{-6}$  |
| ssr0330        | ferredoxin-thioredoxin reductase                               | -12.00        | -0.95           | 1.12       | 0.71        | 0.62        | 0.32        | 0.46        | $2.18 \cdot 10^{-6}$  |
| slr1516        | superoxide dismutase                                           | -11.42        | -0.94           | -0.27      | -1.42       | -1.06       | -1.88       | -1.58       | $8.29 \cdot 10^{-8}$  |
| sll1029        | carbon dioxide concentrating<br>mechanism protein              | -14.12        | -0.93           | 1.05       | 0.36        | 0.10        | -0.43       | -0.42       | $2.70 \cdot 10^{-7}$  |
| slr0708        | periplasmic protein, function<br>unknown                       | -11.29        | -0.92           | 0.06       | -1.03       | -1.36       | -1.03       | -1.11       | $2.24 \cdot 10^{-6}$  |
| sll1323        | ATP synthase subunit b' of CF(0)                               | -10.48        | -0.91           | 1.16       | 0.47        | -0.03       | -0.45       | -0.71       | $6.72 \cdot 10^{-8}$  |
| ssl0020        | ferredoxin I                                                   | -20.56        | -0.90           | 0.33       | -1.57       | -0.82       | -2.72       | -2.40       | $9.52 \cdot 10^{-9}$  |
| slr1165        | sulfate adenyltransferase                                      | -13.33        | -0.90           | 1.04       | 0.56        | 0.38        | -0.03       | -0.20       | $2.68 \cdot 10^{-6}$  |
| sll1326        | ATP synthase alpha chain                                       | -18.82        | -0.90           | 1.05       | 0.46        | -0.20       | -0.54       | -0.64       | $1.39 \cdot 10^{-7}$  |
| sll1119        | hypothetical protein                                           | -13.29        | -0.89           | 1.50       | 0.84        | 0.62        | 0.11        | 0.68        | $3.64 \cdot 10^{-7}$  |
| slr1200        | urea transport system permease<br>protein                      | -14.39        | -0.89           | 1.79       | 1.01        | 0.93        | -0.07       | 0.47        | $9.96 \cdot 10^{-8}$  |
| slr0447        | ABC-type urea transport system<br>substrate-binding protein    | -10.84        | -0.88           | 2.15       | 0.84        | 0.90        | -0.87       | -0.57       | $9.16 \cdot 10^{-8}$  |
| slr1281        | NADH dehydrogenase subunit I                                   | -10.82        | -0.88           | -1.01      | -1.32       | -1.62       | -1.96       | -1.73       | $1.20 \cdot 10^{-7}$  |
| sll0108        | ammonium/methylammonium<br>permease                            | -14.15        | -0.87           | 2.01       | 1.41        | 0.89        | 0.05        | 0.36        | $7.15 \cdot 10^{-8}$  |
| slr1329        | ATP synthase beta subunit                                      | -11.50        | -0.86           | 1.61       | 1.33        | 1.14        | 0.70        | 0.82        | $2.46 \cdot 10^{-5}$  |
| sll1069        | 3-oxoacyl-[acyl-carrier-protein]<br>synthase II                | -11.35        | -0.86           | 1.19       | 0.96        | 0.70        | 0.50        | 0.34        | $4.15 \cdot 10^{-7}$  |
| slr1166        | UDP-glucose:tetrahydrobiopterin<br>glucosyltransferase         | -10.62        | -0.86           | 1.01       | 0.45        | 0.55        | 0.36        | -0.14       | $6.82 \cdot 10^{-5}$  |
| slr1431        | hypothetical protein                                           | -12.04        | -0.84           | 1.24       | 0.94        | 0.89        | 0.38        | 0.30        | $1.37 \cdot 10^{-6}$  |
| slr0434        | elongation factor P                                            | -10.02        | -0.83           | 1.12       | 0.90        | 0.64        | 0.18        | 0.15        | $8.13 \cdot 10^{-7}$  |
| slr1945        | 2,3-bisphosphoglycerate-independent<br>phosphoglycerate mutase | -13.87        | -0.82           | 1.26       | 0.93        | 0.60        | -0.19       | -0.09       | $3.76 \cdot 10^{-5}$  |
| slr1280        | NADH dehydrogenase subunit                                     | -25.97        | -0.81           | -0.90      | -1.03       | -1.27       | -1.64       | -1.54       | $2.35 \cdot 10^{-5}$  |
| slr1986        | allophycocyanin beta subunit                                   | -11.93        | -0.81           | 1.31       | 1.01        | 0.07        | 0.02        | -0.37       | $3.19 \cdot 10^{-7}$  |
| ssr3383        | phycobilisome small core linker<br>polypeptide                 | -10.86        | -0.80           | 1.53       | 1.21        | 0.15        | 0.03        | -0.45       | $2.09 \cdot 10^{-7}$  |
| sll0421        | adenylosuccinate lyase                                         | -10.50        | -0.80           | 1.24       | 0.98        | 0.83        | 0.27        | 0.12        | $3.72 \cdot 10^{-7}$  |
| ssr0390        | photosystem I reaction center subunit<br>X                     | -10.86        | -0.80           | 1.08       | 0.85        | -0.12       | -0.30       | -0.44       | $4.44 \cdot 10^{-8}$  |
| sll0630        | unknown protein                                                | -10.47        | -0.80           | 1.14       | 0.85        | 0.27        | -0.46       | -0.60       | $1.58 \cdot 10^{-7}$  |
| sll0374        | urea transport system ATP-binding                              | -11.58        | -0.79           | 1.11       | 0.90        | 0.75        | 0.10        | 0.09        | $7.28 \cdot 10^{-7}$  |

|         | protein                                                                              |        |       |       |       |       |       |       |                      |
|---------|--------------------------------------------------------------------------------------|--------|-------|-------|-------|-------|-------|-------|----------------------|
| slr1853 | carboxymuconolactone decarboxylase                                                   | -11.96 | -0.78 | 1.12  | 0.89  | -0.36 | -0.38 | -0.68 | $2.53 \cdot 10^{-8}$ |
| slr1756 | glutamate--ammonia ligase                                                            | -11.53 | -0.78 | 2.53  | 2.20  | 1.73  | 1.19  | 1.85  | $6.69 \cdot 10^{-8}$ |
| slr1279 | NADH dehydrogenase subunit 3                                                         | -13.60 | -0.76 | -1.17 | -1.29 | -1.67 | -2.29 | -2.14 | $2.16 \cdot 10^{-5}$ |
| sll1942 | unknown protein                                                                      | -14.01 | -0.75 | 1.22  | 1.09  | 0.98  | 0.47  | 0.39  | $1.83 \cdot 10^{-5}$ |
| slr1351 | UDP-N-acetylmuramoylalanyl-D-glutamyl-2 6-diaminopimelate--D-alanyl-D-alanine ligase | -11.68 | -0.74 | -0.37 | -0.94 | -0.44 | -0.99 | -1.23 | $1.02 \cdot 10^{-5}$ |
| slr0338 | probable oxidoreductase                                                              | -14.22 | -0.74 | 1.30  | 1.21  | 1.04  | 0.50  | 0.60  | $5.10 \cdot 10^{-7}$ |
| sll1398 | photosystem II reaction center 13 kDa protein                                        | -10.31 | -0.73 | 1.57  | 1.56  | 1.04  | 0.86  | 0.92  | $1.22 \cdot 10^{-6}$ |
| sll1281 | photosystem II PsbZ protein                                                          | -12.93 | -0.73 | 1.25  | 0.86  | 0.07  | -0.05 | 0.66  | $1.41 \cdot 10^{-7}$ |
| slr0993 | putative peptidase, lipoprotein NlpD                                                 | -16.05 | -0.72 | 1.21  | 1.02  | 0.83  | -0.38 | -0.26 | $3.73 \cdot 10^{-5}$ |
| slr0423 | hypothetical protein                                                                 | -12.88 | -0.72 | 1.15  | 1.07  | 0.85  | 0.28  | 0.59  | $4.81 \cdot 10^{-7}$ |
| ssr1600 | similar to anti-sigma f factor antagonist                                            | -13.62 | -0.70 | 1.38  | 1.41  | 0.78  | 0.67  | 0.63  | $9.18 \cdot 10^{-8}$ |
| slr1187 | unknown protein                                                                      | -12.09 | -0.70 | 1.00  | 1.02  | 0.62  | 0.13  | 0.04  | $2.14 \cdot 10^{-6}$ |
| slr1437 | unknown protein                                                                      | -12.40 | -0.67 | -0.34 | -0.55 | -1.76 | -1.43 | -1.13 | $2.86 \cdot 10^{-4}$ |
| sll1185 | coproporphyrinogen III oxidase, aerobic (oxygen-dependent)                           | -11.60 | -0.61 | 1.76  | 1.59  | 0.09  | 0.85  | 0.81  | $4.21 \cdot 10^{-8}$ |
| sll1242 | hypothetical protein                                                                 | -12.74 | -0.56 | 1.29  | 1.46  | 0.92  | 0.72  | 0.89  | $1.03 \cdot 10^{-5}$ |
| slr1545 | RNA polymerase ECF-type (group 3) sigma-E factor                                     | -11.73 | -0.54 | -0.29 | -0.19 | -0.32 | -0.73 | -1.10 | $9.86 \cdot 10^{-7}$ |
| ssl2982 | probable DNA-directed RNA polymerase omega subunit                                   | -10.35 | -0.50 | 1.14  | 1.17  | 0.74  | 0.80  | 1.02  | $1.21 \cdot 10^{-5}$ |

| <b>NC-1321</b> | <b>Description</b>         | <b>Energy</b> | <b>r</b> | <b>3 h</b> | <b>12 h</b> | <b>24 h</b> | <b>48 h</b> | <b>72 h</b> | <b>q-value</b>       |
|----------------|----------------------------|---------------|----------|------------|-------------|-------------|-------------|-------------|----------------------|
| <b>Targets</b> |                            | <b>score</b>  |          |            |             |             |             |             |                      |
| slr0923        | hypothetical protein YCF65 | -11.04        | -0.53    | 1.46       | 1.40        | 0.79        | 0.55        | 0.70        | $2.84 \cdot 10^{-7}$ |
| slr1887        | porphobilinogen deaminase  | -12.39        | -0.57    | 1.23       | 1.07        | 0.64        | 0.46        | 0.61        | $2.50 \cdot 10^{-5}$ |
| sll0615        | hypothetical protein       | -10.50        | -0.60    | -0.36      | -1.83       | -0.53       | -0.74       | -1.02       | $2.03 \cdot 10^{-6}$ |
| ssl0410        | unknown protein            | -10.04        | -0.62    | -0.46      | -0.57       | -0.86       | -1.14       | -0.93       | $2.64 \cdot 10^{-5}$ |
| slr1908        | probable porin             | -11.79        | -0.63    | 1.13       | 1.21        | 0.89        | 0.64        | 0.34        | $2.65 \cdot 10^{-7}$ |
| slr1364        | biotin synthetase          | -10.67        | -0.83    | 1.09       | 0.82        | 0.73        | 0.41        | 0.50        | $5.53 \cdot 10^{-5}$ |

| <b>NC-265</b>  | <b>Description</b>                               | <b>Energy</b> | <b>r</b> | <b>3 h</b> | <b>12 h</b> | <b>24 h</b> | <b>48 h</b> | <b>72 h</b> | <b>q-value</b>       |
|----------------|--------------------------------------------------|---------------|----------|------------|-------------|-------------|-------------|-------------|----------------------|
| <b>Targets</b> |                                                  | <b>score</b>  |          |            |             |             |             |             |                      |
| slr2002        | cyanophycin synthetase                           | -10.48        | -0.51    | 1.46       | 1.02        | 1.00        | 0.43        | 1.10        | $2.65 \cdot 10^{-7}$ |
| slr1545        | RNA polymerase ECF-type (group 3) sigma-E factor | -11.45        | -0.53    | -0.29      | -0.19       | -0.32       | -0.73       | -1.10       | $9.86 \cdot 10^{-7}$ |
| sll1654        | hypothetical protein                             | -14.39        | -0.55    | -0.46      | -0.22       | -1.14       | -0.36       | -0.30       | $4.48 \cdot 10^{-3}$ |
| ssr1155        | hypothetical protein                             | -12.68        | -0.58    | -0.69      | -0.19       | -0.83       | -1.17       | -0.70       | $1.06 \cdot 10^{-6}$ |

|         |                                                                                              |        |       |      |      |       |       |       |                      |
|---------|----------------------------------------------------------------------------------------------|--------|-------|------|------|-------|-------|-------|----------------------|
| slr1166 | UDP-glucose:tetrahydrobiopterin<br>glucosyltransferase                                       | -10.63 | -0.59 | 1.01 | 0.45 | 0.55  | 0.36  | -0.14 | $6.82 \cdot 10^{-5}$ |
| slr0993 | putative peptidase                                                                           | -10.66 | -0.61 | 1.21 | 1.02 | 0.83  | -0.38 | -0.26 | $3.73 \cdot 10^{-5}$ |
| slr0559 | periplasmic binding protein of ABC<br>transporter for natural amino acids                    | -11.17 | -0.62 | 1.05 | 0.47 | 0.57  | 0.04  | 0.07  | $6.07 \cdot 10^{-6}$ |
| sll1583 | unknown protein                                                                              | -10.76 | -0.66 | 0.53 | 1.02 | -0.28 | 0.54  | 0.64  | $1.78 \cdot 10^{-3}$ |
| slr0338 | probable oxidoreductase                                                                      | -10.77 | -0.67 | 1.30 | 1.21 | 1.04  | 0.50  | 0.60  | $5.10 \cdot 10^{-7}$ |
| sll1270 | Bgt permease for basic amino acids<br>and glutamine BgtB                                     | -11.60 | -0.70 | 1.62 | 1.24 | 0.86  | -0.30 | 0.02  | $1.10 \cdot 10^{-7}$ |
| slr1364 | biotin synthetase                                                                            | -10.07 | -0.73 | 1.09 | 0.82 | 0.73  | 0.41  | 0.50  | $5.53 \cdot 10^{-5}$ |
| slr1165 | sulfate adenylyltransferase                                                                  | -10.14 | -0.76 | 1.04 | 0.56 | 0.38  | -0.03 | -0.20 | $2.68 \cdot 10^{-6}$ |
| slr1622 | soluble inorganic pyrophosphatase                                                            | -12.83 | -0.76 | 1.55 | 1.15 | 0.95  | 0.46  | 0.60  | $4.94 \cdot 10^{-7}$ |
| sll1029 | carbon dioxide concentrating<br>mechanism protein                                            | -13.01 | -0.78 | 1.05 | 0.36 | 0.10  | -0.43 | -0.42 | $2.70 \cdot 10^{-7}$ |
| sll1342 | NAD(P)-dependent glyceraldehyde-3-<br>phosphate dehydrogenase                                | -17.09 | -0.81 | 1.45 | 1.22 | 1.02  | 0.76  | 0.92  | $1.68 \cdot 10^{-5}$ |
| sll1898 | hypothetical protein                                                                         | -10.35 | -0.82 | 0.52 | 1.20 | -0.21 | -0.59 | -0.48 | $3.90 \cdot 10^{-8}$ |
| sll1069 | 3-oxoacyl-[acyl-carrier-protein]<br>synthase II                                              | -10.69 | -0.83 | 1.19 | 0.96 | 0.70  | 0.50  | 0.34  | $4.15 \cdot 10^{-7}$ |
| slr1847 | hypothetical protein                                                                         | -10.61 | -0.85 | 1.37 | 1.40 | 0.91  | 0.61  | 0.67  | $2.94 \cdot 10^{-7}$ |
| slr1708 | probable peptidase                                                                           | -11.79 | -0.86 | 1.23 | 1.20 | 0.64  | 0.38  | 0.22  | $8.49 \cdot 10^{-6}$ |
| slr0348 | hypothetical protein                                                                         | -11.55 | -0.86 | 1.09 | 1.02 | 0.85  | 0.72  | 0.78  | $3.82 \cdot 10^{-7}$ |
| ssl2982 | probable DNA-directed RNA<br>polymerase omega subunit                                        | -15.71 | -0.87 | 1.14 | 1.17 | 0.74  | 0.80  | 1.02  | $1.21 \cdot 10^{-5}$ |
| sll1326 | ATP synthase alpha chain                                                                     | -11.26 | -0.88 | 1.05 | 0.46 | -0.20 | -0.54 | -0.64 | $1.39 \cdot 10^{-7}$ |
| slr1020 | sulfolipid biosynthesis protein                                                              | -11.94 | -0.88 | 1.09 | 0.81 | 0.48  | 0.30  | 0.29  | $9.50 \cdot 10^{-6}$ |
| sll1398 | photosystem II reaction center 13<br>kDa protein                                             | -17.30 | -0.91 | 1.57 | 1.56 | 1.04  | 0.86  | 0.92  | $1.22 \cdot 10^{-6}$ |
| slr1887 | porphobilinogen deaminase<br>(hydroxymethylbilane synthase,<br>preuroporphyrinogen synthase) | -20.08 | -0.91 | 1.23 | 1.07 | 0.64  | 0.46  | 0.61  | $2.50 \cdot 10^{-5}$ |
| ssl1498 | hypothetical protein                                                                         | -10.87 | -0.93 | 1.07 | 0.81 | 0.03  | -0.16 | -0.23 | $3.30 \cdot 10^{-7}$ |
| ssr1600 | similar to anti-sigma f factor<br>antagonist                                                 | -11.31 | -0.93 | 1.38 | 1.41 | 0.78  | 0.67  | 0.63  | $9.18 \cdot 10^{-8}$ |
| sll1091 | geranylgeranyl hydrogenase                                                                   | -10.44 | -0.95 | 1.39 | 1.51 | -0.23 | 0.28  | 0.59  | $3.29 \cdot 10^{-8}$ |
| slr0335 | phycobilisome core-membrane linker<br>polypeptide                                            | -10.80 | -0.99 | 1.26 | 1.01 | -0.02 | 0.20  | 0.05  | $3.25 \cdot 10^{-7}$ |

| <b>NC-350</b>  | <b>Description</b>                                     | <b>Energy</b> | <b>r</b> | <b>3 h</b> | <b>12 h</b> | <b>24 h</b> | <b>48 h</b> | <b>72 h</b> | <b>q</b>             |
|----------------|--------------------------------------------------------|---------------|----------|------------|-------------|-------------|-------------|-------------|----------------------|
| <b>Targets</b> |                                                        | <b>score</b>  |          |            |             |             |             |             |                      |
| slr1166        | UDP-glucose:tetrahydrobiopterin<br>glucosyltransferase | -11.28        | -0.91    | 1.01       | 0.45        | 0.55        | 0.36        | -0.14       | $6.82 \cdot 10^{-5}$ |

|         |                                                                               |        |       |       |       |       |       |       |                      |
|---------|-------------------------------------------------------------------------------|--------|-------|-------|-------|-------|-------|-------|----------------------|
| slr1215 | hypothetical protein                                                          | -11.63 | -0.80 | -0.78 | -1.44 | -0.73 | -1.16 | -1.24 | $6.12 \cdot 10^{-7}$ |
| slr1835 | P700 apoprotein subunit lb                                                    | -10.43 | -0.75 | 0.34  | -0.41 | -0.54 | -0.96 | -1.16 | $4.26 \cdot 10^{-8}$ |
| slr0559 | periplasmic binding protein of ABC transporter for natural amino acids        | -11.36 | -0.75 | 1.05  | 0.47  | 0.57  | 0.04  | 0.07  | $6.07 \cdot 10^{-6}$ |
| slr0676 | adenylylsulfate kinase                                                        | -10.15 | -0.74 | 1.26  | 0.97  | 0.98  | 0.33  | 0.26  | $8.03 \cdot 10^{-7}$ |
| sll0421 | adenylosuccinate lyase                                                        | -12.55 | -0.71 | 1.24  | 0.98  | 0.83  | 0.27  | 0.12  | $3.72 \cdot 10^{-7}$ |
| slr0447 | periplasmic protein, ABC-type urea transport system substrate-binding protein | -10.55 | -0.69 | 2.15  | 0.84  | 0.90  | -0.87 | -0.57 | $9.16 \cdot 10^{-8}$ |
| sll0262 | acyl-lipid desaturase (delta 6)                                               | -15.39 | -0.66 | 1.11  | 0.89  | 0.72  | 0.13  | 0.09  | $4.87 \cdot 10^{-5}$ |
| sll1069 | 3-oxoacyl-[acyl-carrier-protein] synthase II                                  | -12.79 | -0.66 | 1.19  | 0.96  | 0.70  | 0.50  | 0.34  | $4.15 \cdot 10^{-7}$ |
| sll1029 | carbon dioxide concentrating mechanism protein CcmK                           | -10.12 | -0.65 | 1.05  | 0.36  | 0.10  | -0.43 | -0.42 | $2.70 \cdot 10^{-7}$ |
| slr0879 | glycine decarboxylase complex H-protein                                       | -13.00 | -0.63 | 1.21  | 0.90  | 0.72  | 0.40  | 0.41  | $5.73 \cdot 10^{-7}$ |
| sll0689 | Na <sup>+</sup> /H <sup>+</sup> antiporter                                    | -15.07 | -0.62 | 1.17  | 0.83  | 0.57  | -0.34 | -0.25 | $2.21 \cdot 10^{-4}$ |
| slr1096 | dihydrolipoamide dehydrogenase                                                | -10.42 | -0.61 | 1.03  | 0.65  | 0.51  | 0.19  | 0.27  | $6.28 \cdot 10^{-5}$ |
| sll0630 | unknown protein                                                               | -10.66 | -0.60 | 1.14  | 0.85  | 0.27  | -0.46 | -0.60 | $1.58 \cdot 10^{-7}$ |
| slr1622 | soluble inorganic pyrophosphatase                                             | -11.70 | -0.59 | 1.55  | 1.15  | 0.95  | 0.46  | 0.60  | $4.94 \cdot 10^{-7}$ |
| slr0007 | probable sugar-phosphate nucleotidyltransferase                               | -23.42 | -0.57 | -1.07 | -0.92 | -0.97 | -1.57 | -1.62 | $6.41 \cdot 10^{-7}$ |
| sll1638 | hypothetical protein                                                          | -13.64 | -0.57 | 1.58  | 1.38  | 1.00  | 0.98  | 0.79  | $1.03 \cdot 10^{-7}$ |
| ssr3383 | phycobilisome small core linker polypeptide                                   | -11.36 | -0.55 | 1.53  | 1.21  | 0.15  | 0.03  | -0.45 | $2.09 \cdot 10^{-7}$ |
| slr1020 | sulfolipid biosynthesis protein SqdB                                          | -11.71 | -0.54 | 1.09  | 0.81  | 0.48  | 0.30  | 0.29  | $9.50 \cdot 10^{-6}$ |
| sll0045 | sucrose phosphate synthase                                                    | -10.09 | -0.54 | -0.69 | -0.59 | -0.45 | -0.20 | -1.04 | $7.34 \cdot 10^{-3}$ |
| slr1986 | allophycocyanin beta subunit                                                  | -13.06 | -0.53 | 1.31  | 1.01  | 0.07  | 0.02  | -0.37 | $3.19 \cdot 10^{-7}$ |
| sll0108 | ammonium/methylammonium permease                                              | -20.54 | -0.53 | 2.01  | 1.41  | 0.89  | 0.05  | 0.36  | $7.15 \cdot 10^{-8}$ |
| sll1452 | nitrate/nitrite transport system ATP-binding protein                          | -11.66 | -0.52 | 1.25  | 0.59  | 1.69  | 0.92  | 1.10  | $8.61 \cdot 10^{-8}$ |

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

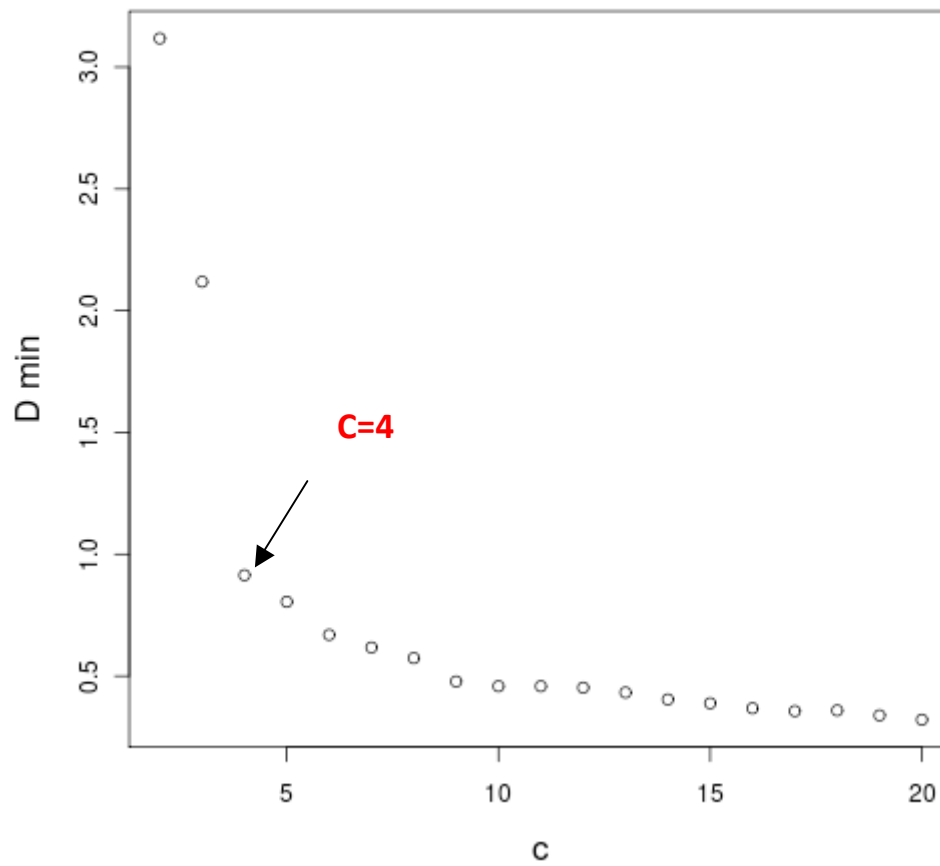

**Figure S1** Minimum centroid distance for the variation of FCM parameter  $c$ . The expression data set was repeatedly clustered ( $N=10$ ) for integer values of  $c$  from 2 to 20. For FCM clustering, the Bioconductor package *Mfuzz* was employed. After each clustering, the minimum centroid distance was calculated. The plot shows average minimum centroid distance with respect to parameter  $c$ . The average minimum centroid distance decreases notably less for  $c > 4$ , indicating  $c=4$  as the optimal value.

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

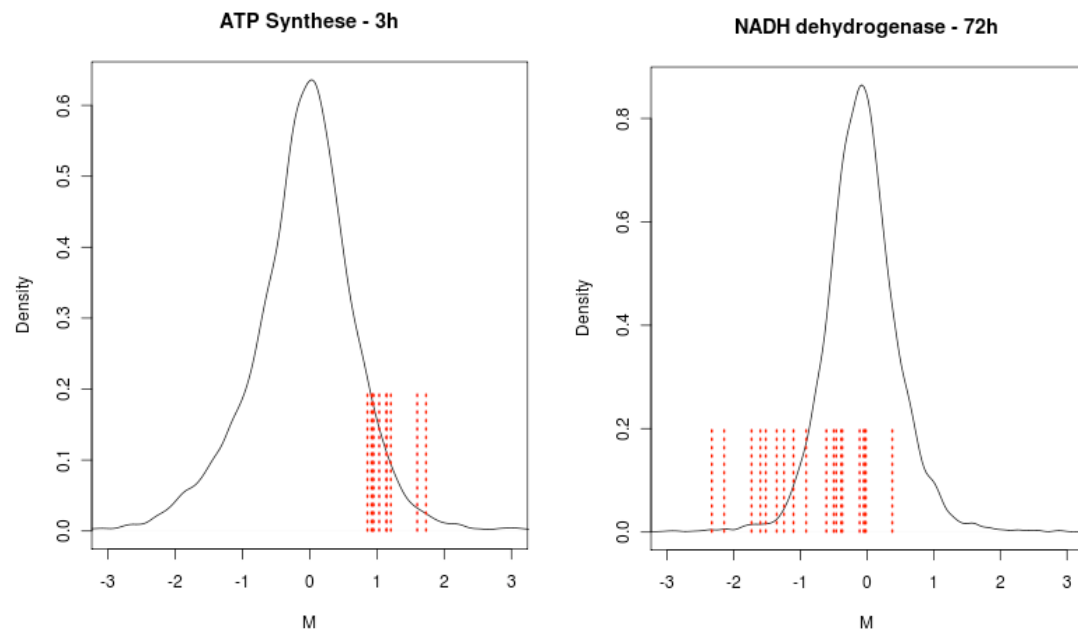

**Figure S2** Differentially regulated gene sets detected by PGSEA. The plots show two examples of gene sets that were significant differentially regulated by parametric gene set enrichment analysis (PGSEA). The black line represents the distribution of logged fold changes (M) at time point 3h (left side) and 72h. The dashed red lines indicate the expression changes for genes associated with ATP synthase (left side) and NADH dehydrogenase (right side) in Cyanobase. Genes associated with ATP synthase tend to be up-regulated at time point 3h, whereas genes associated with NADH dehydrogenase tend to be down-regulated at time point 72h.

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

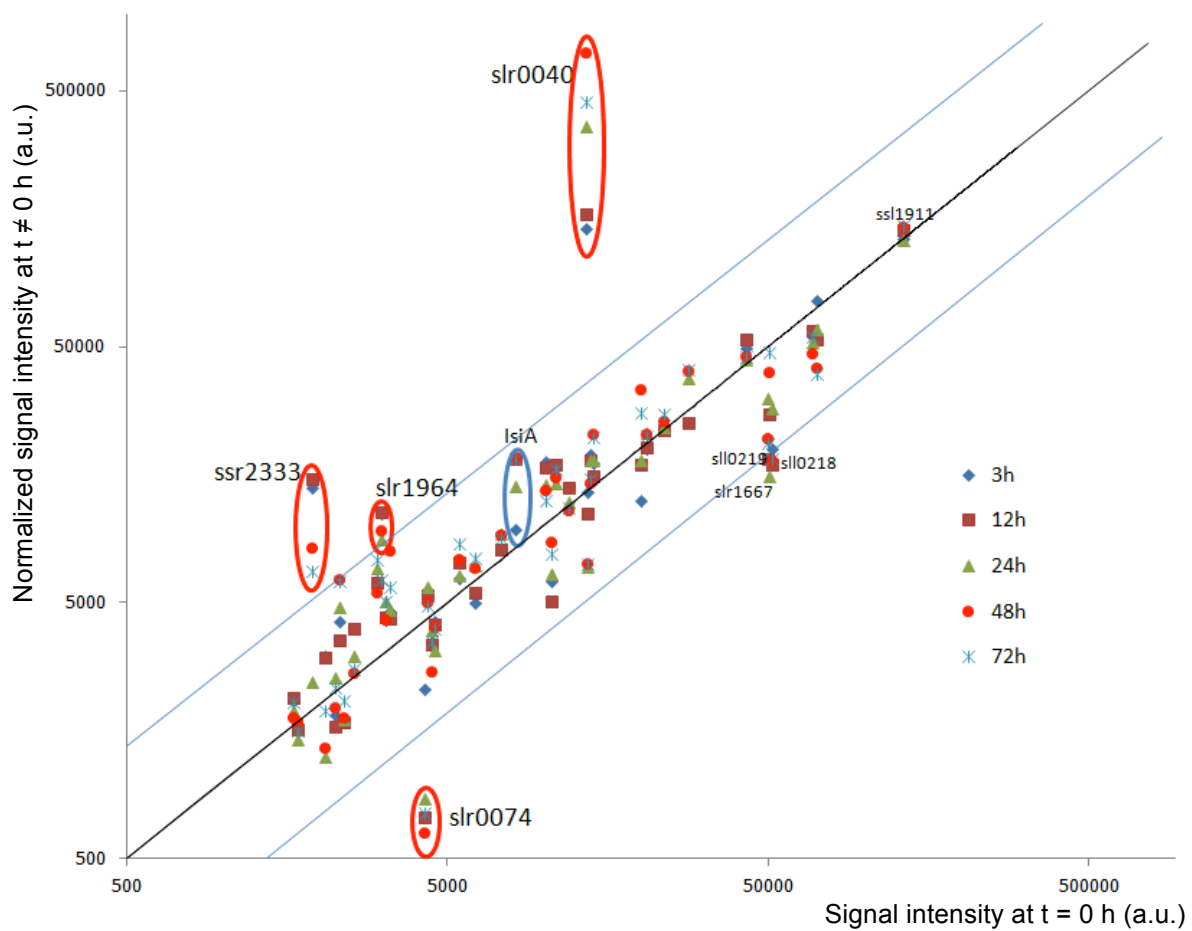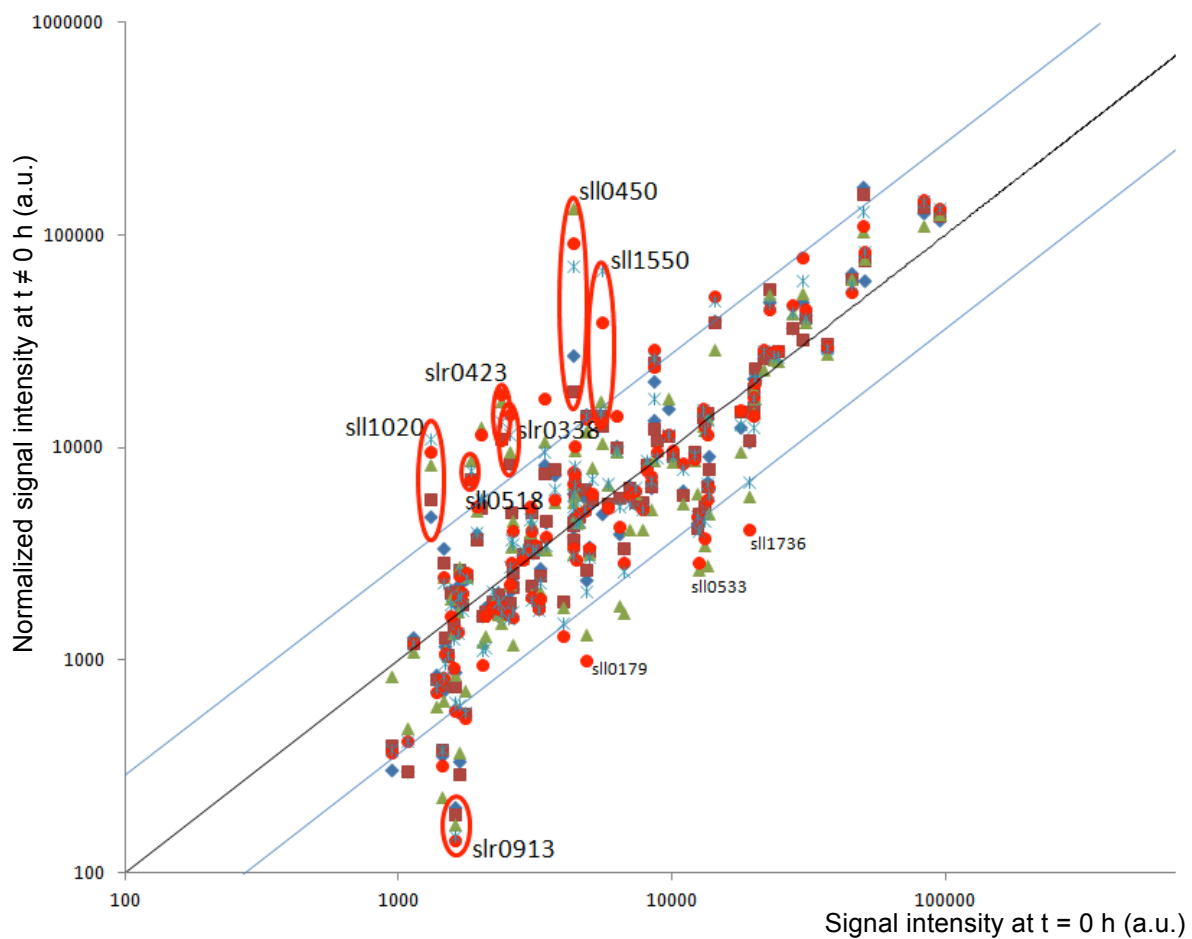

**Figure S3** Expression of protein-coding genes with respect to the corresponding 5'UTRs and intragenic elements. To determine whether the differences in signal intensity detected between 5'UTR or intragenic elements with respect to the main gene were due to differences in transcript levels or were simply artifacts caused by different probe affinity, the signals were normalized as follows: We used the ratio obtained from dividing the intensity of (A) the 5'UTR or (B) intragenic element at each time point ( $X_t$ ) by their intensity at time point 0h ( $X_{0h}$ ) to normalize the gene intensity at each sampled time ( $Y_t$ ). As a result, when plotting the gene intensity at time 0h ( $Y_{0h}$  in the X axis) against its normalized signal intensity at each time point (e.g.  $[(X_{0h}/X_{3h}) * Y_{3h}]$ ), pairs where transcripts vary in a similar manner will fall around a  $X=Y$  central line, while pairs in which the 5'UTR or intragenic element is regulated differently to the gene will fall over or under it (red-circled genes). We have marked only those pairs for which all time points were over the set threshold as differently regulated.

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

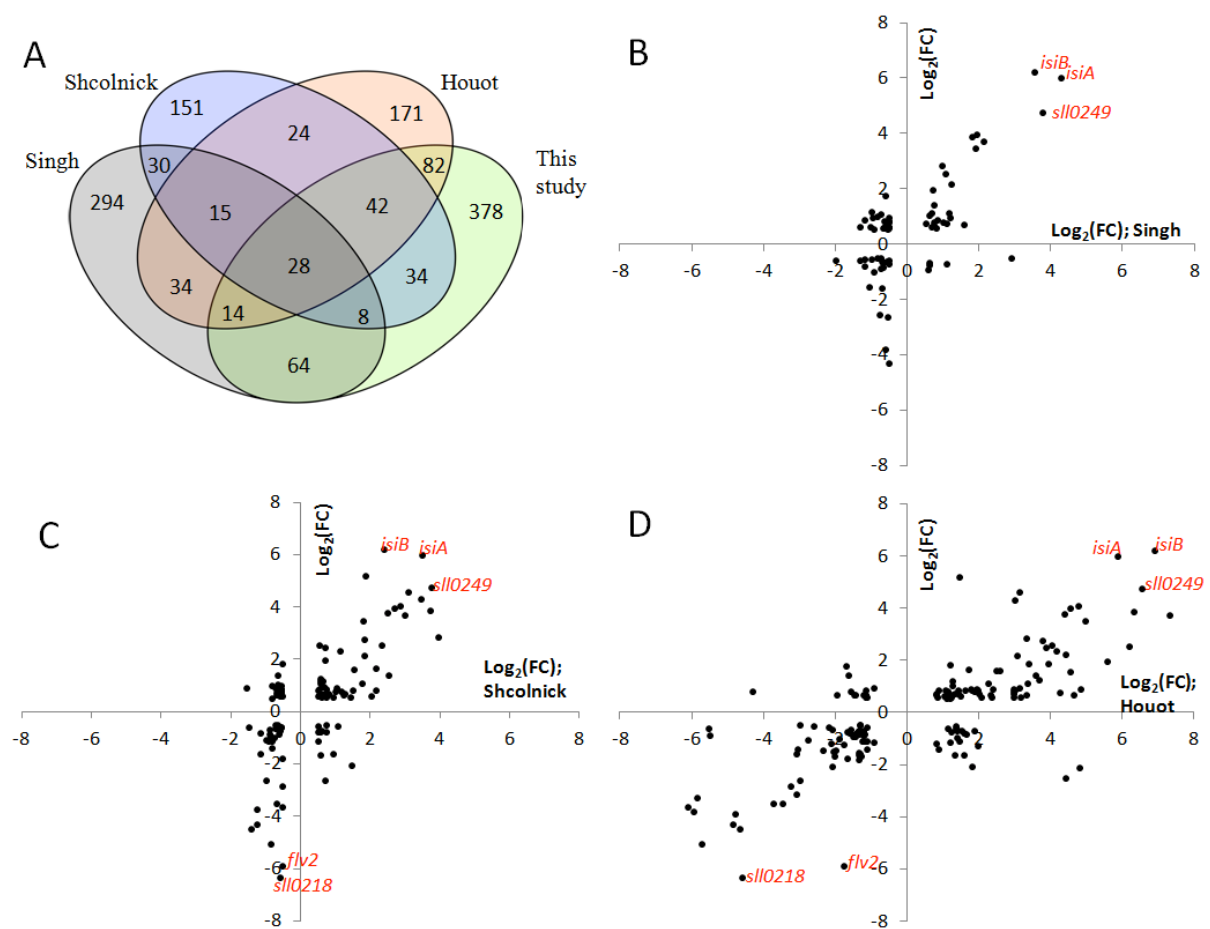

**Figure S5** Comparison of microarray experiments. (A) Venn diagram that display the number of protein-coding genes differentially expressed (absolute  $\log_2(\text{FC}) \geq 0.5$ ,  $p \text{ value} < 0.05$ ) in the compared experiments. Numbers in the overlapping areas indicate genes that exhibited differential expression in either two, three or four of the studies compared. (B-D) The expression changes between samples grown in iron repleted and depleted conditions obtained in each of the compared experiments were plotted in the form of  $\log_2(\text{FC})$  against the median  $\log_2(\text{FC})$  obtained in our analysis. Key genes in the iron stress response, such as *isiA* and *isiB*, and genes encoding the flavodiiron protein (*flv2*) and the cotranscribed *sll0218*, which undergo down regulation upon DFB addition, are indicated in red.

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

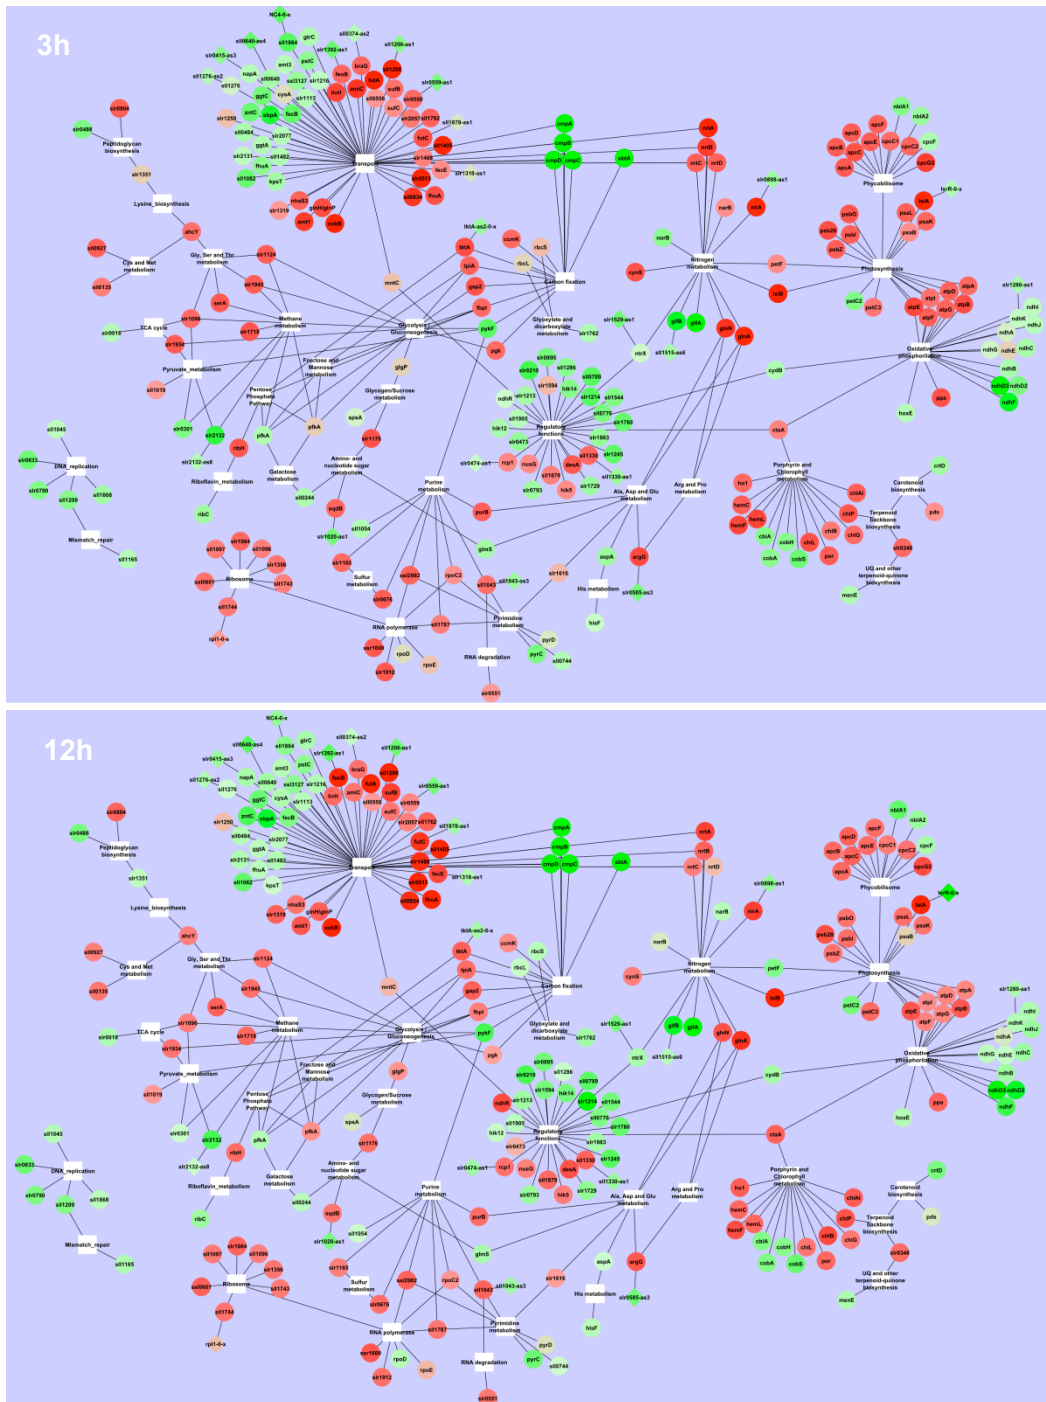

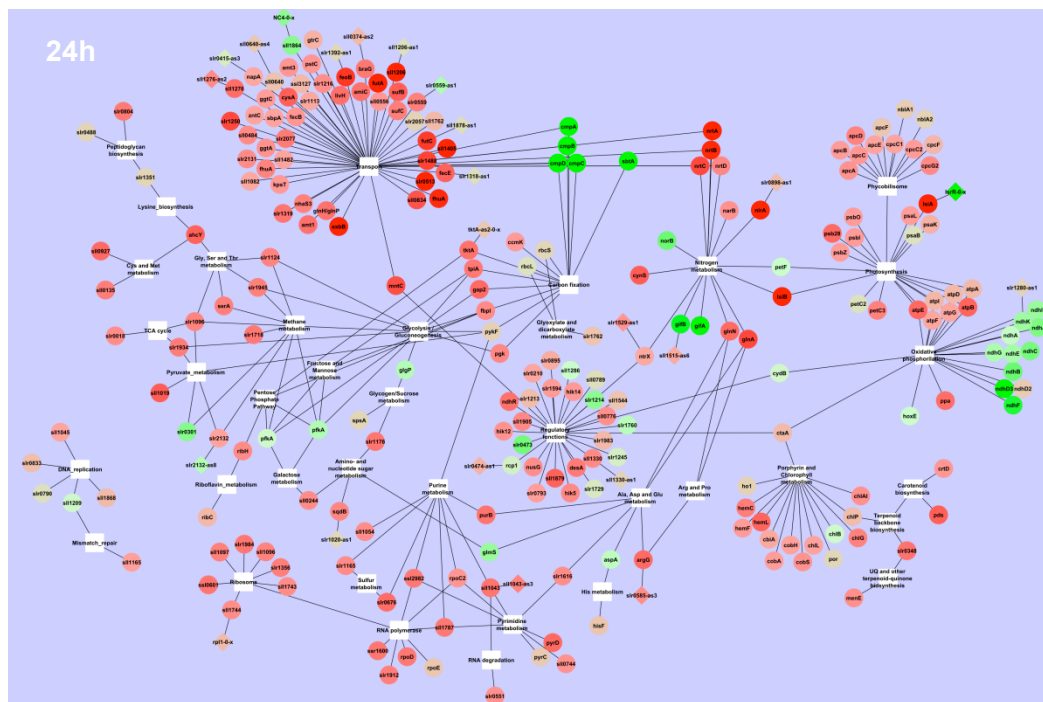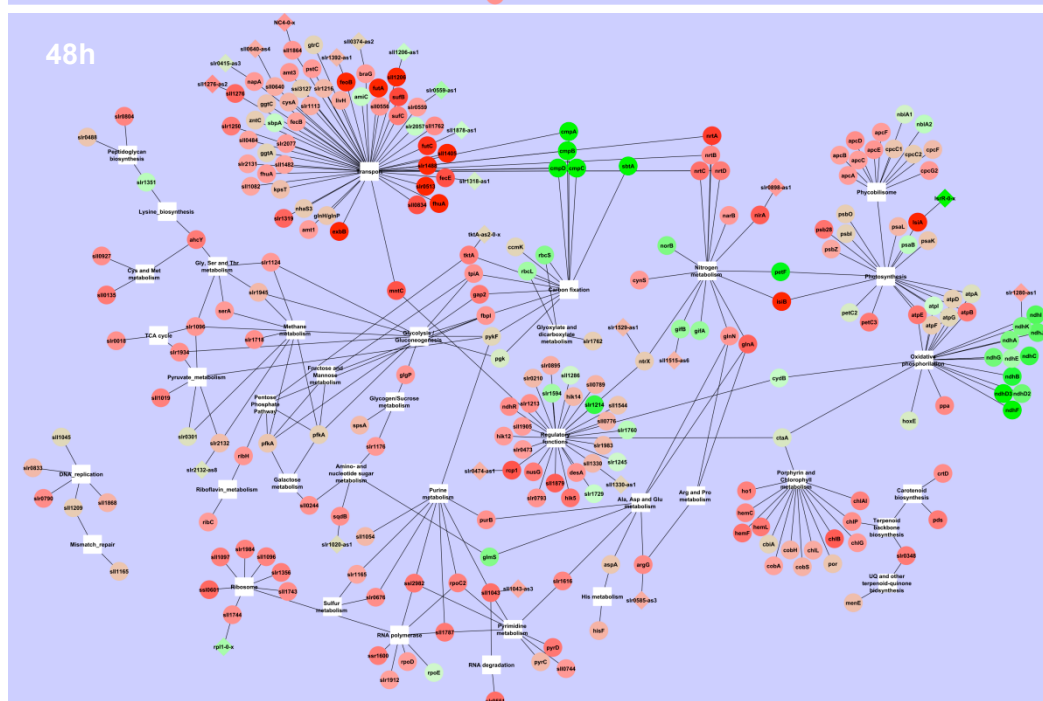

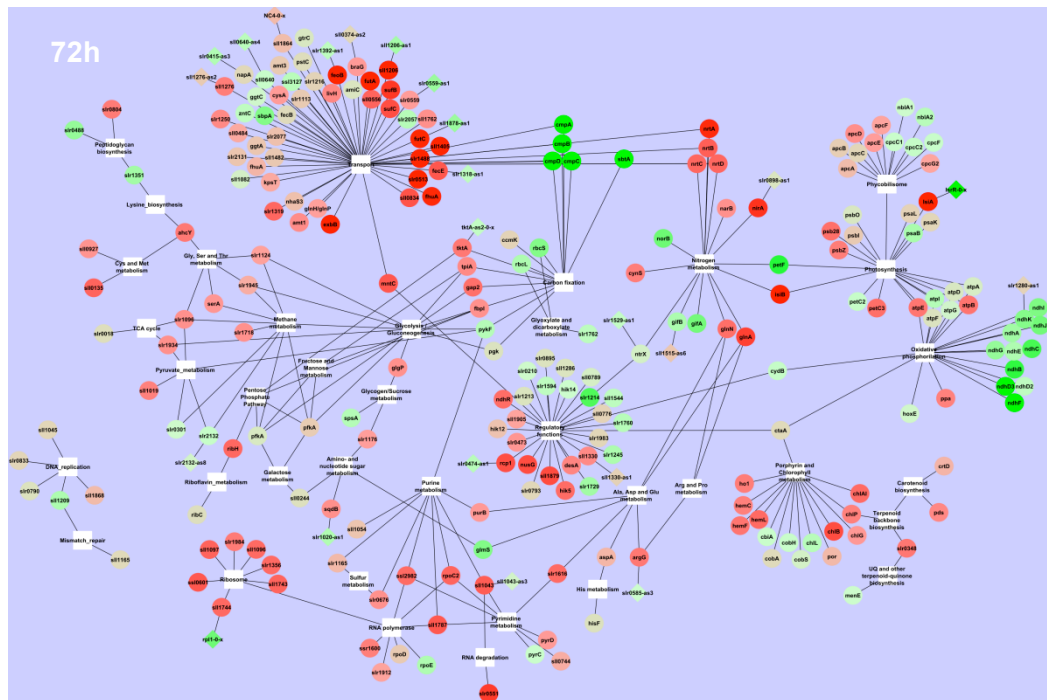

**Figure S6** Functional networks based on KEGG pathways. Protein-coding genes (represented by circular nodes), which were differentially expressed under iron limiting conditions, are linked to their corresponding KEGG pathway (square nodes). Furthermore, differentially expressed asRNAs (diamond nodes) are linked to their complementary protein-coding genes. Genes with functional roles in more than one pathway are linked to all of them (such as *glnA* and *glnN*, which are key elements of three KEGG pathways “Nitrogen metabolism”, “Arginine and proline metabolism” and “Alanine, aspartate, and glutamate metabolism”). The magnitude of expression changes at different time points are color-coded with shades of red indicating induction and shades of green indicating repression.

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**1. Estimation of optimal parameters for soft clustering**

The parameters for the fuzzy c-means (FCM) algorithm (i.e., the number of clusters  $c$  and the fuzzifier  $m$ ) were obtained following the approach proposed by Schwämmle and Jensen (2010). An optimal value of 2.02 for the fuzzifier  $m$  was estimated from the number of clustered genes ( $N= 3218$ ) and the number of time points ( $D=5$ ) using their heuristically derived formula. This setting of parameter  $m$  ensures that no clusters are found for randomized data with the same number of genes and time points.

The minimum centroid distance ( $D_{min}$ ) was calculated for repeated clustering, with  $c$  ranging from 2 to 20 (Figure S1). In general,  $D_{min}$  decreases monotonically. For values larger than  $c=4$ , however,  $D_{min}$  decreases notably less, indicting  $c=4$  as an optimal solution (Schwämmle and Jensen 2010). The complete set of expressed genes resulting from filtering was utilized for this calculation.

## 2. Previous *Synechocystis* microarray studies included in meta-analysis

Microarray data obtained in our study were compared to three previously published microarray experiments that monitored the transcriptional response in *Synechocystis* to perturbations of extra-cellular iron concentration (Singh, McIntyre et al. 2003; Shcolnick, Summerfield et al. 2009; Houot, Floutier et al. 2007).

Singh et al. measured the gene expression during the recovery from stress produced by lack of iron. Firstly, cells were grown for at least 6 days in iron-free media at 30°C with a light intensity of 20-30  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$ . Subsequently, iron was added directly to the media and samples were taken at 0, 3, 12 and 24 hours after reconstitution.

Houot et al. induced iron starvation in *Synechocystis* cells by growing them in media containing 1 or 2 mM of ferric ammonium citrate for 2 days at 30°C with a light intensity around 30  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$ . Cells were washed and re-suspended in iron-free media for another 2 days before RNA was extracted. Houot et al. also measured gene expression in cells grown under iron excess. Here, cells were exposed to an iron concentration 1000 times higher (17mM) than that of standard BG11 (17  $\mu\text{M}$ ). Samples were taken 4 and 6 hours after the addition of the extra iron.

Shcolnick et al. extracted RNA from iron starved cells using desferrioxamine B (DFB) as a chelator (Shcolnick, Shaked et al. 2007). The cells were grown at 30°C with a light intensity of 60  $\mu\text{mol photons m}^{-2}\text{s}^{-1}$  in the modified BG11 media, YBG11, in the presence of 50  $\mu\text{M}$  DFB.

Besides the differences introduced due to experimental set-up and sampling time, experiments also differed in the microarrays used: both Singh et al. and Shcolnick et al. applied the platform described by Postier et al. (Postier, Wang et al. 2003), which is based on a two stage polymerase chain reaction (PCR) method to create probes against 3165 genes in the *Synechocystis* chromosome; whereas Houot et al. used the commercially available CyanoCHIP (<http://www.takara-bio.com>), which employs PCR fragments of C-terminal coding regions from 3079 genes in the *Synechocystis* chromosome as probes.

As result, the four independent studies partially differed in the set of genes detected as differentially expressed. Such divergence is a common feature when comparing gene expression data sets derived from different platforms. More importantly, however, the gene sets derived from the four studies show significant overlap. The results from our study are most similar to those by Houot et al. with 165 shared genes (40.5 % of differentially expressed genes in Houot et al.) (Figure S5). Less overlap was detected with the studies of Shcolnick et al. (112 genes; 33.7 %) and Singh et al. (72 genes; 23.8 %). In general, the measured expression levels tend to be concurrent, as shown by the calculated Pearson's correlation coefficients of  $\log_2\text{FC}$  for differentially expressed genes between our and previous studies. The highest correlation was obtained for the study by Houot et al. ( $R^2 = 0.55$ ) (Figure 4D), followed by Shcolnick et al. ( $R^2 = 0.47$ ) (Figure 4C) and Singh et al. ( $R^2 = 0.46$ ) (Figure 4B). Based on the corresponding contingency tables for differential expression, the observed

similarity with previous studies was highly significant (Houot et al.:  $p = 2.2 \times 10^{-16}$ , Shcolnick et al.:  $p = 4.0 \times 10^{-12}$ , Singh et al.:  $p = 0.02$ ).

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**Table S1** List of primers used to generate single-stranded RNA probes to test gene expression under iron limiting conditions.

| Region targeted | Primer name    | Sequence                                           |
|-----------------|----------------|----------------------------------------------------|
| 5'UTR-isiA      | 5'UTR-isiA-fw  | 5'-TAATACGACTCACTATAGG GCACAGAATTGCCTCCTTAATTGA-3' |
|                 | 5'UTR-isiA-rev | 5'-ATCAGTGGTTTGAGCTTAGTCC-3'                       |
| NC-181          | NC-181-T7-fw   | 5'-TAATACGACTCACTATAGG GCAAAAAGTTAACAACGGACACG-3'  |
|                 | NC-181-rev     | 5'-AGTGTCTCTTCTCAAGGATTCAG-3'                      |
| NC-1321         | NC-1321-T7-fw  | 5'-TAATACGACTCACTATAGG GCAAGGTAGATTGGCAGTGGG-3'    |
|                 | NC-1321-rev    | 5'-CATGGTCAACAACAGGAGAAGG-3'                       |
| NC-350          | NC-350-T7-fw   | 5'-TAATACGACTCACTATAGG GGAGCCGGTGGGGAGAG-3'        |
|                 | NC-350-rev     | 5'-CGAAGTAAGTTTTTCGATTCCGTC-3'                     |
| rnpB            | rnpB-T7-fw     | 5'-TAATACGACTCACTATAGG CCTTTTCAGTGGTCAGTTACC-3'    |
|                 | rnpB-rev       | 5'-AGGCCAAACTTGCTGGGTAAC-3'                        |

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**Table S5 Genes detected as differentially expressed in all iron-stress studies compared in this article.**

| Gene ID | NAME                                                     | Houot et al. |        |       |       | Sch   | Singh et al. |       |       | This study |       |       |       |       |
|---------|----------------------------------------------------------|--------------|--------|-------|-------|-------|--------------|-------|-------|------------|-------|-------|-------|-------|
|         |                                                          | +Fe 4h       | +Fe 6h | -Fe A | -Fe B | SHC   | 3h           | 12h   | 24h   | 3 h        | 12 h  | 24 h  | 48 h  | 72 h  |
| slr0452 | dihydroxyacid dehydratase                                | 0.55         | 1.31   | -0.58 | -0.27 | -0.66 | -0.72        | -0.95 | -0.55 | 0.37       | -0.20 | -0.54 | -0.68 | -0.50 |
| slr0899 | cyanate lyase                                            | -1.73        | -3.32  | 2.49  | 2.41  | 0.77  | -0.08        | -0.56 | -0.93 | 1.46       | 0.62  | 1.26  | 0.12  | 0.65  |
| sll0247 | chlorophyll-binding protein, isiA                        | -3.17        | -5.89  | 5.45  | 3.49  | 3.51  | 3.38         | 4.27  | 4.47  | 2.52       | 5.99  | 5.53  | 6.14  | 6.15  |
| sll0248 | flavodoxin, IsiB                                         | -3.81        | -6.91  | 6.49  | 4.19  | 2.40  | 3.83         | 3.53  | 3.19  | 2.83       | 6.21  | 5.44  | 6.66  | 6.86  |
| sll1408 | transcriptional regulator                                | -1.62        | -4.26  | 1.91  | 1.40  | 1.16  | 1.02         | 0.99  | 0.83  | -0.51      | 0.76  | 0.17  | 0.87  | 0.78  |
| slr1214 | two-component response regulator PatA subfamily probable | -0.14        | -1.81  | 1.03  | 2.08  | 1.47  | 0.71         | -0.10 | -0.19 | -2.03      | -3.40 | -1.46 | -2.31 | -2.07 |
| slr0955 | tRNA/rRNA methyltransferase                              | 0.3          | 0.6    | -0.40 | -1.06 | -0.55 | -0.39        | 0.03  | 0.97  | 0.72       | 0.96  | 0.81  | 0.86  | 0.66  |
| sll1406 | ferrichrome-iron receptor                                | -3.26        | -6.19  | 4.48  | 3.05  | 2.34  | 1.08         | 1.06  | 1.20  | 1.54       | 3.51  | 2.43  | 2.75  | 2.52  |
| sll1878 | iron(III)-transport ATP-binding protein                  | -1.54        | -3.07  | 1.27  | 1.40  | 1.85  | 1.23         | 1.23  | 1.20  | 1.53       | 2.15  | 1.98  | 2.29  | 2.60  |
| slr0447 | ABC-type urea transport system substrate-binding protein | -1.43        | -3.01  | 1.63  | 0.86  | -0.66 | -0.36        | -1.18 | -1.50 | 2.15       | 0.84  | 0.90  | -0.87 | -0.57 |
| slr0513 | iron transport system substrate-binding protein          | -1.85        | -4.55  | 3.30  | 2.67  | 2.71  | 1.92         | 2.09  | 1.93  | 3.32       | 4.00  | 3.64  | 4.00  | 3.96  |
| slr1318 | iron(III) dicitrate transport system ATP-binding protein | -1.91        | -3.59  | 1.08  | 1.11  | 2.54  | 0.82         | 0.64  | 0.73  | 0.32       | 1.70  | 1.18  | 1.55  | 1.39  |
| sll1407 | probable methyltransferase                               | -4.31        | -5.58  | 3.80  | 2.81  | 0.73  | 0.70         | 0.77  | 0.55  | 0.53       | 2.35  | 1.46  | 2.10  | 1.95  |
| sll0249 | hypothetical protein                                     | -7.13        | -6.55  | 4.45  | 2.60  | 3.75  | 3.60         | 3.78  | 3.82  | 1.39       | 4.74  | 3.64  | 5.34  | 5.33  |
| sll0451 | hypothetical protein                                     | 0.37         | -1.51  | -0.51 | -0.18 | -0.62 | -0.41        | -0.53 | -0.60 | -1.20      | -0.96 | -0.20 | -0.49 | -0.73 |
| sll0529 | hypothetical protein                                     | -0.17        | 1.15   | -0.24 | 0.32  | 0.53  | -0.53        | -0.38 | -0.79 | 0.98       | 1.30  | 0.79  | 0.36  | 0.81  |
| sll0662 | 4Fe-4S type iron-sulfur protein                          | -0.68        | -1.42  | 0.55  | 0.84  | 0.80  | 1.57         | 1.94  | 1.54  | 0.18       | 0.68  | 0.35  | 0.72  | 1.14  |
| sll1549 | salt-enhanced periplasmic protein                        | -3.7         | -7.33  | 4.88  | 3.57  | 3.00  | 2.33         | 2.11  | 2.14  | 1.74       | 3.93  | 3.12  | 3.70  | 3.87  |
| sll1734 | protein involved in                                      | -0.63        | 3.48   | 0.21  | 0.21  | -0.68 | -0.37        | -0.41 | -0.56 | -3.20      | -4.05 | -2.99 | -3.62 | -3.52 |

|         |                                                     |       |       |       |       |       |       |       |       |       |       |       |       |       |
|---------|-----------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| slr1512 | CO2 uptake sodium-dependent bicarbonate transporter | -0.26 | 4.84  | 3.45  | -0.38 | -1.25 | -0.53 | -0.33 | -0.58 | -3.67 | -4.30 | -3.46 | -5.54 | -5.28 |
| ssl0461 | hypothetical protein                                | -0.21 | -3.34 | 1.03  | -0.09 | 3.96  | 1.16  | 0.96  | 0.74  | 0.89  | 2.83  | 1.87  | 3.37  | 3.42  |
| ssl1263 | hypothetical protein                                | -0.25 | -1.62 | 0.16  | 1.03  | 0.74  | 0.81  | 0.86  | 0.96  | 0.36  | 0.92  | 0.41  | 0.85  | 1.13  |
| sll1862 | unknown protein                                     | -0.32 | -2.98 | -4.27 | -0.86 | 2.18  | 0.31  | 0.73  | 1.10  | -0.28 | 0.24  | 0.80  | 3.58  | 4.36  |
| sll1863 | unknown protein                                     | -0.27 | -2.97 | -2.66 | -0.83 | 2.03  | 0.75  | 0.82  | 0.80  | -0.92 | -0.26 | 0.59  | 3.53  | 4.51  |
| slr0006 | unknown protein                                     | 0.37  | 3.07  | -0.56 | -0.25 | -1.15 | -0.70 | -0.36 | -0.86 | -1.61 | -1.28 | -1.43 | -2.07 | -2.15 |
| slr1484 | unknown protein                                     | -2.82 | -4.99 | 2.17  | 2.23  | 1.80  | 1.91  | 2.37  | 1.91  | 1.73  | 3.60  | 2.89  | 3.47  | 3.77  |
| slr1485 | putative phosphatidylinositol phosphate kinase      | -2.92 | -6.31 | 3.19  | 3.38  | 3.74  | 1.82  | 1.85  | 1.10  | 2.09  | 3.92  | 3.46  | 3.86  | 4.47  |
| slr1544 | LilA, light-harvesting-like (Lil) protein A         | -0.24 | 1.21  | -0.84 | 0.42  | 0.61  | 0.86  | 1.10  | 1.08  | -1.19 | -1.76 | 0.97  | -0.05 | -0.73 |

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**Table S6 Antisense RNAs differentially expressed.** asRNAs are ordered and colored similarly to the two clusters defined in figure 4B (cluster I, red shade; cluster II, blue shade).

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**Table S7 Small RNAs differentially expressed.** sRNAs are divided and colored like the three clusters defined in figure 4C (top cluster I; cluster II, light green; bottom cluster III).

|       |      |       |       |       |       |       |                      |
|-------|------|-------|-------|-------|-------|-------|----------------------|
| NC-91 | sRNA | -1.11 | -0.63 | -0.86 | -0.51 | -0.50 | $1.33 \cdot 10^{-4}$ |
|-------|------|-------|-------|-------|-------|-------|----------------------|

# Supplementary material for: Iron Deprivation in Synechocystis: Inference of Pathways, Non-coding RNAs, and Regulatory Elements from Comprehensive Expression Profiling
**Source:** G3 (Bethesda). 2012 Dec 1;2(12):1475–95. doi: 10.1534/g3.112.003863
**Supplement:** Supporting Information

**Table S8 Predicted targets for the sRNAs induced during iron starvation, i.e. NC-181, NC-1321, NC-265, and NC-350 (*r*: spearman correlation coefficient)**

How the deposited data were processed for this re-analysis (not part of the article)

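Synechocystis cultures were sampled before the addition of 100 µM DFB and 3, 12, 24, 48 and 72 hr after it, with 2 one-colour arrays per time point, 12 in all. The authors deposited, for each array, the output of Feature Extraction 10.7.3.1 with the mean intensity of the pixels of each spot, the median intensity of the local background and a processed intensity that the software had corrected for background within the array but not scaled between arrays. The scan of 24 hr replicate 2 was read with another protocol than the other 11, with a lower limit for spots marked as well above background. The authors also deposited a table of log2 values of the same spots, corrected for background and quantile normalized. These log2 values were used as an alternative, and differed from normexp correction without offset followed by quantile normalization by a median of 0.00191 and at most 0.0985.

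What was computed here started from the spot intensities. Background was corrected by normexp with an offset of 50. Arrays were quantile normalized over the 40886 probe spots, with spots flagged as outliers left out. Then log2 values were averaged over the spots of a probe and the probes of a transcript. Probes were kept when they exceeded the highest control spot on both arrays of at least 1 time point. Classes of transcripts were taken from the form of their IDs. Models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for the tables. A transcript was called differentially expressed when the moderated F-test over the 5 comparisons with 0 hr had a Benjamini-Hochberg q-value below 0.05 and the absolute log2FC reached 1 at 1 or more time points. At a single time point, the q-value of that comparison was used. Gene sets were tested with camera at a correlation of 0.01, over the subcategories of Table S4 with at least 4 listed genes. No other annotation was used here, and each set was compared with the other expressed genes of Table S4. Soft clustering used e1071 1.7.16 with m = 2.02, c = 4, a limit of 0.25 on the standard deviation and 5 random starts, and hierarchical clustering used complete linkage. Correlations were Spearman's and Pearson's. Since the 2 arrays of a time point are not independent, p-values come from all 720 orderings of the 6 time point means (two-sided), and Pearson's coefficient of the means was added after seeing the data. Where a transcript was not well above background on either array of a time point, the fold change is given as a bound.

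The depth of an array measurement is its signal over background. Median probe intensity was between 2205.62 and 5278.11, against a median local background between 20.5 and 29. Control spots had medians between 839 and 2990, which is the signal that limits dim probes. With 2 arrays per time point, the standard error of a log2FC was 0.07 for IsrR and 0.25 for isiA. These standard errors pool the spread of all time points. The median absolute difference between replicates was 0.145 (log2) at 0 hr and 0.0206 at 12 hr. Standard errors and q-values against 0 hr may therefore understate the spread of the reference. The model and the limits were tested on simulated transcript values made from these arrays, with 200 of 5771 transcripts changed. All 200 were called, with the right direction in 100% and a median absolute error of 0.04 (log2), and 0 others were called. Every planted change exceeded the fold change limit. Background correction, scaling, filter and averaging of probes were not simulated. Slide effects and a larger spread at 0 hr were left out as well, so the simulation does not bear on them.

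Apart from the departures named at the end of this paragraph, the main choices, the alternatives and the rule for naming transcripts were set before the data were examined. By that rule, every transcript that the paper names in its text or in Tables 1 to 4 could be named, and for mRNAs, asRNAs and sRNAs the 3 largest increases and the 3 largest decreases among differentially expressed transcripts whose replicates both lay beyond both 0 hr replicates. The alternatives covered the background correction, the scaling between arrays, the filter, the summary of probes, the spread in the models, slide and replicate as blocks, each array left out in turn, the limits on fold change and correlation, and the settings of the clusterings and set tests. A comparison of the signal of asRNAs with that of their mRNAs between classes had been planned and was not run, because signals of different probes cannot be set against each other.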

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

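All tests in this part except the base rate for CRISPR spacers were chosen only after the results they concern had been seen.

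Between 3 hr and 12 hr, on the slide that holds both time points, 41 mRNAs changed by at least 2-fold with a q-value below 0.05 (27 higher at 12 hr and 14 lower), besides 4 asRNAs and 6 sRNAs. They stand out as a difference between time points that does not depend on a comparison between slides. Shifts of single probes do not account for the 44 with several probes, since in 44 of 44 every probe went the same way. The other 7 rest on 1 expressed probe, for which such a shift was not excluded. The scaling does not either, since the count was 40 or more under 75th percentile scaling, cyclic loess, median centring and the scaled processed signal. Without background correction it was 25. The later levels were set against the middle between 3 hr and 12 hr. On its 12 hr side lay 35, 39 and 40 of the 51 at 24, 48 and 72 hr, and 16, 12 and 11 did not. Against an even split, exact binomial p was 0.011, 0.000198 and 5.7e-05, although transcripts are not independent. At each single time, these counts argue against a culture that deviated at 12 hr alone for most of the 51. At all 3 times 31 held and 20 did not, and for these 20 it stays open. Against an even split that count had an exact binomial p of 0.161, although an even split is no clear reference for it. By the rule applied to that count, the explanation was not excluded for the 51 as a set. A culture that deviated at 3 hr alone would leave the same course as a lasting change. Replicates at 3 hr differed by a median of 0.0336 (log2), which does not bear on this when both came from 1 culture, and whether they did is not known, so a difference between cultures cannot be told apart from a response to iron deprivation.

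The gene slr1667, named after its values were seen, was at -5.47 (log2FC) at 3 hr, -2.52 at 12 hr, -2.66 at 24 hr, -0.08 at 48 hr and -0.20 at 72 hr (SE 0.385). Its difference between 12 hr and 3 hr was 2.94 (q = 0.000758), a difference between time points within 1 slide. A shift of single probes does not account for it, since the smallest difference among its 4 probes was 2.45. The neighbouring slr1668, also chosen afterward, followed with -2.48 at 3 hr and 0.90 at 48 hr. The replicates of slr1667 at 0 hr differed by -1.55, more than most transcripts, so a gene that varies between cultures cannot be told from a gene that responds to DFB.

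Of 81 expressed CRISPR spacers, whose change with time the paper does not discuss in its text (Table S2 lists spacers among its soft clusters), 7 were differentially expressed (8.64%). Each spacer has 1 probe. Among 1351 single probes of mRNAs whose other probes did not change, 110 passed the fold change limit, or 8.14%. This share, predicted before it was computed, is about that of the spacers, so the 7 may be no more than shifts of single probes between slides. No biological explanation was tested.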

How the results depend on the processing

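The alternatives named here as array weights, averaged arrays (those of 3, 12 and 72 hr counted as 1 sample each), every probe expressed, Pearson's r over the 5 fold changes, targets over the 8 arrays of 12 hr to 72 hr, the IDs of Table S6 counted as asRNAs and the signal relative to all transcripts were chosen after seeing the data. Under normexp without offset, the authors' normalized values, the median of probes, a trend in the prior variance and cyclic loess, every count and test summary stayed within its limits. A model with replicate number as a block left 39 of 39 counts and 1325 of 1325 single values on the same side of their limits. Deviations of arrays with the same number correlated between -0.335 and 0.161 over 15 pairs of time points (median 0.0115), so the numbers do not pair the arrays. A random effect of slide changed no call either, and its correlation was 0.28. Of 584 log2FC of named transcripts past the threshold, 120 no longer passed without background correction, 67 with median centring, 52 without a filter, 46 with 75th percentile scaling, 44 with the filter on spots well above background and 35 without 0 hr replicate 2.

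With the processed signal with quantile normalization, mRNAs past the threshold at 24 hr were 323 instead of 179, mRNAs past the threshold between 3 hr and 12 hr 64 instead of 41, sRNAs past the threshold between 3 hr and 12 hr 10 instead of 6, asRNA-mRNA pairs 84 instead of 49, pairs of class II 35 instead of 18, pairs of class III 27 instead of 14. Without background correction, mRNAs past the threshold at 24 hr were 99 instead of 179, mRNAs past the threshold between 3 hr and 12 hr 25 instead of 41, sRNAs past the threshold between 3 hr and 12 hr 2 instead of 6, asRNA-mRNA pairs 15 instead of 49, pairs of class II 7 instead of 18, pairs of class III 5 instead of 14, differentially expressed mRNA transcripts 336 instead of 683, differentially expressed asRNA transcripts 115 instead of 212. In the same setting, differentially expressed sRNA transcripts were 82 instead of 128, differentially expressed intragenic transcripts 171 instead of 319, differentially expressed UTR transcripts 102 instead of 161, mRNAs past the threshold at 3 hr 225 instead of 463, asRNAs past the threshold at 3 hr 97 instead of 166, sRNAs past the threshold at 3 hr 50 instead of 80, mRNAs past the threshold at 12 hr 205 instead of 402, asRNAs past the threshold at 12 hr 96 instead of 169. In the same setting, sRNAs past the threshold at 12 hr were 49 instead of 76, mRNAs past the threshold at 72 hr 118 instead of 225, transcripts of the early low soft cluster 289 instead of 721, mRNAs in the largest of 3 hierarchical groups 204 instead of 376, UTR pairs with both members differentially expressed 59 instead of 93, intragenic element pairs with both members differentially expressed 99 instead of 176, pairs of class I 3 instead of 17. With the processed signal scaled to the 75th percentile, mRNAs past the threshold at 24 hr were 271 instead of 179, sRNAs past the threshold between 3 hr and 12 hr 10 instead of 6, asRNA-mRNA pairs 82 instead of 49, pairs of class II 34 instead of 18, pairs of class III 25 instead of 14. At an absolute log2FC of 1.5, mRNAs past the threshold at 24 hr were 78 instead of 179, mRNAs past the threshold at 3 hr 151 instead of 463, asRNAs past the threshold at 3 hr 59 instead of 166, sRNAs past the threshold at 3 hr 28 instead of 80, mRNAs past the threshold at 12 hr 146 instead of 402, asRNAs past the threshold at 12 hr 63 instead of 169, sRNAs past the threshold at 12 hr 26 instead of 76, mRNAs past the threshold at 72 hr 85 instead of 225. In the same setting, mRNAs past the threshold at 48 hr were 81 instead of 135. Using averaged arrays, sRNAs past the threshold between 3 hr and 12 hr were 1 instead of 6, mRNAs in the largest of 3 hierarchical groups 245 instead of 376, UTR pairs with a q-value below 0.05 140 instead of 395, intragenic element pairs with a q-value below 0.05 290 instead of 882. Requiring every probe expressed, asRNA-mRNA pairs were 22 instead of 49, pairs of class II 8 instead of 18, differentially expressed mRNA transcripts 370 instead of 683, mRNAs past the threshold at 3 hr 234 instead of 463, mRNAs past the threshold at 12 hr 195 instead of 402, transcripts of the early low soft cluster 276 instead of 721, mRNAs in the largest of 3 hierarchical groups 199 instead of 376, pairs of class I 3 instead of 17. In the same setting, gene set tests passed were 6 instead of 10, transcripts in the soft clustering 1225 instead of 1919, intragenic element pairs with a q-value below 0.05 560 instead of 882, expressed mRNA transcripts 1326 instead of 2500, targets of NC-1321 1 instead of 2, targets of NC-350 2 instead of 4. By Pearson's r over the 5 fold changes, pairs of class II were 11 instead of 18, targets of NC-265 28 instead of 6, targets of NC-1321 6 instead of 2, targets of NC-350 23 instead of 4, targets of NC-181 45 instead of 17. Under median centring, pairs of class III were 7 instead of 14, differentially expressed sRNAs with a correlation above 0.7 13 instead of 8, targets of NC-265 1 instead of 6. Without a filter, pairs of class III were 26 instead of 14, differentially expressed asRNA transcripts 400 instead of 212, asRNAs past the threshold at 3 hr 269 instead of 166, asRNAs past the threshold at 12 hr 279 instead of 169, pairs of class I 11 instead of 17, expressed asRNA transcripts 1941 instead of 659, gene set tests passed 6 instead of 10. With the filter on spots well above background, pairs of class III were 27 instead of 14, differentially expressed asRNA transcripts 347 instead of 212, asRNAs past the threshold at 3 hr 260 instead of 166, asRNAs past the threshold at 12 hr 257 instead of 169, mRNAs in the largest of 3 hierarchical groups 236 instead of 376, pairs of class I 11 instead of 17, expressed asRNA transcripts 1542 instead of 659, gene set tests passed 5 instead of 10. With the 95th percentile of the control spots, pairs of class III were 25 instead of 14, differentially expressed asRNA transcripts 332 instead of 212, asRNAs past the threshold at 3 hr 261 instead of 166, mRNAs in the largest of 3 hierarchical groups 240 instead of 376, expressed asRNA transcripts 1237 instead of 659, gene set tests passed 6 instead of 10. At a standard deviation limit of 0.5, transcripts of the early low soft cluster were 192 instead of 721, transcripts in the soft clustering 701 instead of 1919, transcripts of the falling soft cluster 195 instead of 453, transcripts of the rising soft cluster 205 instead of 385, transcripts of the early high soft cluster 109 instead of 360. Under 75th percentile scaling, mRNAs in the largest of 3 hierarchical groups were 211 instead of 376. Without the 2 extreme arrays, differentially expressed sRNAs with a correlation above 0.7 were 18 instead of 8, differentially expressed sRNAs with a correlation below -0.7 37 instead of 18. Over the 8 arrays of 12 hr to 72 hr, differentially expressed sRNAs with a correlation above 0.7 were 16 instead of 8. For targets over the 8 arrays of 12 hr to 72 hr, targets of NC-265 were 13 instead of 6, targets of NC-1321 4 instead of 2, targets of NC-181 37 instead of 17. By fry in place of camera, gene set tests passed were 105 instead of 10. By camera with an estimated correlation, gene set tests passed were 0 instead of 10. With the processed signal, relative signals of Table 1 transcripts were 21.0 instead of 20.5, relative signals of rRNAs and tRNAs 29.6 instead of 29.0. Divided by the mean of all transcripts, relative signals of Table 1 transcripts were 31.5 instead of 20.5, relative signals of rRNAs and tRNAs 44.6 instead of 29.0. Leaving out each array in turn, mRNAs in the largest of 3 hierarchical groups ranged from 230 (without 48 hr replicate 1) to 340 (without 0 hr replicate 1). Leaving out each array in turn, differentially expressed sRNAs with a correlation above 0.7 ranged from 8 (without 3 hr replicate 1) to 13 (without 0 hr replicate 2). Leaving out each array in turn, targets of NC-265 ranged from 5 (without 24 hr replicate 1) to 22 (without 0 hr replicate 2). The cause of these changes was not tested, apart from the alternatives that test fewer or more transcripts by construction.

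The share of mRNAs higher and lower than at 0 hr moved by more than 10 points under some scalings and filters. With every probe expressed, 231 higher and 232 lower at 3 hr became 190 and 44, and 170 and 232 at 12 hr became 140 and 55. At 24 hr it was 100 higher and 79 lower, but 221 and 102 with the processed signal and quantile normalization, 45 and 54 without background correction, 72 and 95 with 75th percentile scaling and 185 and 53 with median centring. At 48 hr 75 and 60 became 94 and 48 with median centring. At 72 hr 152 and 73 became 178 and 45 with median centring and 67 and 51 without background correction. For sRNAs at 3 hr, 40 and 40 became 19 and 31 without background correction and 49 and 26 with median centring. For asRNAs at 12 hr, 15 and 154 became 38 and 163 with the scaled processed signal.

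The fitted log2FC of NC-196 at 48 hr was 1.82 and became -1.08 (q = 0.0272) with the processed signal scaled to the 75th percentile, but neither 0 hr nor 48 hr was well above background, so neither value gives a direction or a size. The log2FC of slr0415 at 3 hr was -1.01 and reversed to 0.15 without a filter (q = 0.0439) and with the filter on spots well above background (q = 0.0408), and to 0.21 with the 95th percentile of the control spots (q = 0.0237), settings that add probes to the gene. Leaving out saturated spots gave no value of its own, since no spot was marked as saturated. Signal over background limits the dim transcripts. At 0 hr, 70.3% and 44.9% of the probe spots were well above background, so increases from a dim start are bounds, and asRNAs with 1 expressed probe are the class that the filter changes most.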

Differences from the paper's values

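Alternatives named in this part were set before the data were examined unless said otherwise. Of the log2FC in Table 2, 257 were compared, with a median absolute difference of 0.0374 from the values here, of those in Table 3, 465 (0.0136), and of those in Table 4, 50 (0.0201). Differences beyond the replicate SD or in sign were found in 80, 78 and 11 of them. Another 18 in Table 2 are bounds here (sll1405, sll1407, slr0041 and slr0043), none of which exceeded the paper's fold by the limit. For length, the log2FC listed below are all those of Table 4 and, for Tables 2 and 3, those at the time point with the largest value of each transcript. A log2FC is listed when it differed in sign or by more than the replicate SD, a correlation when it differed by more than its SD over leaving out each array in turn, and a count or signal when 1 value was more than 1.5 times the other, so an alternative described as not beyond the limit need not equal the paper's value.

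For Spearman's rho with isiA, a difference was found in IsrR (-0.9 in the paper, -0.951 here), and the same held in all 4 alternatives. For NC-1321 (0.90 in the paper, 0.965 here) the values also differed, but not beyond the limit with Pearson's r over the 12 arrays and the 8 arrays of 12 hr to 72 hr, unlike the other 2 alternatives. For NC-181 (0.98 in the paper, 0.951 here) the values also differed, but not beyond the limit with Pearson's r over the 12 arrays and the 12 arrays without the 2 extreme arrays, unlike the other 2 alternatives. For NC-265 (0.74 in the paper, 0.629 here) the values also differed, but not beyond the limit with Pearson's r over the 12 arrays, unlike the other 3 alternatives. For NC-350 (0.70 in the paper, 0.895 here) the values also differed, but not beyond the limit with the 12 arrays without the 2 extreme arrays, unlike the other 3 alternatives.

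For asRNA-mRNA pairs, a difference was found in class I (26 in the paper's text, 17 here). By the coefficients of Table 3 the paper has 25, which is not beyond the limit, and it divides 62 pairs against 49 here. The difference from 26 was not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile or cyclic loess. Nor was it with the 95th percentile of the control spots, Pearson's r over the 12 arrays or the 12 arrays without the 2 extreme arrays. The same held without 0 hr replicate 1, 12 hr replicate 1, 24 hr replicate 1 or 2 and 72 hr replicate 1 or 2. It differed beyond the limit in the other 19 alternatives.

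Of the core genes, the paper counts 3 as lower across 4 studies, with further genes of differing trend set apart, and here 6 had a median log2FC below 0 on these arrays alone, so the groups are not the same, with no alternative computed.

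For intragenic element and gene pairs, a difference was found in both differentially expressed (108 in the paper, 176 here), but not beyond the limit with no background correction, cyclic loess and the arrays without 0 hr replicate 2, unlike the other 25 alternatives.

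For log2 fold change at 12 hr, a difference was found in NC-1606 (-1.05 in the paper, -0.56 here), sll0218 (-6.51 in the paper, -6.25 here), sll0219 (-6.27 in the paper, -6.03 here), sll0247-as2 (-7.04 in the paper, -6.72 here), sll0518-as1 (-1.25 in the paper, -0.98 here), sll1330 (1.20 in the paper, 1.59 here), sll1734 (-4.05 in the paper, -3.83 here), sll7029 (-1.34 in the paper, -0.88 here) and slr0513 (4.00 in the paper, 4.10 here), and the same held in all 27 alternatives. For sll0834 (2.38 in the paper, 2.67 here) the values also differed, but not beyond the limit with 75th percentile scaling, cyclic loess, median centring and the arrays without 0 hr replicate 2, unlike the other 23 alternatives. For sll1404 (4.88 in the paper, 5.28 here) the values also differed, but not beyond the limit with 75th percentile scaling, cyclic loess and the arrays without 0 hr replicate 2, unlike the other 24 alternatives. For sll1406 (3.51 in the paper, 3.94 here), sll1549 (3.93 in the paper, 4.27 here) and slr1318 (1.70 in the paper, 1.97 here) the values also differed, but not beyond the limit with 75th percentile scaling and cyclic loess, unlike the other 25 alternatives. For sll1733 (-4.05 in the paper, -3.83 here) the values also differed, but not beyond the limit with the arrays without 0 hr replicate 2, unlike the other 26 alternatives. For slr0007-as1 (-1.11 in the paper, -1.04 here) the values also differed, but not beyond the limit with normexp without offset, processed signal scaled to the 75th percentile, the arrays without 0 hr replicate 1 and the arrays without 12 hr replicate 1, unlike the other 23 alternatives. For slr0304 (-1.57 in the paper, -1.27 here) and slr1318-as1 (-1.11 in the paper, -0.97 here) the values also differed, but not beyond the limit with processed signal with quantile normalization and processed signal scaled to the 75th percentile, unlike the other 25 alternatives. For slr0514 (1.77 in the paper, 2.39 here) the values also differed, but not beyond the limit with no background correction and cyclic loess, unlike the other 25 alternatives. For slr0534 (1.04 in the paper, 1.34 here) the values also differed, but not beyond the limit with 75th percentile scaling, cyclic loess, median centring and median of probes, unlike the other 23 alternatives. For slr0593 (-1.35 in the paper, -1.21 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, normexp without offset, processed signal scaled to the 75th percentile, 75th percentile scaling, cyclic loess and the arrays without 12 hr replicate 2, unlike the other 21 alternatives. For slr1512-as1 (-1.51 in the paper, -1.20 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, no filter, filter on spots well above background, 95th percentile of the control spots and the arrays without 0 hr replicate 2, unlike the other 21 alternatives. For slr1968 (-2.23 in the paper, -2.03 here) the values also differed, but not beyond the limit with processed signal scaled to the 75th percentile and the arrays without 0 hr replicate 1, unlike the other 25 alternatives.

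For log2 fold change at 24 hr, a difference was found in NC-117 (-1.14 in the paper, 0.30 here), NC-29 (-1.79 in the paper, 0.56 here) and NC-954 (-0.37 in the paper, -0.56 here), and the same held in all 27 alternatives. For NC-1321 (1.02 in the paper, 0.68 here) the values also differed, but not beyond the limit with median centring, unlike the other 26 alternatives. For NC-1606 (-0.43 in the paper, -0.80 here) the values also differed, but not beyond the limit with no background correction, unlike the other 26 alternatives. For NC-1637 (-0.54 in the paper, -0.35 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, the arrays without 0 hr replicate 1 and the arrays without 24 hr replicate 2, unlike the other 23 alternatives. For NC-265 (0.48 in the paper, 1.84 here) the values also differed, but not beyond the limit with the arrays without 0 hr replicate 2 and the arrays without 24 hr replicate 1, unlike the other 25 alternatives. For NC-350 (0.41 in the paper, 0.51 here) the values also differed, but not beyond the limit with no background correction, cyclic loess and the arrays without 0 hr replicate 2, unlike the other 24 alternatives. For slr0042 (-4.01 in the paper, -3.60 here) the values also differed, but not beyond the limit with 75th percentile scaling and median of probes, unlike the other 25 alternatives.

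For log2 fold change at 3 hr, a difference was found in NC-1606 (-0.13 in the paper, 0.23 here), and the same held in all 27 alternatives. For NC-1637 (0.20 in the paper, 0.31 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, the authors' normalized values, the arrays without 0 hr replicate 1 and the arrays without 3 hr replicate 1, unlike the other 23 alternatives. For sll0095 (-1.70 in the paper, -0.86 here) the values also differed, but not beyond the limit with 95th percentile of the control spots, unlike the other 26 alternatives. For sll0374-as2 (-1.05 in the paper, -0.88 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, normexp without offset, processed signal scaled to the 75th percentile, 75th percentile scaling, no filter, filter on spots well above background, 95th percentile of the control spots, the arrays without 0 hr replicate 1 and the arrays without 3 hr replicate 2, unlike the other 18 alternatives. For sll0518 (1.12 in the paper, 1.49 here) the values also differed, but not beyond the limit with 75th percentile scaling, median centring, median of probes and the arrays without 0 hr replicate 2, unlike the other 23 alternatives. For sll1119 (1.50 in the paper, 1.80 here) and slr0848 (1.09 in the paper, 1.22 here) the values also differed, but not beyond the limit with 75th percentile scaling and cyclic loess, unlike the other 25 alternatives. For slr0359 (-1.36 in the paper, -1.68 here) the values also differed, but not beyond the limit with no background correction and median centring, unlike the other 25 alternatives. For slr0415-as3 (-1.49 in the paper, -1.29 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile and the arrays without 3 hr replicate 2, unlike the other 24 alternatives. For slr1968 (-2.23 in the paper, -2.06 here) the values also differed, but not beyond the limit with normexp without offset and the arrays without 0 hr replicate 1, unlike the other 25 alternatives. For ssl3177-as1 (-1.09 in the paper, -0.46 here) the values also differed, but not beyond the limit with filter on spots well above background and 95th percentile of the control spots, unlike the other 25 alternatives.

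For log2 fold change at 48 hr, a difference was found in sll0249 (5.34 in the paper, 5.66 here), but not beyond the limit with 75th percentile scaling, unlike the other 26 alternatives. For slr0513 (4.00 in the paper, 4.10 here) the values also differed, and the same held in all 27 alternatives.

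For log2 fold change at 72 hr, a difference was found in sll1206 (5.73 in the paper, 6.15 here), slr1392 (2.96 in the paper, 3.35 here), slr1485 (4.47 in the paper, 4.88 here) and slr1488 (2.89 in the paper, 3.36 here), but not beyond the limit with 75th percentile scaling and cyclic loess, unlike the other 25 alternatives. For slr0474 (1.57 in the paper, 1.70 here) the values also differed, but not beyond the limit with 75th percentile scaling, cyclic loess and the arrays without 0 hr replicate 1, unlike the other 24 alternatives. For ssr2333 (4.13 in the paper, 4.47 here) the values also differed, but not beyond the limit with 75th percentile scaling, cyclic loess, median centring and the arrays without 0 hr replicate 1, unlike the other 23 alternatives.

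For predicted targets with r below -0.5, a difference was found in NC-1321 (6 in the paper, 2 here), NC-181 (45 in the paper, 17 here) and NC-350 (23 in the paper, 4 here), and the same held in all 27 alternatives. For NC-265 (29 in the paper, 6 here) the values also differed, but not beyond the limit with the arrays without 0 hr replicate 2, unlike the other 26 alternatives.

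For relative signal at 0 hr, a difference was found in rRNAs and tRNAs (44 in the paper, 29.0 here), but not beyond the limit with processed signal.

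For differentially expressed sRNAs correlated with isiA above 0.7, a difference was found in sRNA (4 in the paper, 8 here), but not beyond the limit with no background correction, unlike the other 31 alternatives.

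For differentially expressed sRNAs correlated with isiA below -0.7, a difference was found in sRNA (6 in the paper, 18 here), and the same held in all 32 alternatives.

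For soft cluster size, a difference was found in falling (688 in the paper, 453 here), but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, 75th percentile scaling, no filter, filter on spots well above background, 95th percentile of the control spots, median of probes and m of 1.5, unlike the other 22 alternatives. For high in the first 12 h (550 in the paper, 360 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, normexp without offset, no background correction, processed signal scaled to the 75th percentile, 75th percentile scaling, no filter, filter on spots well above background, 95th percentile of the control spots, median of probes, the arrays without 3 hr replicate 2, the arrays without 24 hr replicate 2, the arrays without 48 hr replicate 2 and 6 time points in soft clustering, unlike the other 17 alternatives. For low in the first 12 h (1237 in the paper, 721 here) the values also differed, but not beyond the limit with filter on spots well above background and 95th percentile of the control spots, unlike the other 28 alternatives. For rising (664 in the paper, 385 here) the values also differed, but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, no filter, filter on spots well above background and 95th percentile of the control spots, unlike the other 25 alternatives.

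For transcripts past the fold change threshold at 12 hr, a difference was found in mRNA, upregulated (408 in the paper, 170 here), but not beyond the limit with processed signal with quantile normalization and processed signal scaled to the 75th percentile, unlike the other 27 alternatives.

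For transcripts past the fold change threshold at 3 hr, a difference was found in asRNA (280 in the paper, 166 here), but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, no filter, filter on spots well above background and 95th percentile of the control spots, unlike the other 24 alternatives.

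For transcripts soft-clustered, a difference was found in all (3139 in the paper, 1919 here), but not beyond the limit with processed signal with quantile normalization, processed signal scaled to the 75th percentile, no filter, filter on spots well above background and 95th percentile of the control spots, unlike the other 25 alternatives.

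Opposite signs in Table 3 at other time points, beyond the replicate SD, were found for sll0095 at 72 hr (-0.6 in the paper, 0.02 here), sll1330 at 48 hr (-0.18 and 0.16), slr1403 at 24 hr (0.37 and -0.41) and 48 hr (0.04 and -0.41) and ssl3177-as1 at 24 hr (-0.01 and 0.83) and 72 hr (-0.49 and 0.03).

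Pearson's r over the 5 fold changes, chosen after seeing the values and thus not among the alternatives counted above, brought class I to 22 pairs and the targets to 45, 6, 28 and 23 for NC-181, NC-1321, NC-265 and NC-350, within the limit of the paper's counts, and drops 1 of the paper's 103 targets, while 38 of the 41 pairs of Table 3 with both members expressed fell in the paper's class. Over the 8 arrays of 12 hr to 72 hr, a setting planned for the correlations with isiA but chosen for the targets only after seeing the values and not counted above, Spearman's coefficient brought the targets of NC-181 to 37 and of NC-1321 to 4, within the limit of the paper's counts, and drops 45 of the paper's 103 targets, while 13 for NC-265 and 4 for NC-350 stayed beyond it. Relative to all transcripts, a scale also chosen after seeing the values, the signal of rRNAs and tRNAs was 44.6, and it calls no items that could be dropped.

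The paper places IsrR and sll0027-as1 among asRNAs that increased early, whereas both were below 0 hr at all time points here. For IsrR the difference is with that list only, since the paper elsewhere reports lower IsrR levels under iron deprivation. It states that protein-coding genes at 12 hr were upregulated, whereas 170 were higher and 232 lower here, 402 in all. It counts psaB among the genes induced over the early time points, and here psaB was at 0.43 at 3 hr and -0.41 at 12 hr. It lists NC-117 and NC-29 as anticorrelated with isiA beyond its limit, whereas rho was -0.685 and -0.517 here, and for NC-117 it was -0.771 over the 6 time point means. It counts ntcA as upregulated and NC-117 as lower. Here ntcA was higher and NC-117 lower at 12 hr and 72 hr with q-values below 0.05, but neither reached the fold change limit, except ntcA under median centring and without 0 hr replicate 1, and NC-117 with the processed signal scaled to the 75th percentile and without 0 hr replicate 2.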

Other observations

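All tests in this part were chosen only after the results they concern had been seen.

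Most asRNAs past the threshold at 3 hr lay below 0 hr, 143 of 166. Probe-specific shifts between slides may contribute. In mRNAs with every probe expressed, 43 of 221 probes that fell at 3 hr did so while the other probes of the mRNA did not, or 19.5%, compared with 1.29% at 24 hr. Probes that rose alone were not rarer at 24 hr, with 10.1% at 3 hr and 18.3% at 24 hr, so shifts of single probes occurred at both times and differed in direction. A run of 4 C in the probe went along with a fall at 3 hr in 28.5% of asRNA probes with the run and 12.9% of those without it (Fisher's exact p = 5.09e-08). It is not the whole cause, since asRNA probes without the run fell more often than such mRNA probes, 70 of 542 against 336 of 5802 (Fisher's exact p = 6.16e-09). The filter is not the cause, since 84.8% were lower with no filter. Nor is the scaling, since the share was at least 79.5% under 4 other scalings, and 78.9% with the processed signal and quantile normalization. Whether dim signal contributes was left open. Of the 420 brighter asRNA probes 28.6% fell, and of the 420 dimmer ones 8.33%, but a dim probe that the filter kept had little room to fall, so this difference excludes nothing. A response to iron deprivation cannot be told apart from these shifts, as only 11 of the 143 had several expressed probes, and in 10 of those every probe fell.

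The largest soft cluster might gather the same shifts, since 61.3% of its mRNAs with several probes on the array had 1 expressed probe, against 7.54% in the other clusters (Fisher's exact p = 6.87e-93). Dim genes also have few expressed probes, and this was not separated. No biological explanation was tested.

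At 24 hr the deviation of a probe from the other probes of its mRNA went with its share of G (r = -0.455). This was across 12837 probes of 3269 mRNAs, which are not independent replicates. The coefficient was 0.0163 at 3 hr, 0.00707 at 12 hr, -0.218 at 48 hr and -0.191 at 72 hr. Base composition could thus be behind part of the change at 24 hr, and less so at 48 and 72 hr, when the arrays lay on other slides. No biological explanation was tested.

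The correlations printed in Table S8 lie within 0.05 of Pearson's r over the 5 fold changes for 99 of 103 targets and of Spearman's coefficient over the 12 arrays for 8. For Table 3, whose footnote names Pearson's coefficient, it was 34 and 5 of 41 pairs. The printed values may thus be Pearson's r over fold changes. No biological explanation applies.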
